# SGLT2 inhibition protects kidney function by SAM-dependent epigenetic repression of inflammatory genes under metabolic stress

**DOI:** 10.1172/JCI188933

**Published:** 2025-10-01

**Authors:** Hiroshi Maekawa, Yalu Zhou, Yuki Aoi, Margaret E. Fain, Dorian S. Kaminski, Hyewon Kong, Zachary L. Sebo, Ram P. Chakrabarty, Benjamin C. Howard, Grant Andersen, Biliana Marcheva, Peng Gao, Pinelopi Kapitsinou, Joseph Bass, Ali Shilatifard, Navdeep S. Chandel, Susan E. Quaggin

**Keywords:** Metabolism, Nephrology, Diabetes, Epigenetics, NF-kappaB

## Abstract

Clinically, blockade of renal glucose resorption by sodium–glucose cotransporter 2 (SGLT2) inhibitors slows progression of kidney disease, yet the underlying mechanisms are not fully understood. We hypothesized that altered renal metabolites underlie observed kidney protection when SGLT2 function is lost. *S*-adenosylmethionine (SAM) levels were increased in kidneys from mice lacking SGLT2 function on a diabetogenic high-fat diet (SP^HFD^) compared with WT mice fed HFD. Elevated SAM in SP^HFD^ was associated with improved kidney function and decreased expression of NF-κB pathway–related genes. Injured proximal tubular cells that emerged under HFD conditions in WT mice and humans consistently showed reduction in expression of the SAM synthetase *Mat2a/MAT2A*, while MAT2A inhibition, which reduces SAM production, abrogated kidney protection in SP^HFD^ mice. Histone H3 lysine 27 (H3K27) repressive trimethylation of NF-κB–related genes was increased in SP^HFD^, consistent with SAM’s role as a methyl donor. Our data support a model whereby SGLT2 loss enhances SAM levels within the kidney, leading to epigenetic repression of inflammatory genes and kidney protection under metabolic stress.

## Abstract 2

SGLT2 inhibition protects kidneys from metabolic injury through increased tissue levels of the methyl donor S-adenosyl methionine (SAM), resulting in enhanced H3K27 trimethylation and repression of inflammatory genes.

## Introduction

Diabetic kidney disease (DKD) is a leading cause of chronic kidney disease (CKD) and end stage kidney failure worldwide. DKD develops in approximately 40% of patients with diabetes (1). In 2022, an estimated 828 million adults had diabetes, and the number continues to rise (2). A relatively new class of therapeutic agents, sodium–glucose cotransporter 2 (SGLT2) inhibitors, which were originally developed to improve glucose control by promoting glucosuria, have demonstrated powerful kidney and cardiovascular benefits and reduced mortality in patients with diabetes (3–5). More recently, multiple clinical trials showed renoprotective effects in CKD patients with and without diabetes, suggesting SGLT2 inhibitors have effects beyond glucose control (6, 7). A peculiar aspect of SGLT2 is the restricted expression only in the proximal convoluted tubule in the kidney (8, 9). It is not well understood how targeting this transporter in a small subset of cells improves overall kidney function. In kidneys from diabetic and nondiabetic patients and rodents with CKD, several metabolic alterations, including increased glycolysis, TCA cycle, and fatty acid metabolism as well as mitochondrial dysfunction, have been reported (10–13). SGLT2 inhibition normalized these metabolic alterations in rodent models, associated with renal protection (14, 15). Furthermore, SGLT2 inhibitors stimulated ketogenesis and lipolysis as a physiological adaptive response against the continuous glucose loss (16–18). Ketone body production has been reported to protect kidneys in diabetes via inhibition of mTORC1 activation (18). Despite these important studies, the contributions of intrinsic metabolic effects of SGLT2 inhibition to the renoprotective effect have not been fully elucidated (9, 19). Given that SGLT2 inhibitors function by blocking proximal tubular cell (PTC) uptake of glucose, it is reasonable to posit there will be important metabolic changes within kidney cells themselves. Since metabolites have been shown to control cellular function and fate in different contexts (20, 21), here we tested the hypothesis that metabolites and metabolic pathways are altered in PTCs that have lost SGLT2 function and that these pathways are kidney protective. Furthermore, we propose that these pathways will provide new candidate therapeutic targets for patients who are unable to tolerate SGLT2 inhibitors and identify previously unknown targets that might be more powerful or work in concert with SGLT2 inhibitors to enhance overall treatment benefit.

Here, we used metabolomic, transcriptomic, and epigenetic approaches to test our hypothesis and to explore early changes in kidney cells that promote kidney protection. These studies revealed a biologic role for methionine metabolism and the *S*-adenosylmethionine (SAM) metabolite as being necessary for epigenetic repression of inflammatory gene pathways that provide kidney protection in the setting of a high-fat diet (HFD).

## Results

### Kidneys of mice lacking SGLT2 function are protected from injury in HFD conditions.

We used a mouse model known as Sweet Pee (SP) that carries a missense mutation in the *Slc5a2* gene encoding the SGLT2 cotransporter. Homozygous mice carrying 2 mutant alleles did not make functional SGLT2 protein and exhibit glucosuria (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI188933DS1) (22). To induce metabolic syndrome, 10-week-old SP or WT mice were fed a HFD (60% calories from fat) for 8 or 18 weeks (Figure 1A). Mice of both genotypes showed similar weight gain at both time points, while compensatory hyperphagia was observed in SP mice (Figure 1, B and C, and Supplemental Figure 1B). HFD led to elevation of postprandial blood glucose level, glucose intolerance, and insulin resistance (Figure 1, D–F, and Supplemental Figure 1C). Increases in postprandial blood glucose and glucose intolerance were present but blunted in SP^HFD^ mice that displayed glucosuria (Figure 1, D and E, and Supplemental Figure 1C). As early as 8 weeks of HFD, TUNEL staining was increased, and periodic acid–Schiff (PAS) staining demonstrated more tubular vacuolization in kidneys from WT^HFD^ versus SP^HFD^ mice. By 18 weeks, Sirius Red and fibronectin staining showed a mild increase in tubulointerstitial fibrosis, and early changes in mesangial expansion in WT^HFD^ mice were observed (Figure 1, G and H, and Supplemental Figure 1D) compared with SP^HFD^ mice. Kidney function tests demonstrated more injury in WT mice fed HFD compared with SP^HFD^ mice, as estimated by serum creatinine and urine albumin/creatinine ratio (uACR) (Figure 1, I and J). After 18 weeks of HFD, KIM-1, a marker of renal PTC injury, and markers of fibrosis (fibronectin, αSMA, and SM22 α) and apoptosis (cleaved caspase-3) were upregulated in WT mice and abrogated in SP mice (Figure 1, K and L, and Supplemental Figure 1E). Additional evidence of activation of fibrotic gene pathways was confirmed by increased expression of fibrotic genes (*Tagln*, *Acta2*, *Fn1*, *Vim*, *Col1a1*, and *Col3a1*) in the renal cortex of WT^HFD^ compared with SP^HFD^ (Supplemental Figure 1F). Interestingly, although HFD led to increased kidney weight in both WT and SP mice, it was greater in SP > WT mice (Supplemental Figure 1G), consistent with the observed decline in kidney function in WT mice. This size difference between genotypes was not observed in the heart (Supplemental Figure 1H). Taken together, genetic loss of function (LOF) of SGLT2 and reduction in glucose transport in renal PTCs ameliorated renal injury in a model of early diabetes secondary to HFD.

### Emergence of a population of PTCs with injury phenotype in the setting of HFD.

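The scRNA-Seq data consist of 4 libraries, 1 library per condition: WT-ND, WT-HFD, SP-ND and SP-HFD. The libraries came from whole kidneys of male mice, 18 weeks of age at harvest, that had been fed ND or HFD (60% of calories from fat) for 8 weeks. SP mice carry a missense mutation in Slc5a2, the gene encoding SGLT2. The authors processed droplet-based libraries with Cell Ranger and deposited the number of UMIs per gene and barcode, without normalization, and no ambient correction or doublet removal is stated for the deposited counts. The headers of the deposited counts name another Cell Ranger version than the methods do, and the genome build is not stated for these libraries. Each library lists 32285 genes by Ensembl identifier and symbol, and no barcode holds fewer than 500 UMIs. The WT-ND library holds 93142028 UMIs over 16385 barcodes, and the WT-HFD library 115117649 UMIs over 15000 barcodes. In SP-ND, 111617794 UMIs are spread over 14046 barcodes, and in SP-HFD 90728590 UMIs over 13229 barcodes. Each library thus holds more barcodes than the number of cells that the methods state were loaded per group. The files may hold barcodes beyond the called cells, which would bear on cell counts and shares. Barcodes with 200 to 5000 detected genes and under 50% mitochondrial UMIs were kept, as in the paper's methods, and genes seen in at least 3 cells were used (21392 genes). Because scDblFinder was not available, doublets were scored against simulated doublets in each library, and the top-scoring 0.8% per 1000 cells were removed. No cells were removed by combinations of marker genes. The libraries were then log-normalized, integrated by anchor-based CCA and clustered on 50 principal components at a resolution of 0.5 in Seurat, with the 51 genes named in the paper for these data left out of the clustering features. Expression was summarized as CPM, the UMIs of a gene pooled over all cells of a group and scaled to the group's total UMIs, and groups were compared by the log2 ratio of CPM. With 1 library per condition there is no replicate error, and no test was made. Intervals are 95% intervals (exact Poisson for CPM, exact conditional binomial for ratios and Clopper-Pearson for shares) that cover counting error only, not the differences between mice or between preparations.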

To determine early transcriptional changes in kidney cells triggered by HFD, single-cell RNA-Seq (scRNA-Seq) was performed as described (23). We analyzed 30,958 single cells isolated from whole kidneys of WT or SP mice with/without HFD feeding. 

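After the limits on detected genes and mitochondrial UMIs, 10869 cells remained in WT-ND, 9700 in WT-HFD, 6754 in SP-ND and 7466 in SP-HFD. Barcodes with 50% or more mitochondrial UMIs were the largest loss, at 32.7% of barcodes in WT-ND, 33.2% in WT-HFD, 49.8% in SP-ND and 42.1% in SP-HFD. The doublet score then removed 945, 753, 365 and 446 cells in the same order. This left 9924 cells in WT-ND, 8947 in WT-HFD, 6389 in SP-ND and 7020 in SP-HFD, 32280 cells in all. The median number of UMIs per kept cell was 3422.5, 4527, 5346 and 4548, respectively. Of the alternative settings, a limit of 30% mitochondrial UMIs changed the number of cells most, to 21035.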

Unbiased clustering identified 30 cell clusters, including renal epithelial, immune, endothelial, and interstitial cells (Supplemental Figure 2A). 

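Clustering of the kept cells gave 33 clusters. The number ranged from 29 without integration to 39 at a resolution of 1.0. Clusters were named from marker lists of 15 cell classes written before the counts were read, by the class with the highest mean log2 ratio of its markers against all other cells. The thresholds for giving a name (among them a mean log2 ratio of at least 1, and at least 3 detected markers) were set after the clusters had been seen. A cluster of 1116 cells with a median of 1189.5 UMIs, led by markers of proximal tubule segment S3, stayed unnamed because, as a cluster of low depth, it had no marker of that segment among its top 10 genes, and it is not counted as proximal tubule. It held 5.09% of the cells of WT-ND, 2.65% of WT-HFD, 1.99% of SP-ND and 3.52% of SP-HFD.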

Based on canonical marker gene expression signatures, annotation was performed (Figure 2, A and B). 

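Clusters with 4573, 2026, 673 and 79 cells were named proximal tubule, or proximal tubule segments, from the marker lists. These proximal tubule-like (PT-like) clusters held 3316 cells in WT-ND, 1879 in WT-HFD, 1325 in SP-ND and 831 in SP-HFD. Their median UMIs per cell were 5256, 4655, 10985 and 7819 in the same order. Endothelial cells made up 8.81% (95% interval 8.26 to 9.38) of kept cells in WT-ND, 7.89% (7.34 to 8.47) in WT-HFD, 13.2% (12.4 to 14.0) in SP-ND and 15.0% (14.2 to 15.9) in SP-HFD. Macrophages or dendritic cells made up 3.68% (3.32 to 4.07), 4.08% (3.68 to 4.51), 4.70% (4.19 to 5.24) and 6.27% (5.71 to 6.86), respectively.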

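A PT-HFD candidate cluster was chosen by a rule that did not use the share of any library. Among clusters with at least 1% of the kept cells and proximal tubule markers above the level of all other cells, the cluster with the highest mean log2 ratio of 9 markers of PT-HFD in Figure 2B (Spp1, Tmsb4x, Wfdc2, Tmem213, Cryab, Defb1, Ckb, Mal and Epcam) was taken. The limit of 1% was set after the clusters had been seen. The mean log2 ratio of these 9 markers against all other cells was -0.16 in the candidate cluster of 1558 cells, and -5.40 in the largest PT-like cluster. By the rule for names this cluster would have been called mesangial cell or fibroblast (a mean log2 ratio of 1.75, with Dcn among its top 10 genes), and it was kept as the candidate instead. It held 148 of the 9924 kept cells in WT-ND (1.49%, 95% interval 1.26 to 1.75) and 1266 of 8947 in WT-HFD (14.15%, 13.4 to 14.9). In SP-ND it held 78 of 6389 cells (1.22%, 0.966 to 1.52), and in SP-HFD 66 of 7020 (0.940%, 0.728 to 1.19). The intervals of SP-ND and SP-HFD overlapped. They did not overlap among cells of at least 1000 UMIs, where SP-ND was higher, nor without integration, alone or with up to 6000 genes, where SP-HFD was higher. Among PT-like and candidate cells together, the candidate share was 4.27% in WT-ND, 40.3% in WT-HFD, 5.56% in SP-ND and 7.36% in SP-HFD. Clustering without integration moved the WT-HFD share most, to 32.3% of kept cells, with 0.202% in WT-ND, 0.0313% in SP-ND and 0.256% in SP-HFD. The paper draws its statement about diet and genotype from a comparison of these shares between the 4 groups (Figure 2, C and D).

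**Figure D1:**
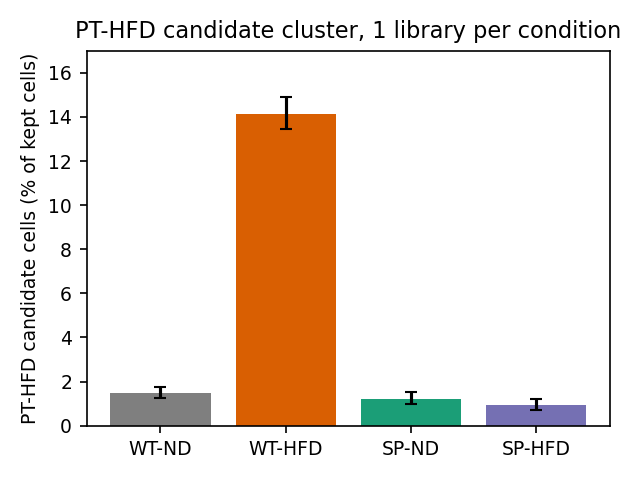
Share of kept cells in the PT-HFD candidate cluster (percent, bars) in the 4 libraries, 1 library per condition. Error bars are 95% Clopper-Pearson intervals for counting error only. WT-HFD stands at 14.15% and the other libraries between 0.940% and 1.49%.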

A new subcluster of PTCs (hereafter referred to as PT-HFD) was detected in the kidney following HFD (Figure 2, A and B), and these cells were predominantly observed in kidneys from WT^HFD^ mice compared with normal diet (ND) groups and SP^HFD^ mice (Figure 2, C and D). 

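Empty droplets are not among the deposited barcodes, so the ambient fraction that SoupX estimates could not be computed from these files. Free RNA was gauged instead from 14 proximal tubule markers in podocytes, endothelial cells and immune cells, which lie outside the tubule. These markers made up 0.908% of the UMIs of such cells in WT-ND (2137 cells), 0.728% in WT-HFD (2112 cells), 0.242% in SP-ND (1667 cells) and 0.242% in SP-HFD (2303 cells). Over all kept cells of the library they made up 3.80%, 2.95%, 1.51% and 1.59% of UMIs, respectively. The level outside the tubule was thus 23.9% of the library's mean level in WT-ND, 24.6% in WT-HFD, 16.0% in SP-ND and 15.2% in SP-HFD. This gauge also counts proximal tubule RNA that entered a droplet with a cell or its debris, and it is on another scale than the fraction in Supplemental Figure 3A. Kap alone was at 52107 CPM in the PT-like cells of WT-ND, where the 14 markers made up 7.69% of UMIs, and at 19907 CPM in SP-ND. The pooled shares may thus follow this gene. The podocytes include a cluster (257 cells in WT-HFD) with a mean log2 ratio of proximal tubule markers of -0.04, against -3.22 in the other podocyte cluster. In the PT-HFD candidate cells of WT-HFD, the same markers made up 3.64% of UMIs, against 7.07% in the PT-like cells of that library.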

We confirmed that the percentage of ambient RNA remains consistently low across all 4 samples by approximately 5% (Supplemental Figure 3A). Additionally, we assessed mitochondrial RNA levels, total RNA counts, and feature counts per cluster. The number of total RNA detected features and the proportion of mitochondrial RNA in PT-HFD were comparable with those observed in other cell clusters (Supplemental Figure 3B). 

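In WT-HFD, the candidate cells had a median of 6063 UMIs (interquartile range 3282 to 9787), the PT-like cells 4655 (2397 to 14267.5) and all other kept cells 4120 (2166 to 8557.75). Detected genes had a median of 1851.5 (1181 to 2586) in the candidate cells, 1455 (923 to 2913.5) in the PT-like cells and 1461.5 (841 to 2414) in all other cells. The median mitochondrial share was 29.6% (22.7 to 37.0) in the candidate cells, 27.1% (18.5 to 37.0) in the PT-like cells and 20.4% (7.05 to 33.1) in all other cells. The few candidate cells of the other libraries were shallower, with medians of 1081 UMIs in WT-ND, 1312.5 in SP-ND and 870.5 in SP-HFD. Without integration, the median of the WT-HFD candidate cells fell to 3816 UMIs and 1284.5 genes. These are descriptions over cells, which are not replicates.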

PT-HFD cells expressed canonical PTC genes, including *Lrp2*, *Slc5a2*, *Slc22a6*, and *Slc7a13*, but they also expressed *Slc12a1* and *Umod*, markers of the thick ascending limb (Figure 2B and Supplemental Figure 2B). 

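In WT-HFD, 8841161 UMIs of 1266 candidate cells were compared with 17557628 UMIs of 1879 PT-like cells. Lrp2 (ENSMUSG00000027070) was at 335 CPM in the candidate cells and 865 in the PT-like cells, a log2 ratio of -1.37 (95% interval -1.42 to -1.31). Slc5a2 (ENSMUSG00000030781) was at 104 and 249.8 CPM (-1.27, -1.37 to -1.16), Slc22a6 at 456 and 906 CPM (-0.99, -1.04 to -0.94) and Slc7a13 at 126 and 241 CPM (-0.94, -1.03 to -0.84). Slc12a1 (ENSMUSG00000027202) was at 407 CPM in the candidate cells and 45.2 in the PT-like cells, a log2 ratio of 3.17 (3.06 to 3.28). Umod (ENSMUSG00000030963) was at 1885 and 246 CPM, a log2 ratio of 2.94 (2.89 to 2.99). Clustering without integration and with up to 6000 genes per cell moved Umod most, to 4.76. The direction of these genes was the same under every alternative that gave a value.
After each cell was thinned to 1000 UMIs, Slc12a1 was detected in 28.8% of candidate cells, 9.65% of PT-like cells, 83.6% of thick ascending limb cells and 4.55% of T or NK cells, which should lack it. Unthinned, with medians of 6063, 4655, 4118 and 2823 UMIs per cell, these shares were 75.4%, 26.0%, 89.3% and 16.7%. Umod was detected after thinning in 75.9%, 31.9%, 93.5% and 22.1% of the same groups, and unthinned in 95.7%, 65.4%, 95.5% and 48.9%. For Lrp2, the thinned shares were 26.9% of candidate cells, 49.4% of PT-like cells, 9.81% of thick ascending limb cells and 6.49% of T or NK cells (76.4%, 82.7%, 26.5% and 14.9% unthinned). For Slc5a2 they were 9.30%, 16.4%, 2.54% and 3.25% (43.4%, 48.3%, 7.91% and 9.20% unthinned).
Markers of the 12 classes outside the proximal tubule were also higher in candidate than in PT-like cells, each class by its median, while those of the proximal tubule were lower.

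**Figure D2:**
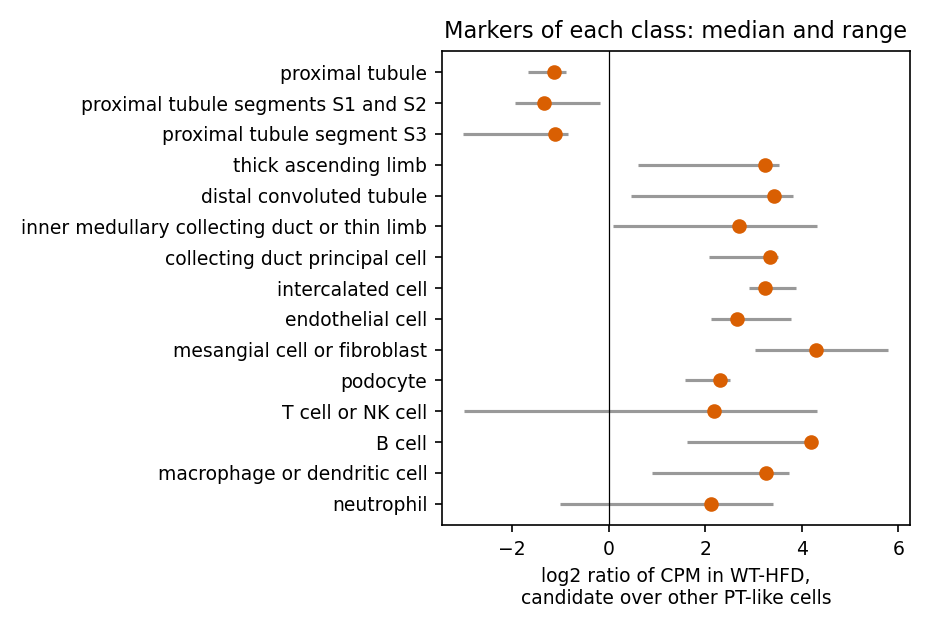
Log2 ratio of CPM between candidate and PT-like cells of WT-HFD for the markers of each cell class, with the median (point) and the range over the markers of the class (line). Medians run from -1.34 to -1.11 for the 3 proximal tubule lists and from 2.11 to 4.30 for the 12 other classes.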

We confirmed that *Slc12a1* and *Umod* are expressed in injured PTCs identified in another published human kidney RNA-Seq dataset (data not shown) (24). Of note, expression of *Slc5a1*, the gene encoding SGLT1, was unchanged among all groups, demonstrating no compensatory upregulation of this cotransporter in PTCs following loss of SGLT2 (Supplemental Figure 4, A and B).

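Over PT-like and candidate cells together, Slc5a1 (ENSMUSG00000011034) was at 28.1 CPM in WT-ND (95% interval 25.9 to 30.3), 17.6 in WT-HFD (16.0 to 19.3), 40.5 in SP-ND (37.4 to 43.8) and 19.1 in SP-HFD (16.3 to 22.2). On ND, the log2 ratio of SP to WT was 0.53 (0.37 to 0.69). On HFD, the same ratio was 0.12 (-0.14 to 0.37), within counting error. The log2 ratio of HFD to ND was -0.68 (-0.85 to -0.50) in WT and -1.09 (-1.34 to -0.84) in SP. These values rest on 638, 464, 625 and 171 UMIs, respectively. Over all kept cells, Slc5a1 was at 35.5 CPM in WT-ND, 24.4 in WT-HFD, 41.2 in SP-ND and 25.3 in SP-HFD. The lower level on HFD was thus not confined to PT-like and candidate cells, and a shift across the whole library is not excluded. Of the alternatives, a limit of 30% mitochondrial UMIs moved the SP diet ratio most, to -0.35, and each ratio kept its sign in every alternative.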

### RNA-Seq analysis identified metabolic and inflammatory gene signatures in PT-HFD.

Because of the known alteration of metabolic gene signatures in PTCs in the setting of diabetes, we explored changes in metabolism-related gene signatures in PT-HFD. Consistent with prior studies (12–14), we observed decreased gene expression related to fatty acid oxidation (e.g., *Ppara* and *Acadm*) (Supplemental Figure 5A) and gluconeogenesis-related genes (e.g., *G6pc* and *Hnf4a*), while genes encoding glycolytic enzymes (e.g., *Hk1* and *Pkm*) were upregulated in PT-HFD (Supplemental Figure 5B). 

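The same groups of WT-HFD cells were compared for the metabolic genes. Ppara was at 16.7 CPM in the candidate cells and 46.4 in the PT-like cells, a log2 ratio of -1.47 (95% interval -1.73 to -1.22). Acadm was at 248 and 424 CPM (-0.77, -0.84 to -0.70). Of the other genes of fatty acid metabolism, Acsm2, Idh1, Acss2 and Fads2 had log2 ratios of -1.29, -1.10, -1.06 and -0.97. Among gluconeogenic genes, G6pc was at 84.6 CPM in the candidate cells and 245.99 in the PT-like cells (-1.54, -1.65 to -1.43), and Hnf4a at 86.3 and 189 CPM (-1.13, -1.25 to -1.02). Fbp1 and Pck1 had ratios of -1.30 and -1.19. Hk1 was at 55.3 and 7.23 CPM, a log2 ratio of 2.93 (2.65 to 3.23), and Pkm at 264 and 25.8 CPM (3.36, 3.21 to 3.51). Aldoa and Pgam2 had ratios of 0.83 and 3.21. In the remaining kept cells of WT-HFD, outside both groups, Hk1 was at 91.7 CPM, Pkm at 365, Ppara at 8.11 and G6pc at 19.9.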

Pathway enrichment analysis of the top ranked differentially expressed genes for cells in the PT-HFD cluster was performed using the Hallmark gene set (Supplemental Table 1). 

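Supplemental Table 1 lists the paper's log2 ratios between PT-HFD and the other PTCs for 873 genes, of which 872 were found by symbol in the deposited counts. The paper reports 498 of these 872 genes as higher in PT-HFD and 374 as lower. Between candidate and PT-like cells of WT-HFD, the log2 ratio of CPM (with 1 added to each CPM) had the same sign as the paper's for all 872 genes. Across these genes, the Spearman correlation with the paper's log2 ratios was 0.87. The remaining cells of WT-HFD, outside both groups, gave nearly the same values against the PT-like cells, with the paper's sign for 496 of the 498 higher and 370 of the 374 lower genes and a correlation of 0.86. The genes were chosen by the paper from the same libraries, and these values therefore do not show that the candidate cells match PT-HFD. The Hallmark gene sets were not held with these data, and the pathway enrichment was not analysed here.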

The most upregulated pathway in the PT-HFD was related to genes in the TNF-α signaling via NF-κB pathway (Figure 3A). Moreover, several NF-κB target genes, including *Il1*β, were upregulated in total PTCs of WT^HFD^ but were not increased in PTCs of SP^HFD^ (Supplemental Figure 5C).

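For the 8 genes of Supplemental Figure 5C (Il1b, Eng, B2m, Scnn1a, Vim, S100a6, Cd74 and Ier3), the median log2 ratio between WT-HFD and WT-ND over PT-like and candidate cells was 3.30 (95% interval 3.14 to 3.42, from 1000 Poisson resamples of the counts). The paper displays these genes for this rise in the same libraries, so the median is no independent test of it. Between SP-HFD and WT-HFD the median was -1.74 (-1.93 to -1.62), with 1 gene above 0. Subtracting 10% of each group's UMIs as ambient RNA moved the first median most, to 7.60. With the candidate cells left out, the medians were 1.78 (1.55 to 1.98) and -0.65 (-0.75 to -0.49).
Il1b (ENSMUSG00000027398) was at 0.616 CPM (14 UMIs) in WT-ND, 9.32 (246 UMIs) in WT-HFD, 0.454 (7 UMIs) in SP-ND and 3.35 (30 UMIs) in SP-HFD. Its log2 ratio was 3.92 (3.14 to 4.81) between WT-HFD and WT-ND and 2.88 (1.67 to 4.31) between SP-HFD and SP-ND. Macrophages or dendritic cells of the same libraries held Il1b at 1284, 1219.67, 1254 and 1049 CPM, respectively, and neutrophils at 9411, 10058, 7683 and 11739 CPM. B2m was at 255 CPM in WT-HFD and 268 in SP-HFD, a log2 ratio of 0.07 (0.00 to 0.14) that changed sign in 6 of the 14 alternatives. For the 5 cytokine genes of Figure 3C (Tnf, Il1b, Ccl2, Il6 and Icam1), the median log2 ratio between SP-HFD and WT-HFD was -0.14 (-1.01 to 0.34) over 4 genes, all below 0. Tnf had 9 UMIs in WT-HFD and 0 in SP-HFD and entered with a floor of 3 counts, which draws this median toward 0. Il1b alone was at -1.48 (-2.08 to -0.93) with the candidate cells, and at -0.31 (-0.98 to 0.32) without them. Il6 had 1 UMI and 0 UMIs and was left out.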

### Validation of genes related to inflammation.

Given the prominent role that inflammation is known to play in progression of kidney disease in the setting of diabetes as well as in other kidney diseases that respond favorably to SGLT2 inhibitors (18, 25, 26), we performed additional studies to validate transcriptomic changes related to the NF-κB pathway.

In keeping with increased NF-kB activity, Western blot analysis showed the expression of phospho-/total NF-kB p65 was increased in renal cortex harvested from WT^HFD^ mice compared with SP^HFD^ mice (Figure 3B). Similarly, reverse transcription quantitative PCR (RT-qPCR) of renal cortex tissue showed increased expression of inflammatory cytokines (*Tnf*, *Il1*β, *Ccl2*, *Il6*, and *Icam1*) in WT^HFD^ versus SP^HFD^ mice (Figure 3C), consistent with the increased proportion of PT-HFD identified in RNA-Seq datasets from WT^HFD^ mice (Figure 2D). Immunohistochemistry confirmed that nuclear translocation of NF-kB p65 was increased in PTCs in kidneys from WT^HFD^ compared with SP^HFD^ mice (Figure 3D). To determine whether the gene signature pathways identified in PT-HFD are relevant for humans and similar to those previously identified in other rodent models of diabetes (i.e., db/db), we interrogated and reanalyzed publicly available RNA-Seq datasets (26, 27). In particular, we were interested to see if a similar PT-HFD subcluster exists in human kidneys at early stages of diabetes. In humans with diabetes, we identified a subset of PTCs, termed PTC-D1, whose gene expression signature also resembled PT-HFD (Supplemental Figure 6, A–D). We also examined DKD samples in the KPMP dataset and found 2 distinct types of abnormal PTCs: adaptive and degenerative. Both cell types showed enrichment of NF-kB signaling pathways, which is consistent with our findings in mice (Supplemental Figure 7, A and B). Similarly, in a db/db model of diabetes in mice, we identified a cluster of injured PTCs, whose gene expression resembled that of PT-HFD (Supplemental Figure 8, A–D).

The Activator Protein-1 (AP-1) family of transcription factors, including FOS, JUN, and JUNB, cooperate with the NF-κB complex to promote inflammatory signals (28–31). To investigate whether expression levels of AP-1 family members also change in PTCs from HFD-fed mice and patients with early diabetes, we reanalyzed the scRNA-Seq/single-nucleus RNA-Seq kidney datasets. 

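In WT-HFD, Fos was at 233 CPM in the candidate cells and 46.2 in the PT-like cells, a log2 ratio of 2.33 (95% interval 2.21 to 2.45). Jun was at 270.2 and 91.5 CPM (1.56, 1.47 to 1.65), and Junb at 172 and 35.8 CPM (2.27, 2.13 to 2.40). Counted as a mean over cells of counts per 10000 UMIs, the median over the 3 genes fell from 2.27 to 1.06. The remaining cells of WT-HFD, outside both groups, held Fos at 576 CPM, Jun at 734 and Junb at 376. Over PT-like and candidate cells, the 3 genes had a median log2 ratio of -0.32 (-0.43 to -0.21) between SP-HFD and WT-HFD. Each of them changed sign beyond counting error when the candidate cells were left out, to 0.87 (0.73 to 1.02) for Fos, 0.56 (0.45 to 0.67) for Jun and 0.39 (0.20 to 0.57) for Junb. The human datasets were not analysed here.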

The expression levels of *Fos*, *Jun*, and *Junb* were increased in injured PTCs of HFD-fed mice and diabetic patients, i.e., PT-HFD and PTC-D1, respectively (Supplemental Figure 9, A and B). RNAscope analysis confirmed *Fos* upregulation in PTCs of WT^HFD^ (Supplemental Figure 9C). Moreover, the upregulation of *Fos* and *Jun* in the renal cortex did not occur in SP^HFD^ mice (Supplemental Figure 9D). Overall, genetic LOF of SGLT2 in mice was associated with suppression of NF-κB activation in PTCs compared with PTCs from WT mice under HFD/metabolic syndrome conditions.

### Methionine metabolism is altered in kidneys of mice under HFD conditions.

As our RNA-Seq analysis suggested changes in metabolic gene signatures when SGLT2 function is lost, metabolomic analysis was performed on tissue harvested from the renal cortex and serum of SGLT2 WT and SP mice under both diet conditions at 8 weeks. In the renal cortex, 57% of cellular diversity and 77% of protein mass are derived from PTCs (32), suggesting that the majority of metabolites in the renal cortex are derived from PTCs, the cell type that expresses the SGLT2 cotransporter. At the 8-week early time point before diabetes has been present for a prolonged period, as expected, most differences were driven by dietary differences rather than genotype differences. However, there were significant differences in the renal cortex and serum between genotypes (SP and WT) under HFD (Supplemental Figures 10 and 11 and Supplemental Tables 2 and 3). While pathway enrichment analysis identified several metabolic pathways that were upregulated in the renal cortex from SP^HFD^ mice compared with WT^HFD^ mice (Figure 4A), methionine metabolism (21, 33) is central to all of them (Figure 4B). Indeed, multiple metabolites within and/or impacted by the methionine pathway, including SAM, methylthioadenosine (MTA), cysteine, and hypotaurine, were increased in the renal cortex of SP^HFD^ mice (Figure 4C). Furthermore, expression of *Mat2a*, which is a SAM synthetase and catalyzes the formation of SAM from methionine, was significantly downregulated in PT-HFD, injured PTCs, and PTC-D1, the population of injured PTCs. 

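Mat2a (ENSMUSG00000053907) was at 134 CPM in the candidate cells of WT-HFD (1185 UMIs) and 209 in the PT-like cells (3675 UMIs), a log2 ratio of -0.64 (95% interval -0.74 to -0.55). Across the alternatives the ratio lay between -0.76 and -0.47. In the remaining cells of WT-HFD, Mat2a was at 165 CPM. The human datasets and the other injury model were not used here.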

A similar downward trend was observed in adaptive and degenerative PTC clusters in the KPMP dataset (Figure 4D, Supplemental Figure 6D, Supplemental Figure 7C, and Supplemental Figure 8C). The downregulation of *Mat2a* in injured PTCs compared with other PTC subclusters supports a model whereby dysregulation of methionine metabolism and subsequent reduction in SAM production in PTCs in the setting of HFD/metabolic syndrome are associated with the emergence of injured cells. Together, comprehensive metabolomic analysis detected methionine metabolic modulation as a target of SGLT2 inhibition within PTCs.

### Inhibition of the SAM synthetase MAT2A in SP^HFD^ mice abrogated kidney protection.

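Over PT-like and candidate cells, Mat2a was at 164 CPM in WT-ND (95% interval 158 to 169), 184 in WT-HFD (179 to 189), 179 in SP-ND (172 to 186) and 193 in SP-HFD (184 to 203). Between SP-HFD and WT-HFD, the log2 ratio was 0.07 (-0.01 to 0.15), within counting error. With the candidate cells left out, Mat2a was at 209.3 CPM in WT-HFD and 195 in SP-HFD, and the ratio changed sign to -0.10 (-0.19 to -0.02). In the other alternatives it stayed above 0, at most 0.22. The metabolite data were not analysed here. From a higher level of SAM and of Mat2a in SP-HFD than in WT-HFD, the paper reasons that SGLT2 inhibition acts through methionine metabolism, a hypothesis it then tests with a MAT2A inhibitor.

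**Figure D3:**
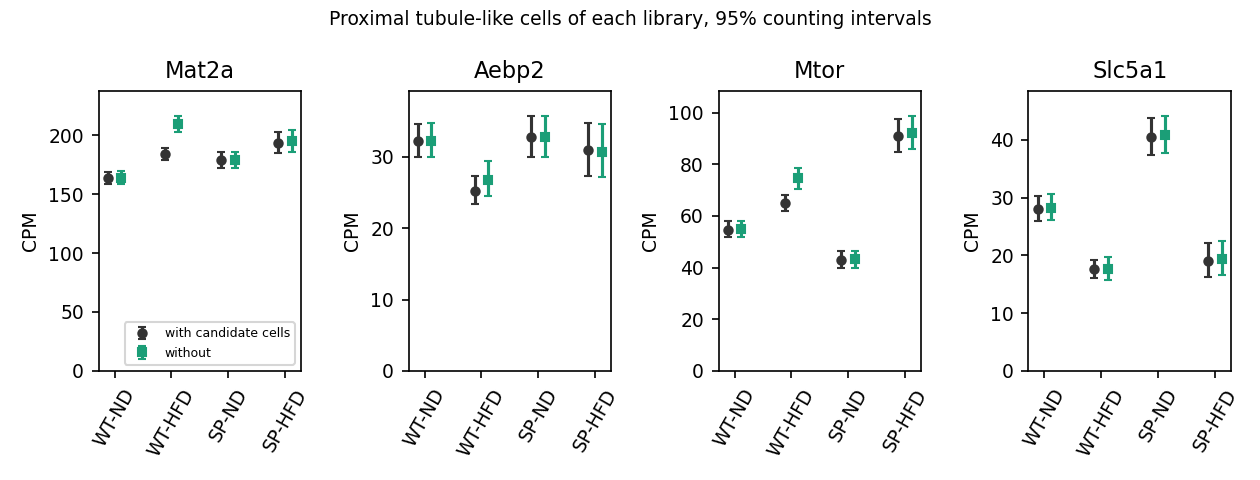
CPM of Mat2a, Aebp2, Mtor and Slc5a1 in PT-like cells of each library, with the PT-HFD candidate cells (circles) and without them (squares). Error bars are 95% Poisson intervals for counting error only. Leaving out the candidate cells raises Mat2a in WT-HFD from 184 to 209.3 CPM and moves SP-HFD from 193 to 195.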

Since SAM and *Mat2a* were both increased in the renal cortex and PTCs, respectively, of SP^HFD^ mice compared with WT^HFD^ mice (Figure 4, C and D), we hypothesized that SGLT2 inhibition protects the kidney by revving up methionine metabolism and SAM levels within PTCs. To test this hypothesis and determine whether MAT2A is required to protect PTCs in the setting of HFD, WT^HFD^ and SP^HFD^ mice were treated with MAT2A inhibitor (MAT2Ai) to block production of SAM. As expected, SAM levels were lower (trend) in kidneys from SP mice treated with a MAT2Ai compared with vehicle (Supplemental Figure 12). Two dosages of MAT2Ai (10 [low dosage, LD] or 50 [high dosage, HD] mg/kg BW) were tested. After 8 weeks of preconditioning with HFD, WT or SP mice were assigned to i.p. injection of placebo, LD, or HD MAT2Ai 3 times a week for 8 weeks (Figure 5A). The HD led to severe weight loss in both genotypes consistent with general toxicity of the inhibitor (Figure 5B). Conversely, BW reduction, glucose tolerance changes, and insulin secretion capacity following LD MAT2Ai was mild and similar in both groups (Figure 5, C–E), so the lower dose was chosen to perform the experiments and obtain data. Administration of LD MAT2Ai abolished differences between WT^HFD^ mice and SP^HFD^ groups with respect to kidney function and histology (Figure 5, F and G), supporting a model whereby decreased levels of *Mat2a* in PTCs of WT^HFD^ mice are important in progression of injury and play a causal role in tubular injury in metabolic syndrome, while preservation of *Mat2a* levels in PTCs of SP^HFD^ mice is protective.

### Methionine modulation controlled tubular phenotypic changes in DKD.

To further understand the role of SAM and methionine metabolism in the phenotypes observed in SP^HFD^ and WT mice fed HFD with or without MAT2Ai, we performed RNA-Seq analysis (Figure 6, A and B). MAT2Ai treatment led to a similar “injured” phenotype in SP^HFD^ mice as that observed in WT^HFD^ mice with increased NF-kB p65 nuclear translocation (Figure 6C) and increased expression of proinflammatory cytokines (Figure 6D). These results demonstrated that MAT2Ai treatment abolished the renoprotective effects of the LOF of SGLT2 and support a mechanism by which SGLT2 inhibition suppressed inflammatory response in a MAT2A-dependent manner.

While inhibition of MAT2A is predicted to reduce SAM levels, we also wanted to test whether SAM supplementation is sufficient to rescue PTCs when exposed to high glucose (HG) and whether it can overcome the negative effect of the MAT2Ai. HG-treated, immortalized, renal PTCs (HK-2 cells) were treated with SAM for 48 h (Figure 7A). SAM supplementation prevented the upregulation of NF-κB–related genes and phosphorylation of NF-kB p65 induced by HG treatment (Figure 7, B and C). By contrast, MAT2Ai further exacerbated the injury phenotype in PTCs induced by HG treatment (Figure 7D). Strikingly, SAM treatment was able to prevent upregulation of inflammatory and injury markers in PTCs in vitro in the presence of both HG and MAT2Ai, supporting SAM as a key downstream product of MAT2A activity responsible for kidney protection (Figure 7D). To validate these findings in a more physiologically relevant context, we examined primary human renal proximal tubular epithelial cells (RPTECs) treated with HG and palmitic acid for 24 h to simulate HFD (Figure 7E). Similar to our observations in HK-2 cells, SAM treatment suppressed the induction of NF-κB downstream genes in RPTECs (Figure 7F). These data support a model whereby maintenance of the methionine pathway and, specifically, increased levels of the methionine metabolite SAM in PTCs play a role in renal protection seen with inhibition of SGLT2 function.

### Mice treated with an SGLT2 inhibitor phenocopied SGLT2 genetic LOF.

To determine whether the phenotype observed in SGLT2 LOF mice was similar to pharmacological inhibition of SGLT2, HFD-fed mice were treated with the SGLT2 inhibitor Canagliflozin (Cana). WT mice were prefed HFD for 4 weeks and subsequently administered placebo (0.5% hydroxypropyl methylcellulose [HPMC]) with or without Cana (20 mg/kg/day) via daily oral gavage for 8 weeks (Supplemental Figure 13A). Cana treatment successfully induced glucosuria (Supplemental Figure 13B). Although a transient reduction in BW was observed during the first 2 weeks of treatment, BW normalized over time due to compensatory hyperphagia (Supplemental Figure 13, C and D). Cana improved metabolic parameters by reducing postprandial hyperglycemia, glucose intolerance, and excessive insulin secretion induced by HFD (Supplemental Figure 13, E–G). Similar to the phenotype observed in SGLT2 LOF mice, Cana treatment increased kidney weight without affecting heart weight (Supplemental Figure 13, H and I). Moreover, Cana reduced TUNEL-positive cells, fibrosis, and proteinuria, although serum creatinine levels remained unchanged (Supplemental Figure 13, J–L).

scRNA-Seq analysis revealed that Cana suppressed the emergence of the PT-HFD subpopulation (Supplemental Figure 14A). Notably, gene expression patterns in PTCs from Cana-treated HFD mice closely resembled those from SP^HFD^ mice, with shared downregulation of NF-κB–related genes (Supplemental Figure 14, B and C). Consistent with this, reduced expression of *Fos* and *Il1b* was observed in PTCs from Cana-treated mice (Supplemental Figure 14D), along with diminished nuclear translocation of NF-κB p65 (Supplemental Figure 14E). Collectively, these findings demonstrate that pharmacological inhibition of SGLT2 recapitulates the anti-inflammatory effects of genetic SGLT2 loss through repression of the NF-κB pathway.

### Enhanced repressive trimethylation of H3K27 in inflammatory pathway genes following HFD in mice with SGLT2 LOF.

SAM regulates chromatin dynamics, serving as the cosubstrate for methyl donor transfers to histones (21). This led us to hypothesize that the elevated levels of SAM in kidneys from mice with LOF of the SGLT2 cotransporter result in histone methylation changes that underlie the molecular signatures associated with kidney protection in metabolic syndrome. To test this hypothesis, we performed cleavage under targets and release using a nuclease enzyme (CUT&RUN) (34) in renal cortex from WT^HFD^ and SP^HFD^ mice and profiled genome-wide trimethylation in H3K27 and H3K4, markers of inactive and active regions of the genome, respectively. Intriguingly, H3K27me3 was enriched at the transcription start sites (TSSs) in promoters of NF-κB cooperative factors (*Fos*, *Jun*, *Junb*, and *Ecsit*), NF-κB components (*Nfkb1*, *Nfkb2*, *Rela*, and *Relb*), and downstream targets such as *Icam1* in SP^HFD^ (Figure 8A and Supplemental Figure 15), providing a mechanism for repression of proinflammatory genes. If our model is correct, we also predicted that genes increased in SP^HFD^ mice treated with MAT2Ai to reduce SAM production should represent the subset of genes that are regulated by changes in methionine metabolism and SAM within the kidney. We refer to this subset of genes as methionine pathway–regulated (M-regulated) genes (Figure 6A). To test this hypothesis, we next compared H3K27me3 levels at TSSs of genes in this dataset (M-regulated genes) in SP^HFD^ mice.

In support of the model, CUT&RUN data showed a deposition of the suppressive mark H3K27me3 at the TSSs of many of these M-regulated genes in renal cortex isolated from SP^HFD^ mice but not in WT^HFD^ mice (Figure 8, B and C, and Supplemental Figure 16A). Importantly, H3K27me3 was mostly unchanged at the regions with broad peaks, where this mark is also present in WT mice (Supplemental Figure 16, B and C). This result suggests that H3K27me3 in SP^HFD^ was modulated in a gene-specific manner. However, the active histone mark H3K4me3 remained stable across all groups (Figure 8B and Supplemental Figure 16A), suggesting that the SP genotype did not impact changes at this activation mark. By contrast, deposition of H3K27me3 at TSSs of M-regulated genes in SP^HFD^ mice was not found in SP^HFD^ mice treated with MAT2Ai (Figure 8D and Supplemental Figure 16C). To elucidate the mechanisms underlying the given selectivity of H3K27me3 deposition, we examined the expression of components of Polycomb repressive complex2 (PRC2), a histone methyltransferase responsible for mono-, di-, and trimethylated H3K27 (35). Among them, we have identified increased levels of Aebp2, a cofactor of PRC2, at transcript and protein levels in the PTCs or renal cortex (SP^HFD^ > WT^HFD^) (Supplemental Figure 17, A and B).

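In the scRNA-Seq data, Aebp2 (ENSMUSG00000030232) was at 32.3 CPM in the PT-like and candidate cells of WT-ND (95% interval 30.0 to 34.7), 25.3 in WT-HFD (23.4 to 27.3), 32.7 in SP-ND (30.0 to 35.7) and 30.9 in SP-HFD (27.4 to 34.8). The log2 ratio between SP-HFD and WT-HFD was 0.29 (0.08 to 0.49), from 277 and 667 UMIs. With the candidate cells left out it was 0.20 (-0.02 to 0.42), within counting error, and its lowest value over the alternatives was 0.08, at a limit of 30% mitochondrial UMIs. Between SP-ND and WT-ND the ratio was 0.02 (-0.14 to 0.19). Of the other PRC2 genes, Suz12 and Jarid2 had ratios between SP-HFD and WT-HFD of 0.58 (0.39 to 0.77) and 0.68 (0.49 to 0.86), while those of Ezh1 (-0.12), Ezh2 (0.05) and Eed (0.11) were within counting error. The protein measurements were not analysed here.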

Altogether, these results support a model whereby reduced inflammation observed in SP^HFD^ mice was regulated through epigenetic modulation of H3K27me3 that was associated with elevated levels of the SAM metabolite due to higher levels of *Mat2a*. Thus, we posit that the region-specific enhancement of repressive histone methylation observed in mice with SGLT2 LOF regulated pathogenic gene expression in the setting of metabolic stress (Figure 9).

## Discussion

In recent years, several excellent studies have been published providing mechanisms of kidney protection beyond glucosuria and glucose control afforded by the SGLT2 inhibitors (14, 15, 18). Given the pleiotropic effects of SGLT2 inhibitors, it remains difficult to fully exclude the possibility that their kidney protective effects are mediated, at least in part, through improved insulin resistance as a consequence of better glucose control. However, to date, no studies have focused on metabolites that are altered following SGLT2 inhibition or genetic LOF and whether they are functionally important. Our study sought to bridge this gap and focused on the role of metabolites and whether they provide benefit at the earliest stages of metabolic disease. Metabolites have emerged as key drivers of cellular function and cellular processes (20). Here, we speculated that blocking glucose uptake in proximal tubular epithelial cells results in altered renal metabolites, which trigger cellular events that protect the kidney. Using metabolomics, we identified increased levels of SAM in kidneys of mice that lack a functional PTC-associated SGLT2 cotransporter. Given the principal role of SAM as a methyl donor, we further hypothesized that elevation of this metabolite would drive epigenetic changes that underpin transcriptional changes associated with kidney injury in early stages of a diabetogenic setting (e.g., HFD).

To address these hypotheses, we used the SP mouse model (22). Benefits of this model include: (a) the ability to study on-target effects of SGLT2 inhibition in isolation and (b) the ability to block 100% activity without concern for pharmacokinetic availability of a pharmacologic treatment. The scRNA-Seq data from kidney confirmed that *Slc5a2* is only expressed in S1 and S2 segments of the proximal tubule in the mouse kidney. 

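Slc5a2 was highest in the cluster named for segments S1 and S2, at 627 CPM in WT-ND (199 cells), 460.06 in WT-HFD (219 cells), 168 in SP-ND (156 cells) and 194 in SP-HFD (99 cells). In the clusters named proximal tubule without a segment it was at 293, 231, 41.6 and 90.3 CPM. The cluster named for segment S3 had 0 UMIs of Slc5a2 in its 1, 10 and 17 cells from WT-ND, WT-HFD and SP-ND, and 2 UMIs (10.5 CPM, 95% interval 1.28 to 38.1) in its 51 cells from SP-HFD, too few cells to measure a low level. Among named classes outside the proximal tubule, the highest values were 57.5 CPM in T or NK cells of WT-ND and 55.9 in B cells of WT-HFD, where free RNA can contribute UMIs. In thick ascending limb cells Slc5a2 was at 16.3, 16.0, 2.40 and 2.38 CPM. The unnamed clusters, which include the low-UMI cluster led by segment S3 markers, held 247 CPM in WT-ND, 134 in WT-HFD, 99.8 in SP-ND and 67.2 in SP-HFD. In the candidate cells of WT-ND, SP-ND and SP-HFD it was at 124, 11.5 and 8.48 CPM, from 30, 2 and 1 UMIs.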

We also confirmed that kidneys of the genetic LOF SP model were protected from HFD similar to studies performed with pharmacologic SGLT2 inhibitors (18) and that gene pathways altered in PTCs and kidneys of WT mice fed HFD were similar to those observed in patients and mice with both DKD and CKD (10, 12, 14, 36, 37). Comparison of our data with published human datasets in kidneys isolated under diabetic conditions (27) showed early in the course of disease, a subcluster of PTCs emerged in WT^HFD^ mice that assumed an injury phenotype, similar to those observed in humans and that are characterized by genes associated with increased NF-κB activation.

Most prominent and consistent in our dataset and across published datasets from patients, expression of the gene encoding the SAM synthetase, *Mat2a*, was decreased in injured PTCs that emerge during the course of kidney disease triggered by metabolic stress (e.g., HFD) compared with other PTCs. MAT2A, is a key enzyme in the methionine metabolic pathway that is required for the generation of SAM, a metabolite that functions as a methyl donor (21). Because decreased expression of *Mat2a* or blockade of MAT2A with an inhibitor is predicted to lead to decreased levels of the SAM metabolite in injured PTCs, and elevated SAM levels are associated with renal protection in mice and proximal tubule cells in vitro, we focused on determining the mechanism(s) whereby SAM provides benefits. As SAM functions as a methyl donor, we speculated that the increased levels of SAM in SP^HFD^ mice compared with WT^HFD^ mice might result in epigenetic changes leading to “protective” gene signatures. To determine if this might be the case in the kidney, we performed CUT&RUN from kidney tissue samples of WT and SP mice under ND and HFD conditions. While H3K27 methylation was increased in both HFD-fed groups, it was more greatly increased in SP mice. To determine if there was any specificity or direct link to transcriptional changes we observed, we profiled genome-wide trimethylation in H3K27 and H3K4, markers of inactive and active regions of the genome, respectively. We found an association between enhanced H3K27 trimethylation at TSS of genes related to the NF-κB pathway, providing a mechanism whereby SGLT2 inhibitors lead to decreased expression of these proinflammatory, pro-injurious pathways. Furthermore, the lack of change in H3K27 broad peaks that were present across all groups supports a specific/functional/causal role for methylation in regulating disease-associated pathways. Finally, treatment with MAT2Ai showed that protection of kidneys was lost in SP^HFD^ mice, and repeated CUT&RUN on tissue samples harvested from these mice showed loss of H3K27 trimethylation, especially at TSSs of genes that include NF-κB pathway target genes. We posit this effect is likely driven by a reduction in SAM levels, which we confirmed were reduced in kidney tissue harvested from mice treated with a MAT2Ai. However, it remains possible that additional effects of MAT2Ai impact differences between groups, which were not fully explored here. Our metabolomic analysis also revealed enhanced taurine and cysteine metabolism in the SP^HFD^ group. Given their well-established antioxidant properties, both taurine, cysteine, and their respective metabolites may contribute to renal protection under metabolic stress (38, 39).

There are limitations of our study. The mechanism by which SGLT2 inhibition alters methionine metabolism remains unclear. Given that SAM and glucose metabolism are interconnected through the 1-carbon metabolic network (40), investigating this link is of particular interest. In vivo glucose tracing experiments will be helpful to determine how glucose availability or flux influences methionine cycle activity in SP mice. Additionally, previous studies have implicated both mTORC1 signaling and the long noncoding RNA *Malat1* in the regulation of *MAT2A* expression (41, 42). 

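Over PT-like and candidate cells, Mtor (ENSMUSG00000028991) was at 54.7 CPM in WT-ND (95% interval 51.7 to 57.9), 64.9 in WT-HFD (61.9 to 68.0), 43.1 in SP-ND (39.8 to 46.5) and 91.0 in SP-HFD (84.9 to 97.51). The log2 ratio of SP to WT was 0.49 (0.37 to 0.61) on HFD and -0.35 (-0.48 to -0.21) on ND. Malat1 (ENSMUSG00000092341) was at 26616 CPM in WT-ND, 22549 in WT-HFD, 24419 in SP-ND and 26301 in SP-HFD. Its log2 ratio of SP to WT was 0.22 (0.22 to 0.23) on HFD and -0.12 (-0.13 to -0.12) on ND. With the candidate cells left out, the ratios on HFD were 0.31 for Mtor and 0.05 for Malat1. At a limit of 30% mitochondrial UMIs, the ratio of Malat1 on ND changed sign to 0.27, and the other 3 ratios kept their sign in every alternative.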

In our scRNA-Seq dataset, expression of *mTOR* and *Malat1* was elevated in PTCs of SP mice (data not shown), suggesting a plausible mechanistic axis that warrants further investigation. Future studies should examine the human relevance of our findings. To elucidate the roles of PTC-specific SAM modulation in vivo and assess potential off-target effects of MAT2Ai, the conditional MAT2A-knockout mice could be generated and studied, although complete loss of MAT2A activity is predicted to have a severe phenotype and perhaps uninterpretable results. The number of PT-HFD cells and their heterogeneous cell state make their identification in tissue sections challenging. Also, determining the localization of SAM within cells/tissues in vivo would be helpful, but it is currently beyond available tools (spatial metabolomics was attempted but unsuccessful). While the current data provide strong support for an association between SAM elevation, H3K27me3, and repression of inflammatory genes, it is not possible to exclude other mechanisms for gene regulation by the SAM metabolite. Future studies using H3K27me3 inhibitors and/or mutants of the PRC2 enzyme are needed to confirm a causal relationship.

Taken together, we have identified modulation of methionine metabolism in kidneys of HFD-fed mice and identified protective methylation in mice lacking the SGLT2 cotransporter. These data support a model and mechanism by which an altered metabolite directly drives cellular responses to prevent injury.

## Methods

### Sex as a biological variable.

For studies involving animal models, male mice were used because male animals are known to exhibit less variability in phenotype. However, the single-nucleus RNA sequencing analyses included datasets that included both male and female human samples as well as female *ob*/*ob* mice.

### Mouse models.

SGLT2 mutant (MT) and WT C3H/HeJ (C3H) male mice (10 weeks old) were fed a HFD (60% calories from fat) (TD.06414; Envigo) or ND for 8 or 18 weeks. For MAT2Ai treatment, WT and MT mice were fed a HFD for 8 weeks and then treated with placebo (DMSO) or 2 dosages of (*E*)-4-(2-chloro-6-fluorostyryl)-*N*-methylaniline (A1328405; Ambeed) (MAT2Ai, placebo, 10 or 50 mg/kg BW) (41, 43) through the i.p. route 3 times per week for 8 weeks. To evaluate the effects of Cana under metabolic stress, 10-week-old male C3H mice were fed HFD for 4 weeks. After this pretreatment period, mice were assigned to receive either daily oral administration of Cana (20 mg/kg/day) or placebo control (0.5% HPMC) by gavage for an additional 8 weeks. Cana was suspended in 0.5% HPMC before administration. All treatments were administered once daily in the morning. BW and food intake were monitored weekly throughout the treatment period.

### Genotyping and detection of urinary glucose excretion.

Genomic DNA was isolated from mouse tails, and PCR was used to identify SP mutants with the following primers to produce a 470 bp PCR product: sense 5′-TGTGAGGCTGTCCCAAGAATGT-3′ and antisense 5′-TCAGAGTCCCAGCATTTGGTCT-3′. The PCR product was then digested with restriction enzyme TaqI (T↓CGA) for 90 min at 65°C (WT: 2 bands at 225 and 245 bp; heterozygous mutant: 3 bands at 225, 245, and 470 bp; homozygous mutant: 1 band at 470 bp). The urinary glucose excretion was determined using urine strips (11895362160; Roche Diagnostics) (Supplemental Figure 1A).

### Cell culture.

HK-2 human PTCs were procured from the American Type Culture Collection (CRL-2190; ATCC) and grown in Keratinocyte serum-free medium (17005-042; Gibco) at 37°C and 5% CO_2_. Cells were stimulated with normal glucose (5.6 mM) or high glucose (50 mM) DMEM supplemented with 1% FBS treated with/without SAM (A7007; Sigma-Aldrich) (1 μM) and/or MAT2Ai (A1328405; Ambeed) (1 μM) supplementation for 48 h. RPTECs (CC-2553; Lonza) were cultured in renal epithelial cell growth medium (CC-3190; Lonza). RPTECs were stimulated with normal glucose (5.6 mM) or HG (50 mM) DMEM, supplemented with 1% FBS, and treated with 200 μM BSA Control (295565; Cayman Chemical) or BSA-Palmitate (29558-5; Cayman Chemical) in the presence or absence of SAM (10 μM; A7007; Sigma-Aldrich) for 24 h.

### Preparation of single-cell suspension.

Kidneys from male SGLT2 WT/MT mice fed with ND or HFD for 8 weeks were harvested. Kidneys were minced with a sterile razor blade into small pieces (<1 mm in diameter) after removing capsule. Approximately 65 mg tissue was digested in 1.5 mL digestion buffer including Liberase TM (0.3 mg/mL; 291963; Roche), hyaluronidase (10 μg/mL; #H4272, Sigma-Aldrich), and DNase I (20 μg/mL; 11284932001; Roche) at 37°C for 40 min on a shaker (300 rpm, The Eppendorf Thermomixer 5350). After centrifugation, the cell pellet was resuspended in 2 mL red blood cell lysis buffer (00-4333-57; Thermo Fisher Scientific) and incubated for 2 min at room temperature. Cells were then further digested with 5 mL 0.25% trypsin EDTA (Gibco) at 37°C for 30 min on a shaker (100 rpm, Thermo Scientific MaxQ 6000 incubated/refrigerated stackable shakers) after washing with 0.04% BSA in PBS 3 times. Trypsin was inactivated using 2 mL 10% FBS in PBS after digestion. Cells were then washed with 10% FBS twice and 0.04% BSA twice followed by resuspension in ice-cold PBS supplemented with 0.04% BSA. After filtration through a 40 μm strainer, cell number and viability were analyzed using the Nexcelom Cellometer Auto2000 with the acridine orange (AO) and propidium iodide (PI) fluorescent staining method. Ten thousand cells for each group were loaded into the Chromium Controller (10X Genomics) on a Chromium Next GEM Chip G (10X Genomics) and processed to generate single-cell gel beads in the emulsion (GEM) according to the manufacturer’s protocol. The cDNA and library were generated using the Chromium Next GEM Single Cell 3′ Reagent Kits v3.1 (10X Genomics) and Single Index Kit T Set A (10X Genomics) according to the manufacturer’s manual. Quality control (QC) for constructed library was performed using a Bioanalyzer High Sensitivity DNA Kit (Agilent Technologies) and a Qubit DNA HS assay kit for qualitative and quantitative analysis, respectively. The multiplexed libraries were pooled and sequenced on an Illumina HiSeq 4000 sequencer with 2 × 50 paired-end reads using the following read length: 28 bp Read1 for cell barcode and UMI (unique molecular identifier), 8 bp I7 index for sample index, and 91 bp Read2 for transcript.

### scRNA-Seq.

Cell Ranger (v1.0.0) was used for demultiplexing and counting. The R (R Core Team, 2023) (44) package Seurat (v4.0.0) (45) was used for data preprocessing and visualization. Initially, droplets with less than 200 or more than 5,000 feature counts were removed. Genes expressed in fewer than 3 cells were discarded. As renal epithelial cell types have high metabolic rates and are very rich in mitochondria, cells were further filtered on the basis of percentage of reads mapping to mitochondrial genes less than 50%. Doublets were identified using a 2-layer approach, as described previously: first, scDblFinder (v1.4.0) (46) was used to predict potential doublets using default settings in an automated and unbiased fashion. Doublets were additionally identified manually when expressing combinations of marker genes from different cell types. After doublet removal, single cells were normalized with NormalizeData and then integrated using an anchor-based canonical correlation analysis (CCA) pipeline. The first 50 principal components were used for clustering, and the resolution was set at 0.5. Uniform Manifold Approximation and Projection was used for cluster visualization. Marker genes for each cluster were identified by the FindAllMarkers function. We detected 30 unique clusters. Cell identity to each cluster was assigned based on previously published canonical marker genes (13, 47–50). Differential gene expression analyses of the PT-HFD were performed using the FindMarkers function based on Wilcoxon’s rank sum test. A threshold of 0.25 for log fold change and 0.05 for the adjusted *P* value were applied for downstream analysis.

### Pathway enrichment analysis.

Pathway enrichment analysis were performed using Enrichr (51) to identify potential pathways and molecular functions affected in PT-HFDs, and the retrieved combined score (log(*P* value) * *z* score) was displayed.

### KPMP dataset analysis.

KPMP dataset analysis was based upon data generated by the Kidney Precision Medicine Project (https://www.kpmp.org; accessed December 27, 2024) funded by the National Institute of Diabetes and Digestive and Kidney Diseases (grants U01DK133081, U01DK133091, U01DK133092, U01DK133093, U01DK133095, U01DK133097, U01DK114866, U01DK114908, U01DK133090, U01DK133113, U01DK133766, U01DK133768, U01DK114907, U01DK114920, U01DK114923, U01DK114933, U24DK114886, UH3DK114926, UH3DK114861, UH3DK114915, and UH3DK114937).

### Metabolomics in serum and renal cortex from SGLT2 WT or MT mice.

The metabolomic analysis was conducted by Metabolon Inc.

Samples were prepared using the automated MicroLab STAR system from Hamilton Company. Several recovery standards were added prior to the first step in the extraction process for QC purposes. To remove protein, small molecules bound to protein or trapped in the precipitated protein matrix were dissociated, and to recover chemically diverse metabolites, proteins were precipitated with methanol under vigorous shaking for 2 min (Glen Mills GenoGrinder 2000) followed by centrifugation. The resulting extract was divided into 5 fractions: 2 for analysis by reversed phase ultra-performance liquid chromatography tandem mass spectrometry with positive ion mode electrospray ionization (ESI), 1 for analysis by RP/UPLC-MS/MS with negative ion mode ESI, 1 for analysis by hydrophilic interaction liquid chromatography/UPLC-MS/MS with negative ion mode ESI, and 1 sample was reserved for backup. Samples were placed briefly on a TurboVap evaporator (Zymark) to remove the organic solvent. The sample extracts were stored overnight under nitrogen before preparation for analysis. Several types of controls were analyzed in concert with the experimental samples: a pooled matrix sample generated by taking a small volume of each experimental sample (or a pool of well-characterized human plasma) served as a technical replicate throughout the dataset; extracted water samples served as process blanks; and a cocktail of QC standards that were carefully chosen not to interfere with the measurement of endogenous compounds were spiked into every analyzed sample, allowing instrument performance monitoring and aiding chromatographic alignment. Instrument variability was determined by calculating the median relative standard deviation (RSD) for the standards that were added to each sample prior to injection into the mass spectrometers. Overall process variability was determined by calculating the median RSD for all endogenous metabolites (i.e., non-instrument standards) present in 100% of the pooled matrix samples. Experimental samples were randomized across the platform run with QC samples spaced evenly among the injections. The informatics system consisted of 4 major components, the Laboratory Information Management System, the data extraction and peak identification software, data processing tools for QC and compound identification, and a collection of information interpretation and visualization tools for use by data analysts. The hardware and software foundations for these informatics components were the LAN backbone and a database server running Oracle 10.2.0.1 Enterprise Edition. Raw data were extracted, peak identified, and QC processed using Metabolon’s hardware and software. Compounds were identified by comparison with library entries of purified standards or recurrent unknown entities. The authenticated standards contained the retention time/index (RI), mass-to-charge ratio (*m*/*z*), and chromatographic data (including MS/MS spectral data) on all molecules present in the library. Furthermore, biochemical identifications were based on 3 criteria: RI within a narrow window of the proposed identification, accurate mass match to the library ±10 ppm, and the MS/MS forward and reverse scores between the experimental data and authentic standards. The MS/MS scores were based on a comparison of the ions present in the experimental spectrum to the ions present in the library spectrum. While there may be similarities between these molecules based on 1 of these factors, the use of all 3 data points allows the biochemicals to be distinguished and differentiated. Peaks were quantified using AUC. For studies spanning multiple days, a data normalization step was performed to correct variation resulting from instrument interday tuning differences. Essentially, each compound was corrected in run-day blocks by registering the medians to equal 1.00 and normalizing each data point proportionately. Significantly altered metabolites (*P* < 0.05) were used to perform metabolite set enrichment analysis by MetaboAnalyst software (version 5.0) (52).

### Glucose tolerance and insulin tolerance test.

Glucose tolerance tests were performed in mice fasted for 16 h. Blood glucose and insulin were measured at the indicated times following i.p. glucose injection of 2 g/kg BW. Insulin tolerance tests were performed after a 2 h fast, followed by i.p. injection of 0.75 U insulin/kg BW (Humulin R; Eli Lilly). Plasma was collected by centrifugation at 850*g* for 20 min, and plasma insulin levels were determined by ELISA (90080; Crystal Chem Inc.). Blood glucose level was measured by a Contour blood glucose meter (Bayer) (53).

### uACR measurement.

uACRs were determined by ELISA (Albuwell M kit, 1011; Ethos Bioscience) and the microtiter-format colorimetric Jaffe reaction assay using alkaline picrate (54).

### Serum creatinine measurement.

Mouse serum was collected by centrifugation at 850*g* for 20 min. Serum creatinine levels were measured by isotope dilution liquid chromatography–MS/MS (LC-MS/MS) (55) at University of Alabama at Birmingham and University of California San Diego O’Brien Center Core C using an Agilent Infinity 1260 LC and an Infinity 1290 autosampler with a 6460 Triple Quad mass spectrometer as well as a TSK-Gel Amide-80 column (Tosoh Bioscience). Separation was achieved with an isocratic flow of 10 mM ammonium acetate in 65% acetonitrile. For LC-MS/MS determinations, 5 to 50 μL of sample was deproteinated and diluted with heavy isotope-labeled internal standard (ISTD) in a single step by adding ISTD in 80% acetonitrile. Two microliters of diluted sample was subjected to isocratic, HILIC HPLC with 10 mM ammonium acetate in 65% acetonitrile at 0.15 mL/min. Creatinine and d3-creatinine (ISTD) were detected by ESI MS/MS multiple reaction monitoring transitions 114 > 44 and 117 > 47, respectively. Quantitation was achieved by comparing results with a synthetic standard calibration curve (0, 0.2, 1, 5, and 100 μg/mL for serum).

### RT-qPCR.

RNA was isolated from various organs using the standard Trizol (15596018; Life Technologies) extraction protocol. cDNA was reverse transcribed using the iSCRIPT synthesis kit (1708891; Bio-Rad). The cDNA was used as the template for RT-qPCR, which was performed with Fast SYBR Green Master Mix (Applied Biosystems) on a QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific) (54). GAPDH or hypoxanthine phosphoribosyltransferase 1 was used as the internal control for the reactions. Relative gene expression levels were calculated with the comparative Ct (2DDCt) method. Primer sequences are listed in Supplemental Table 4.

### Immunoblotting.

Cells and mouse kidney tissues were lysed with radioimmunoprecipitation buffer supplemented with Halt protease and phosphatase inhibitor cocktails (78442; Thermo Fisher Scientific) on ice for 30 min. Protein concentration in the lysates was measured with a bicinchoninic acid assay (Thermo Fisher Scientific). Equal amounts of protein in Laemmli sample buffer composed of 1% SDS, 62.5 mM Tris-HCl (pH 6.8), 10% glycerol, 5% β-mercaptoethanol, and 0.05% bromophenol blue were boiled for 10 min, separated by SDS-PAGE, and transferred to a PVDF membrane (GE Healthcare), which was blocked with 5% BSA in Tris-buffered saline and 0.1% Tween 20 (TBST) for 1 h at room temperature, followed by overnight incubation at 4°C with primary antibodies. After 3 washes with TBST, the membrane was incubated with appropriate HRP-conjugated secondary antibodies for 1 h at room temperature. The antigen was detected with a SuperSignal West Pico PLUS Chemiluminescent Substrate (34580; Thermo Fisher Scientific) according to the manufacturer’s instructions. Information on antibodies is provided in Supplemental Table 5.

### Immunofluorescence.

Frozen kidney sections (5 μm) were dried at room temperature for 1 h, and the frozen section was fixed with precooled acetone (–20°C) for 10 min. After blocking with 10% normal horse serum for 60 min, the tissue was incubated overnight at 4°C with primary antibody (fibronectin; 1/200). Alexa-labeled secondary antibody (1/300) was used for signal detection. For immunofluorescent imaging, confocal microscopy was performed using a Nikon A1 confocal microscope from the Center of Advanced Microscopy at Northwestern University. Different sample images of the same antigen were acquired under constant acquisition settings. For image analysis, Fiji software was used (56). Information on antibodies is provided in Supplemental Table 5.

### Histological analysis.

Tunnel staining was performed by the Northwestern University Mouse Histology and Phenotyping Laboratory. Sirius Red staining was performed to evaluate the degree of fibrosis. For immunohistochemical detection of NF-kB p65, kidney tissue was fixed with 10% buffered formalin phosphate (Fisher Scientific), and sections cut at a thickness of 5 μm were incubated with the appropriate primary antibody (57). The signal was detected by incubation with ImmPACT diaminobenzidine peroxidase substrate (SK-4105; Vector Laboratories). Three randomly selected fields were scored, and the average score was calculated. Glomerulosclerosis scoring was performed on PAS-stained sections using light microscopy at ×60 magnification. For each mouse, the glomerular injury index was calculated as the mean score of 20 glomeruli. Glomerulosclerosis was graded on a scale from 0 to 4 (58, 59). For image analysis, Fiji software was used (56). Information on antibodies is provided in Supplemental Table 5.

### Bulk RNA-Seq analysis.

Total RNA was extracted from kidney cortex using an RNeasy mini kit (74104; Qiagen), followed by genomic DNA digestion with DNase (79254; Qiagen). Poly(A) mRNA isolation and library preparation were performed using the Poly(A) mRNA Magnetic Isolation Module (E7490; New England Biolabs) and the NEBNext Ultra II Directional RNA Library Prep Kit (E7760; New England Biolabs). The libraries were sequenced on a NovaSeq 6000 (Illumina). Raw sequencing data underwent QC assessment using FastQC. Adapters and low-quality bases (Phred score < 33) were removed. Cleaned reads were aligned to mouse genome mm10 using STAR (v2.5.2) (60). Gene expression levels were quantified from the aligned reads using htseq counts with the reference annotation from mm10.Ens.78. Identification of differentially expressed genes was performed using the edgeR (v4.0.1) package (61) in R with a significance threshold of adjusted *P* value < 0.05. Principal component analysis (PCA) plot with raw counts was generated by the ggplot2 (v3.4.4) R package. The PCA plot with raw counts and the bubble chart showing pathway enrichment analysis were generated by the ggplot2 (v3.4.4) R package.

### CUT&RUN library preparation and peak calling.

CUT&RUN assay libraries for mouse kidney cortex were generated using the CUT&RUN Assay Kit (86652; Cell Signaling) according to the manufacturer’s instructions. Nuclei were isolated from frozen mouse kidney using nuclei isolation buffer (NUC-101; Sigma-Aldrich). Obtained nuclei were then mixed and incubated with concanavalin A–conjugated paramagnetic beads. Antibodies or rabbit IgG negative control were added to each sample. The remaining steps were performed according to the manufacturer’s instructions, followed by DNA purification using ChIP DNA Clean & Concentrator (D5205; Zymo Research). This purified DNA was used to prepare libraries using the KAPA Hyper prep kit (Roche). Libraries were sequenced on the NovaSeq 6000. Low-quality bases and adapters were removed from the 3**′** end using Trimmomatic 0.39 (62). Paired-end reads were aligned to a concatenated genome consisting of mouse mm10 and spike-in yeast sacCer3 assemblies using bowtie 2.4.5 (63) with --very-sensitive-local and --dovetail options. The aligned reads with mapping quality (MAPQ) < 20 were removed. To generate the genome browser tracks in bigwig format, the fragment counts were normalized to total reads aligned to the spike-in genome using deepTools 3.5.1 bamCoverage (64). Tracks from bigwig files were visualized using IGV2.12.2 (Broad Institute). Peak calling for broad H3K27me3 regions was performed using epic2 (65). Heatmaps and meta-profiles were generated using deepTools 3.5.1. SAM-regulated genes were defined as upregulated in SPMAT2Ai compared with SP-PL with a significance threshold of adjusted *P* value < 0.1. Information on antibodies is provided in Supplemental Table 5.

### In situ hybridization (RNAScope).

In situ hybridization was performed on the paraffin sections using RNAscope and following ACD protocol (https://acdbio.com/rnascope-25-hd-duplex-assay; probe: RNAscope Probe- Mm-Fos-C3; 316921-C3).

### Statistics.

Data are expressed as mean ± SEM and are representative of at least 3 independent experiments. Following the Grubbs’ outlier test, data were analyzed by 1- or 2-way ANOVA or by the 2-tailed Student’s *t* test with a significant difference defined as *P* < 0.05. The 1- or 2-way ANOVA was corrected for multiple comparisons with Tukey’s test. Statistical analyses were performed using Prism 6 and 10 software (GraphPad Inc.), and Grubbs’ outlier test was performed using the software on the GraphPad Inc. website.

### Study approval.

Mouse handling, husbandry, and all surgical procedures were performed under the approval of the IACUC of Northwestern University (approval number IS00002939).

### Data and code availability.

Data in this study are publicly available in the National Center for Biotechnology Information’s Gene Expression Omnibus under accession number GSE268597. This paper does not report original code. Any additional information is available upon reasonable request from the corresponding author. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

HM, NSC, and SEQ designed the study. HM performed the majority of the experiments. YA, HK, ZLS, RPC and BM provided technical advice. ZLS, RPC, MEF, and DSK provided technical support. PG performed the quantitative LC-MS/MS analysis. HM and YZ analyzed omics data. HM, YA, BCH, GA, and YZ performed CUT&RUN and analysis of the data. HM wrote the manuscript, and YZ, YA, PK, JB, AS, NSC, and SEQ provided conceptual advice. HM, YZ, YA, PK, JB, AS, NSC, and SEQ edited the manuscript. All authors approved the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supporting data values

## Figures and Tables

**Figure 1:**
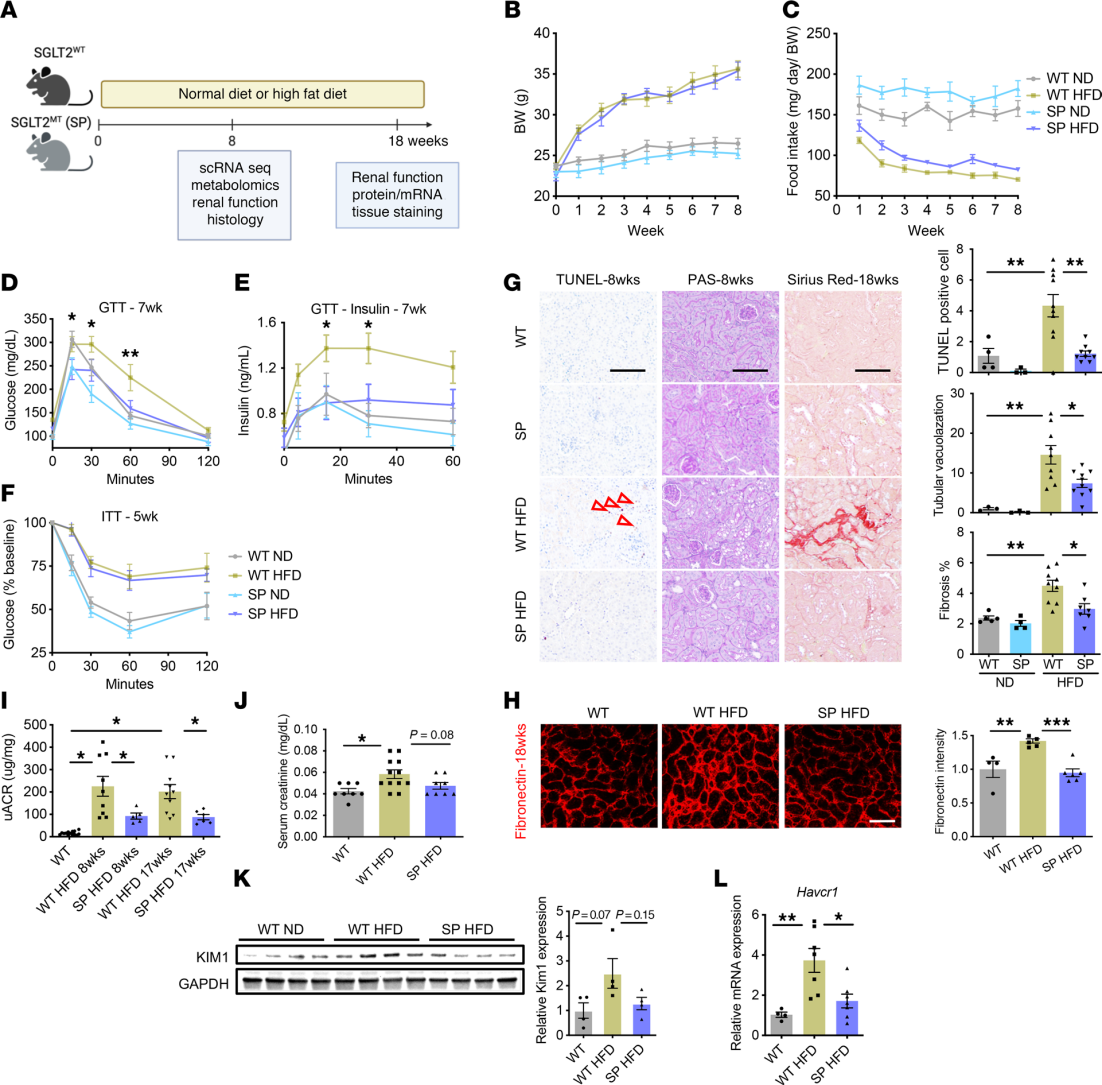
LOF of SGLT2 improved glucose intolerance and kidney injury. (**A**) Schematic of experimental protocol. (**B**) Chronological BW change. (**C**) Chronological changes in food intake. (**D**–**F**) HFD elevated glucose intolerance (**D** and **E**) and insulin resistance (**F**). Glucose intolerance was blunted in SP mice (**D** and **E**). GTT, glucose tolerance test; ITT, insulin tolerance test. (**G**) Representative images of TUNEL, PAS, and Sirius Red staining at 8 or 18 week feeding time points across groups. The arrows indicate TUNEL-positive cells. Right panel, quantification. (**H**) Representative images of fibronectin immunofluorescence in the kidney cortex at the 18 week feeding time point. Right panel, quantification. (**I**) uACR at 8 and 17 week feeding time points. (**J**) Serum creatinine level. (**K**) Protein level of KIM1 in renal cortex of mice at the 18 week feeding time point. Right panel, quantification. (**L**) RT-qPCR analysis of Havcr1. Scale bars: 100 μm. Sample numbers: WT-ND 8wks, *n* = 10; SP-ND 8wks, *n* = 9; WT-HFD 8wks, *n* = 14; SP-HFD 8wks, *n* = 13; WT-ND 18wks, *n* = 7; WT-HFD 18wks, *n* = 12; SP-ND 18wks, *n* = 4; SP-HFD 18wks, *n* = 8. Data were analyzed by 1-way (**G**–**L**) or 2-way (**B**–**F**) ANOVA; ***P < 0.001, **P < 0.01, and *P < 0.05 by Tukey’s test. Values are presented as mean ± SEM.

**Figure 2:**
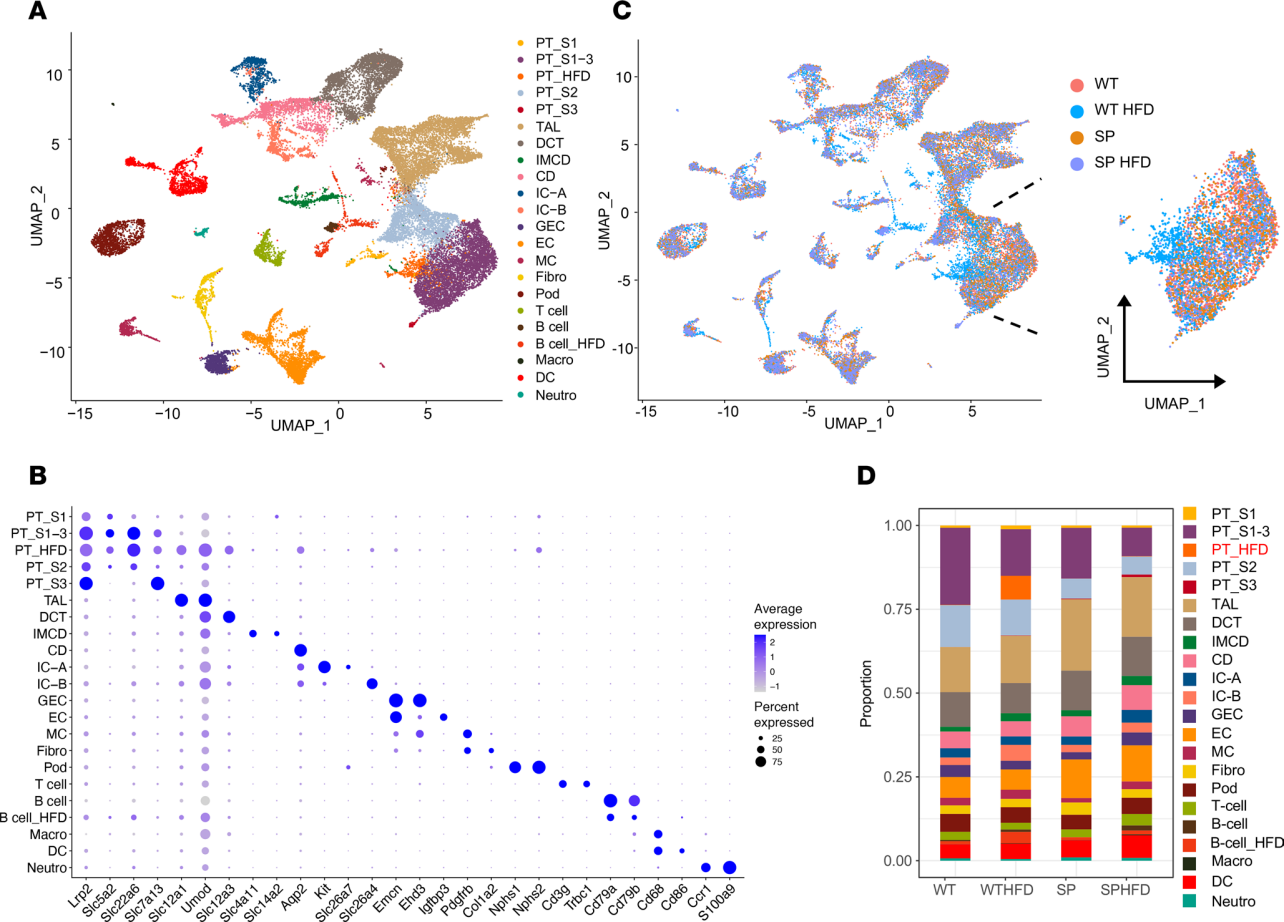
Population of injured PTCs is enriched in WT^HFD^ mice. (**A**) Uniform Manifold Approximation and Projection (UMAP) demonstrating 22 distinct cell types in kidney. (**B**) Dot plot of canonical cell marker genes (size of the dot indicates the percent positive cells, and color indicates relative expression). (**C**) UMAP colored by experimental groups. Right panel shows PTC clusters by genotype. (**D**) Stacked bar plot displaying distribution of relative cell percentage of total cells. PT, proximal tubule; TAL, thick ascending limb of the loop of Henle; DCT, distal convoluted tubule; IMCD, inner medullary collecting duct; CD, collecting duct; IC, intercalated cells; GEC, glomerular endothelial cell; EC, endothelial cell; MC, mesangial cell; Pod, podocyte; DC, dendritic cell.

**Figure 3:**
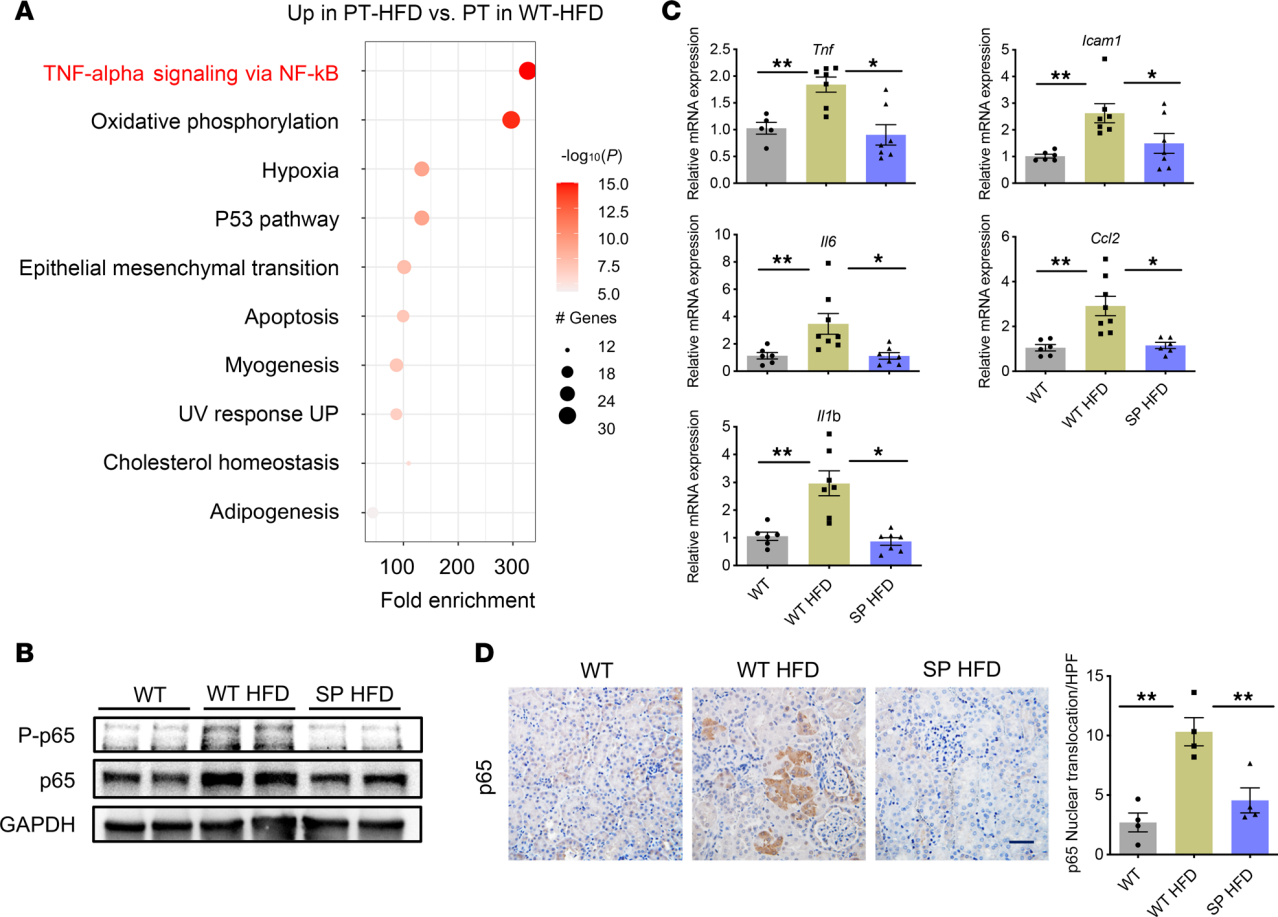
Inflammatory gene pathways are enriched in the PT-HFD cluster. (**A**) Bubble plot showing pathway enrichment of upregulated pathways in PT-HFD (size of the dot indicates the percent positive cells, and color indicates relative expression). (**B**) Western blot analysis of phosphorylated/total p65 in tissue isolated from the renal cortex across groups at the 18 week feeding time point. (**C**) RT-qPCR analysis of proinflammatory cytokines and chemokines in tissue isolated from the renal cortex across groups (*n* = 6–8 per group). (**D**) Representative images of immunohistochemistry of p65 in the kidney and quantification (right panel). Scale bar: 100 μm. Data were analyzed by 1-way ANOVA; ***P < 0.001, **P < 0.01, and *P < 0.05 by Tukey’s test. Values are presented as mean ± SEM.

**Figure 4:**
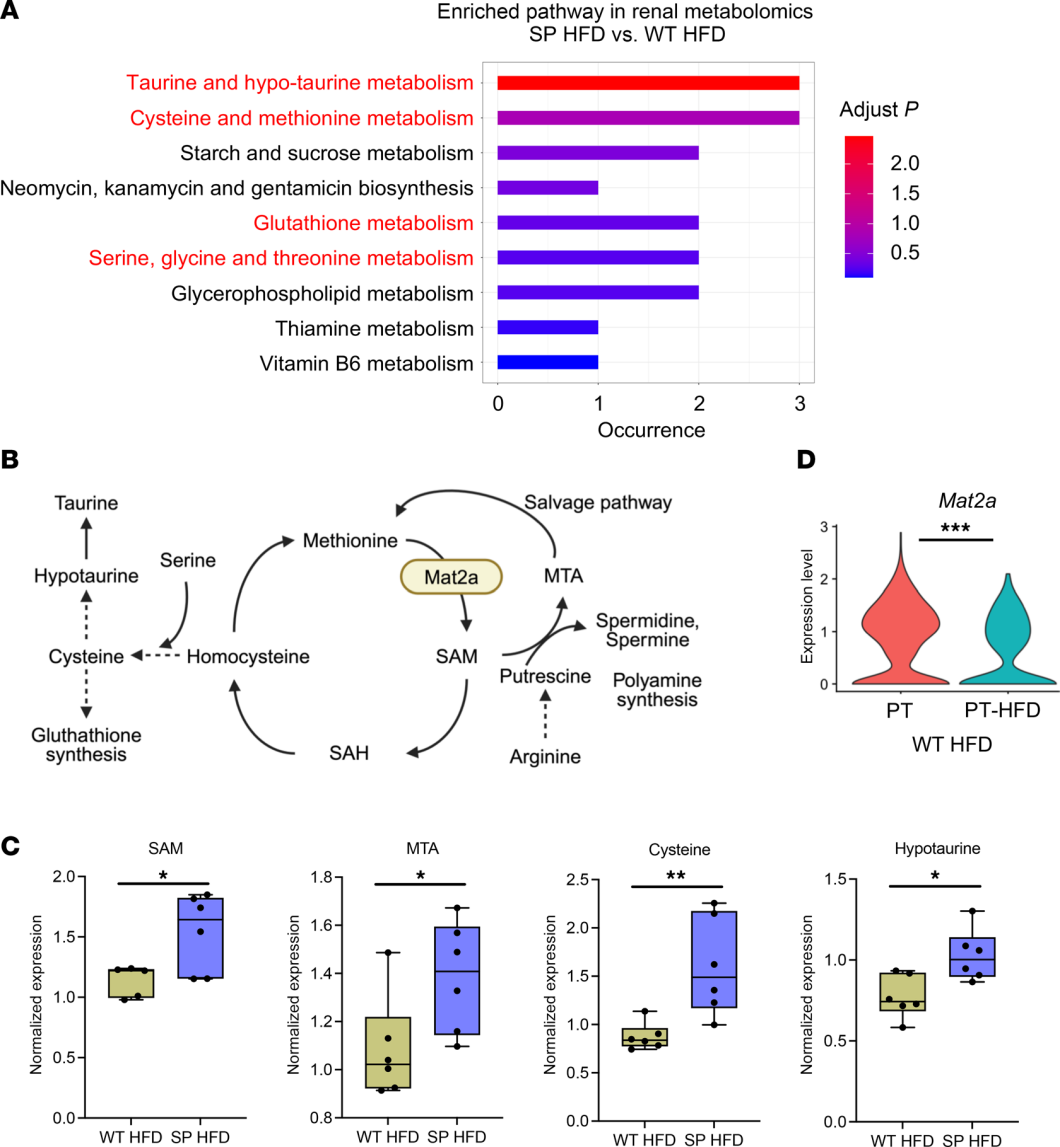
Metabolic profiles in the kidney. (**A**) Metabolic enrichment pathway analysis in tissue isolated from the renal cortex. Color indicates adjusted *P* value. (**B**) Methionine metabolism and network pathways. (**C**) Relative expression of SAM, MTA, and metabolites related to cysteine and taurine metabolism in renal cortex (*n* = 6 per group). Boxes show the 25th to 75th percentiles, center lines indicate medians, whiskers extend to min and max, and all data points are shown. **P < 0.01 and *P < 0.05; Student’s *t* test. (**D**) Violin plot showing *Mat2a* expression in PTC versus PT-HFD of the WT-HFD. ***Adjusted *P* < 0.001. Values are presented as mean ± SEM.

**Figure 5:**
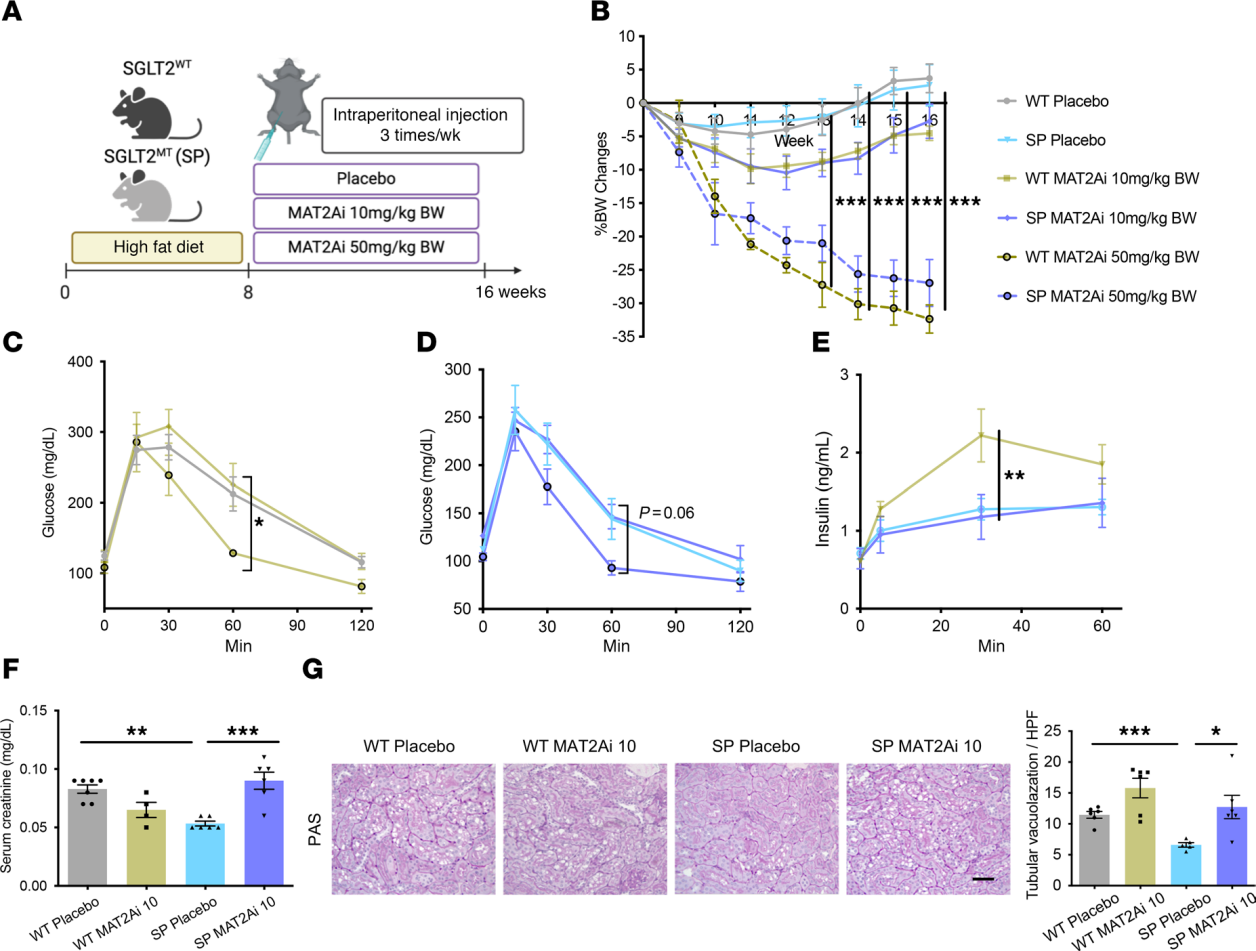
Inhibition of methionine enzyme, MAT2A, abrogates kidney protection in SP^HFD^ mice. (**A**) Schematic protocol. (**B**) Chronological changes in percentage of BW change. (**C**–**E**) Low-dose MAT2Ai does not alter glucose tolerance and insulin secretion capacity, but high dose MAT2Ai does lower them. (**F**) Serum creatinine level. (**G**) Representative images of PAS staining. Right panel, quantification. HPF, High-power field (original magnification ×40). Sample numbers: WT-PL, *n* = 7; WT-MAT2Ai LD, *n* = 7; WT-MAT2Ai HD, *n* = 3; SP-PL, *n* = 8; SP-MAT2Ai LD, *n* = 8; SP-MAT2Ai HD, *n* = 5. Scale bar: 50 μm. Data were analyzed by 1-way (**C**–**G**) or 2-way (**B**) ANOVA; ***P < 0.001, **P < 0.01, and *P < 0.05 by Tukey’s test. Values are presented as mean ± SEM.

**Figure 6:**
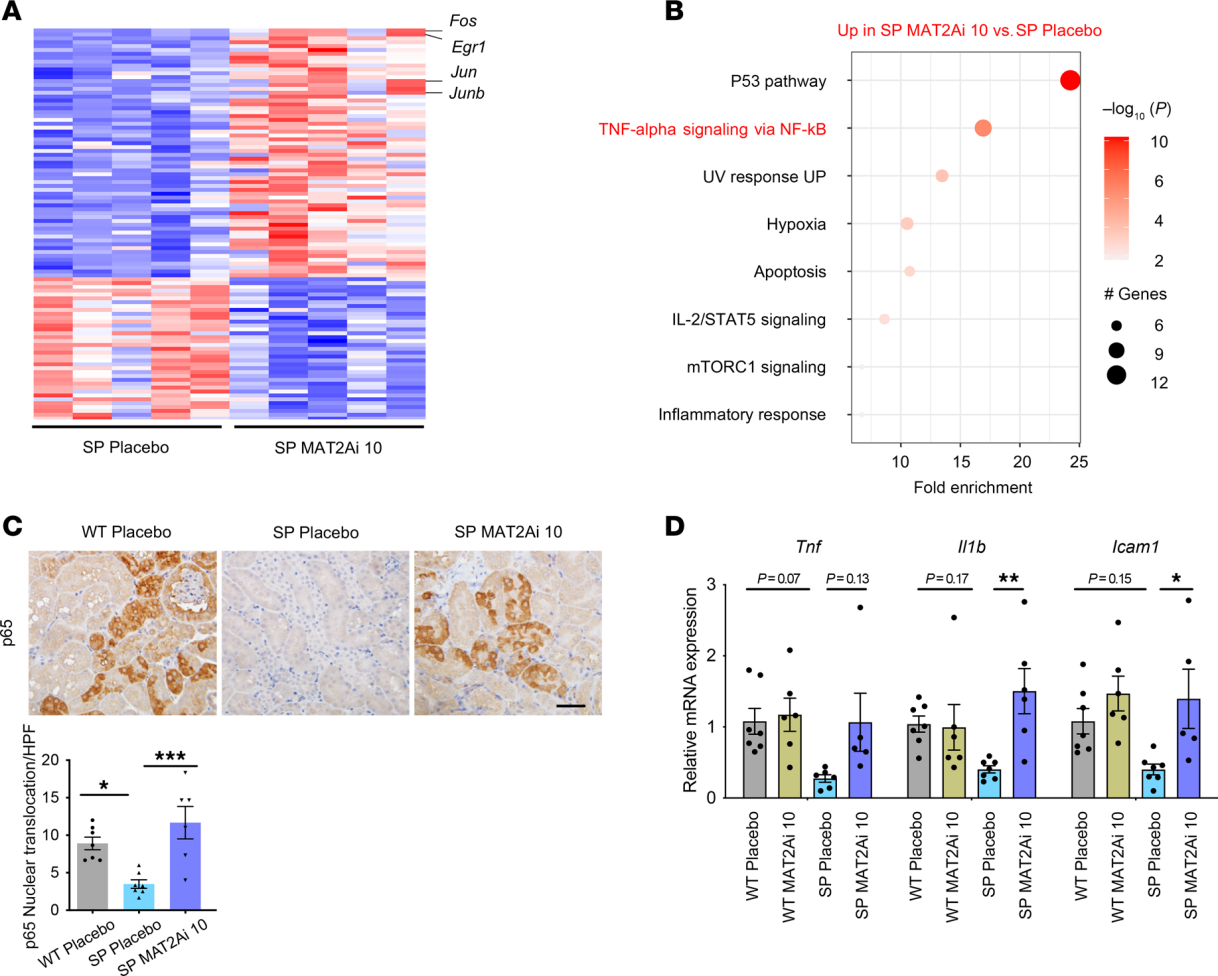
Inhibition of MAT2A modulates the tubular inflammatory phenotype in SP^HFD^ mice. (**A**) RNA-Seq heatmap for the top 50 differentially regulated genes. (**B**) Bubble plot of pathway enrichment; upregulated pathways in SP^HFD^-LD_MAT2Ai versus SP^HFD^ placebo (size of the dot indicates the percent positive cells, and color indicates relative expression). (**C**) Representative images of p65 staining across groups. Lower panel, quantification analysis. HPF, High-power field (original magnification ×40). (**D**) RT-qPCR analysis of proinflammatory cytokines and chemokines in tissue isolated from the renal cortex across groups. Sample numbers: WT-PL, *n* = 7; WT-MAT2Ai LD, *n* = 7; SP-PL, *n* = 8; SP-MAT2Ai LD, *n* = 8. Scale bar: 50 μm. One-way ANOVA; ***P < 0.001, **P < 0.01, and *P < 0.05 by Tukey’s test. Values are presented as mean ± SEM.

**Figure 7:**
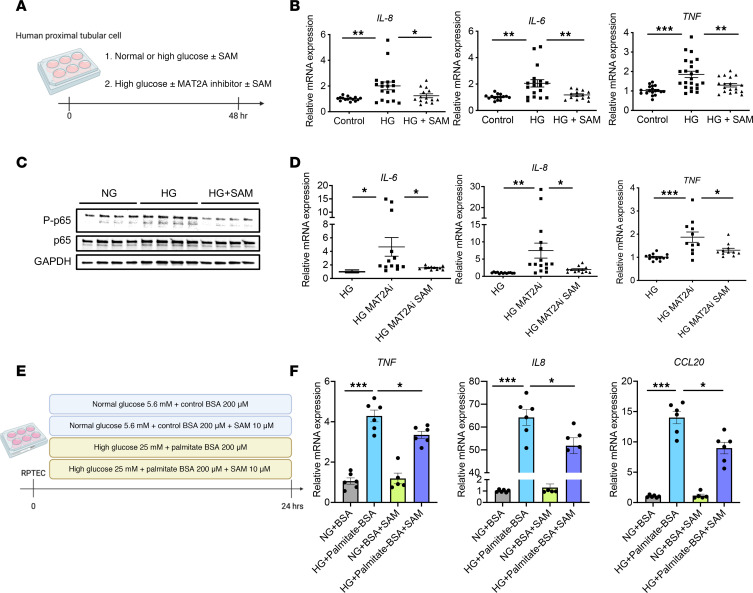
SAM supplementation inhibits HG-induced pathogenic phenotypes in human PTCs. (**A**) Schematic protocol of in vitro study using HK-2 cells. (**B** and **C**) SAM supplementation inhibited (**B**) transcript levels of proinflammatory cytokines (*n* = 18–24 cultures per group) and increased (**C**) phosphorylated p65 protein expression upon HG treatment. (**D**) MAT2Ai exacerbated proinflammatory cytokine expression, which are inhibited by SAM supplementation (*n* = 12–18 cultures per group). (**E**) Schematic protocol of in vitro study using RPTECs. (**F**) SAM supplementation inhibited transcript levels of proinflammatory cytokines in the presence of HG and palmitic acid (*n* = 6 cultures per group). One-way ANOVA; ***P < 0.001, **P < 0.01, and *P < 0.05 by Tukey’s test. Values are presented as mean ± SEM.

**Figure 8:**
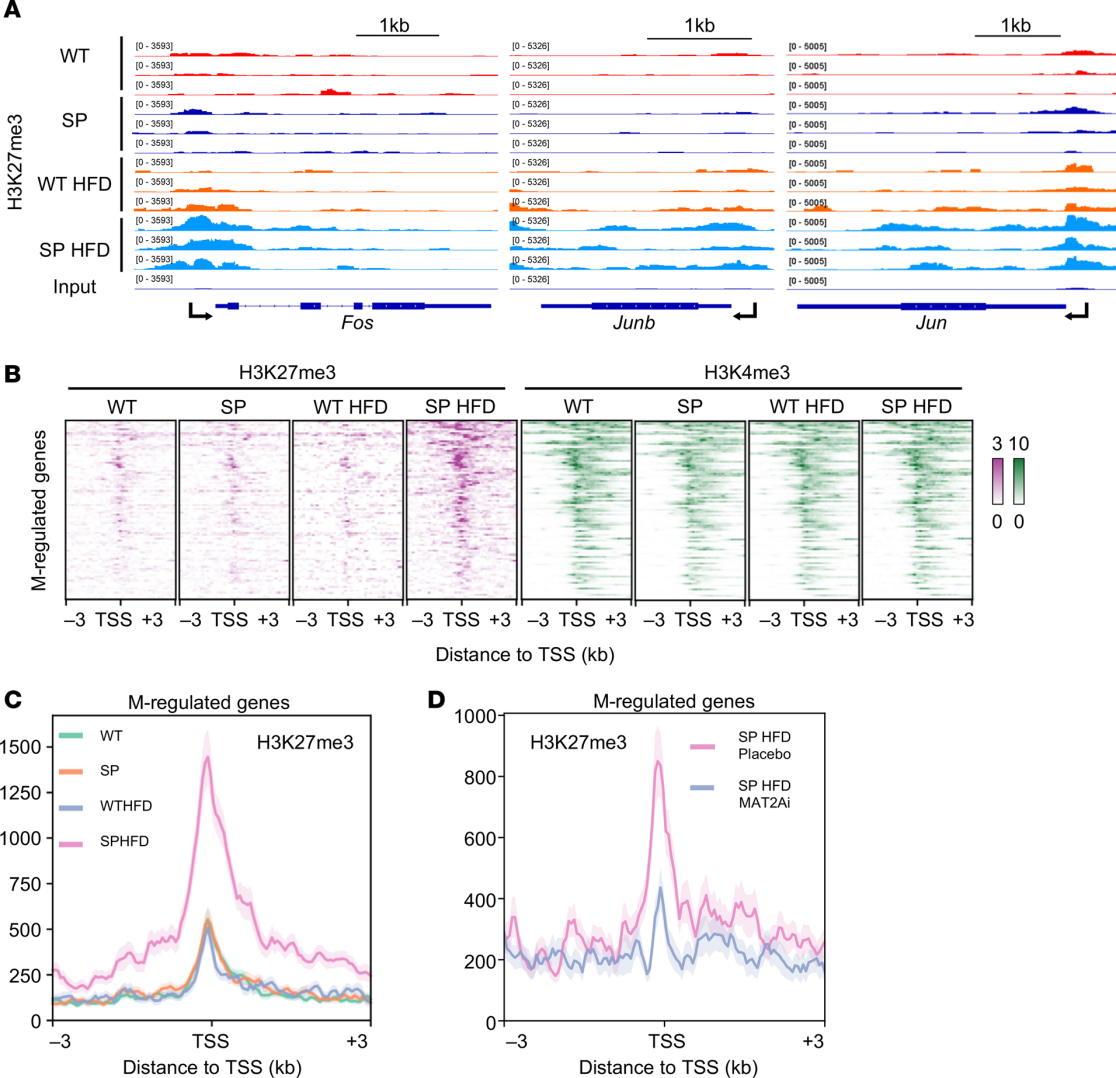
SP^HFD^ mice exhibit increased repressive histone modification at M-regulated gene promoters. (**A**) Tracks for *Fos*, *Junb*, and *Jun* of H3K27me3 CUT&RUN in the indicated mouse renal cortex. Data from 3 mice for each condition are shown. The *y* axis indicates reference-normalized reads per million (RRPM). (**B**) Heatmap showing CUT&RUN signal for H3K27me3 and H3K4me3 at M-regulated genes. Signal is centered on the TSS. The scale of signal is shown as RRPM × 10^3^. *n* = 90. (**C** and **D**) Meta-profiles of CUT&RUN H3K27me3 signal at the M-regulated genes. The *y* axis indicates the mean H3K27me3 signal (RRPM). *n* = 90 (**C**) and 2,924 (**D**).

**Figure 9:**
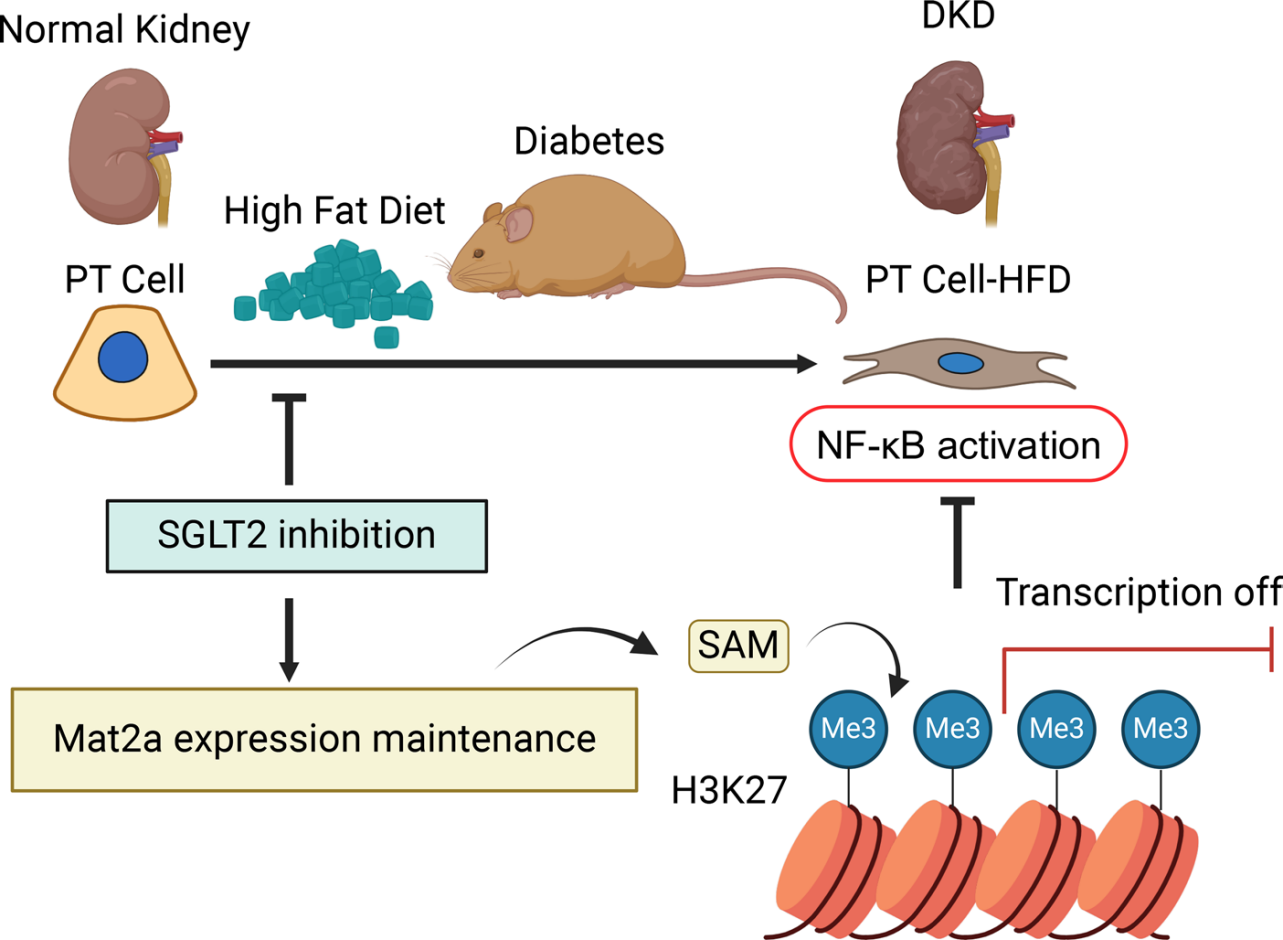
Working model for SGLT2 kidney protection under HFD metabolic stress. Straight arrows indicate the direction of progression. T-shaped arrows indicate inhibition.

# Supplementary material for: SGLT2 inhibition protects kidney function by SAM-dependent epigenetic repression of inflammatory genes under metabolic stress
**Source:** J Clin Invest. 2025 Oct 1;135(19):e188933. doi: 10.1172/JCI188933
**Supplement:** Supplemental data

A

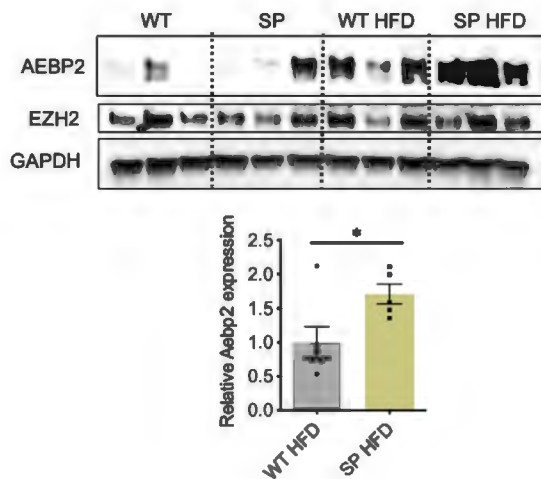

B

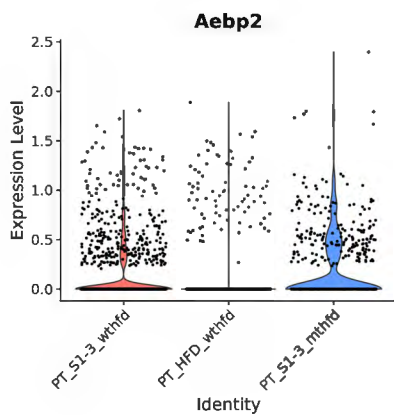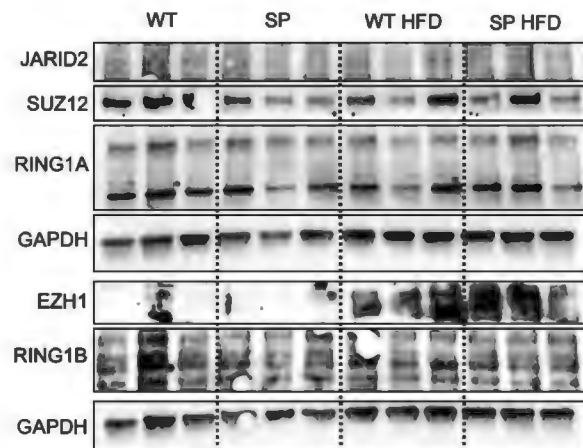

Supplemental Figure 17: Analysis of PRC2 component

(A) Western blot images of PRC2 components across experimental groups. Quantification of AEBP2 indicates increased expression in the renal cortex of SP-HFD mice compared to WT-HFD. (B) Aebp2 expression in proximal tubular cells (PTCs). Aebp2 expression is reduced in PT-HFD but elevated in the PTCs of SP-HFD mice. \* $p < 0.05$ , Student's  $t$  test.

A

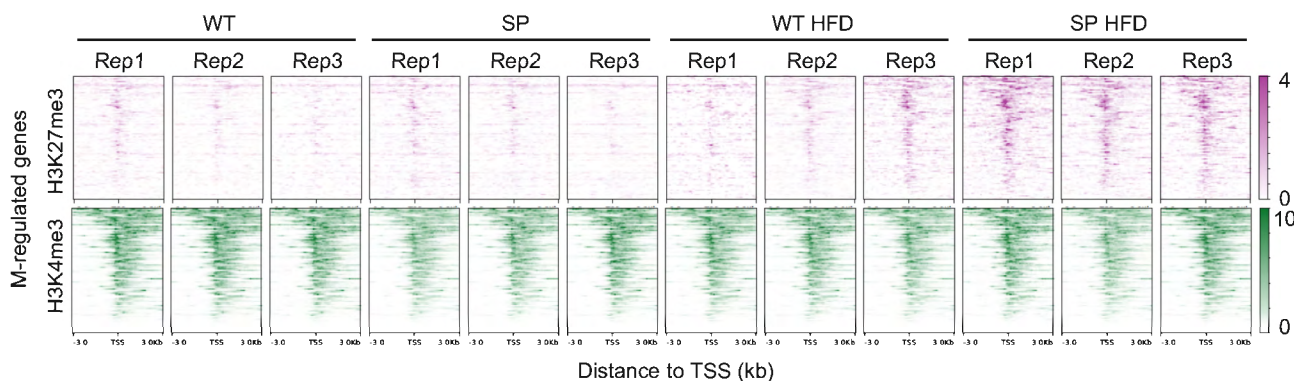

B

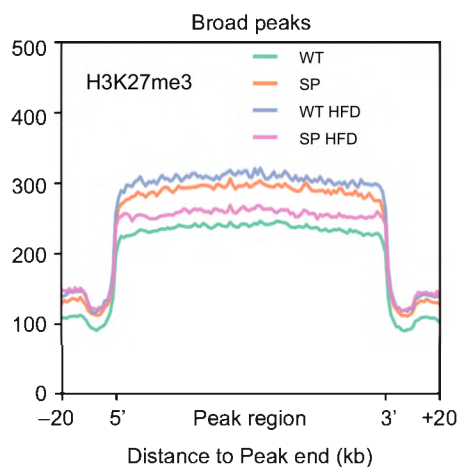

C

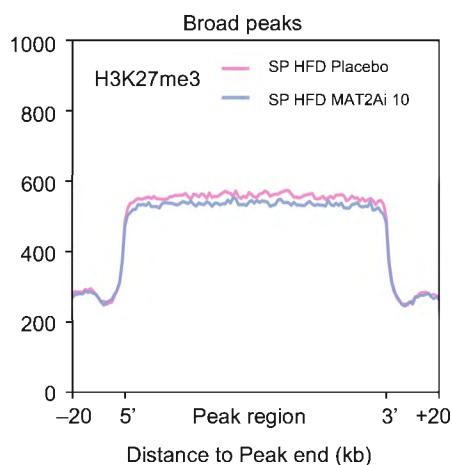

Supplemental Figure 16: Analysis of H3K27me3 and H3K4me3 CUT&RUN data.  
Related to Figure 8.

(A) Heatmap showing CUT&RUN signal for H3K27me3 and H3K4me3 at the M-regulated genes. Data from three mice for each condition are shown. Signal is centered on the transcription start site (TSS). The scale of signal is shown as RRPM  $\times 10^3$ . N = 90. One of the replicates was shown in Fig. 7b. (B) and (C) Metaprofiles of CUT&RUN H3K27me3 signal at the broad peak regions. The y-axis indicates the mean H3K27me3 signal (RRPM).

Supplemental Figure 15  
Related to Figure 8

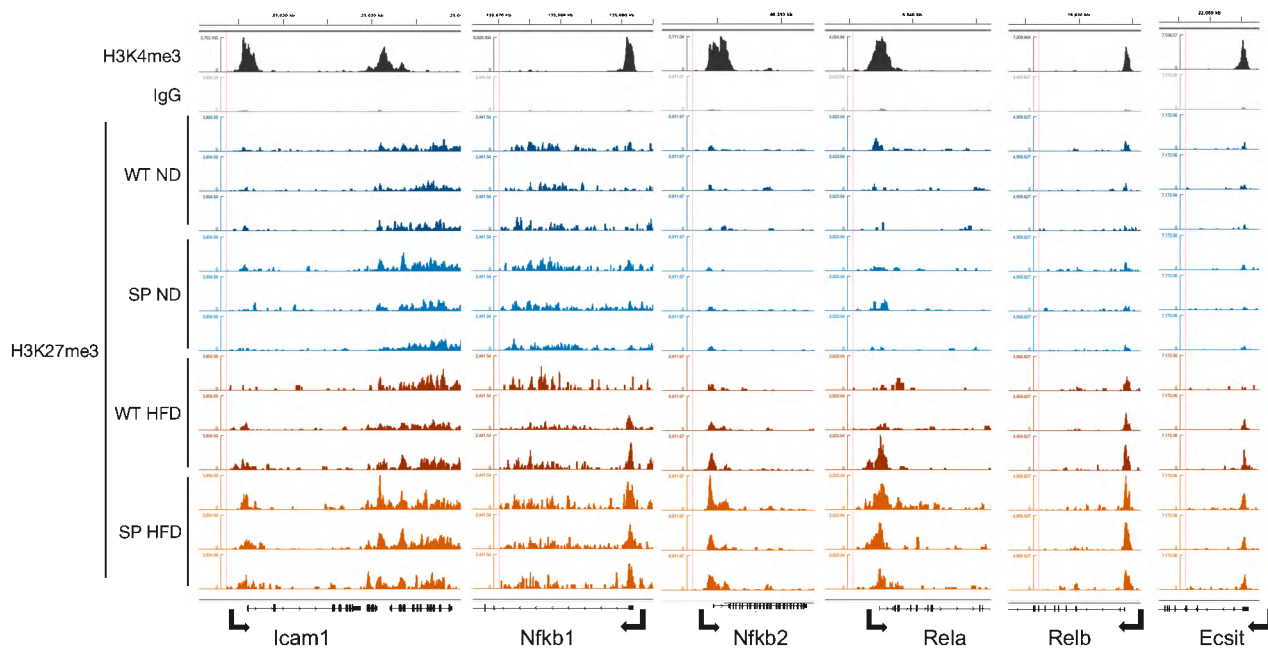

Supplemental Figure 15: Analysis of H3K27me3 CUT&RUN data profiles at NF-κB Target Genes.  
Related to Figure 8.

Track for *Icam1*, *Nfkb1*, *Nfkb2*, *Rela*, *Relb* and *Ecsit* of H3K27me3 CUT&RUN in the indicated mouse renal cortex. Data from three mice for each condition are shown. The y-axis indicates reference-normalized reads per million (RRPM).

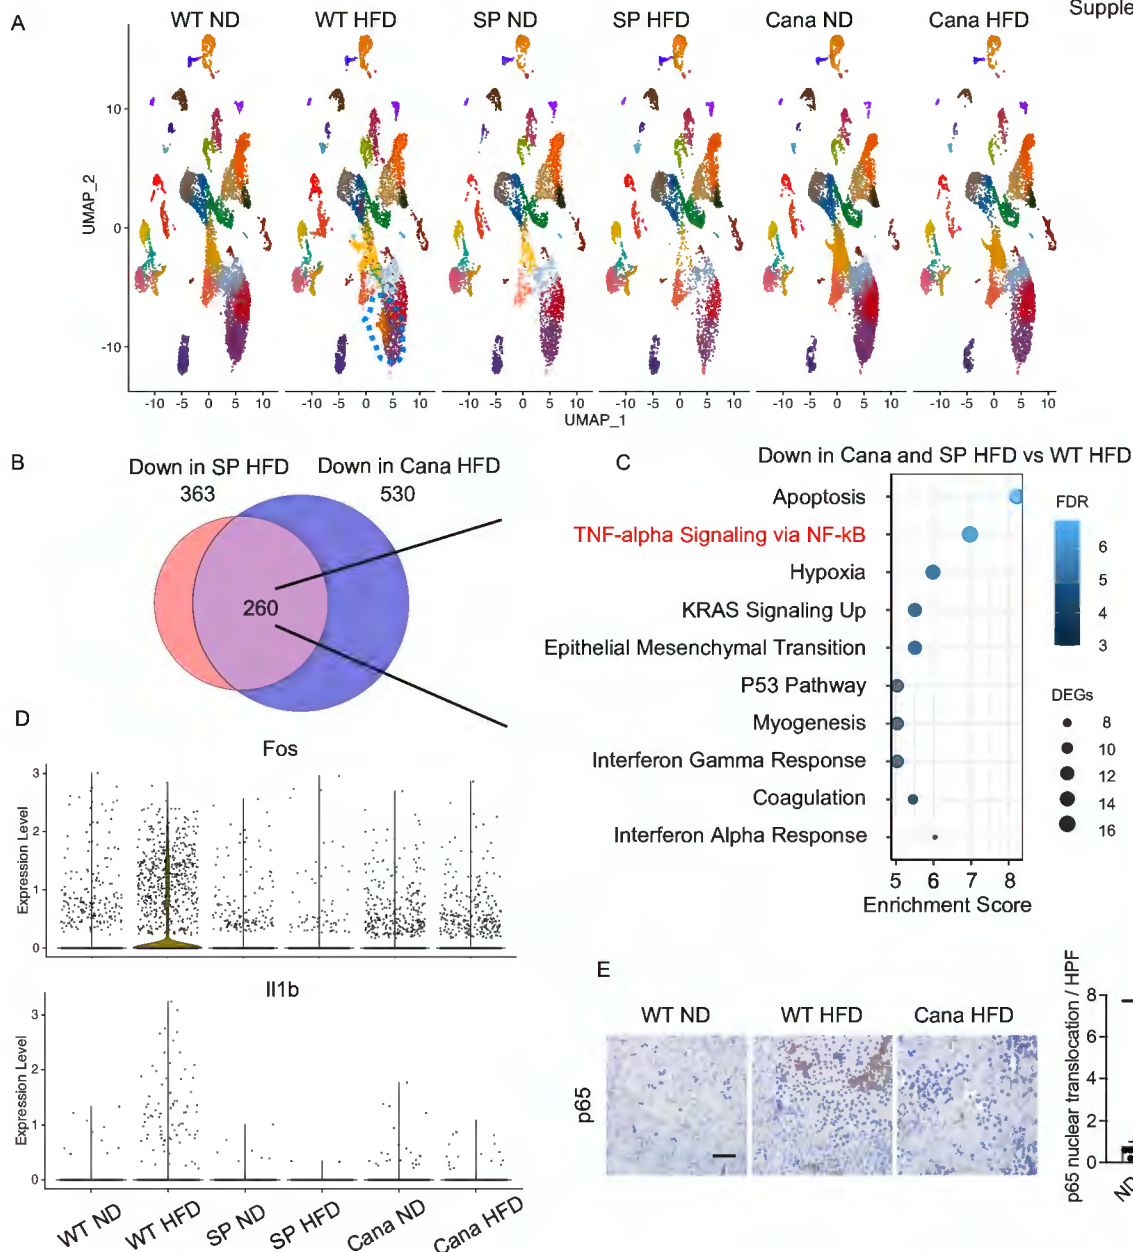

Supplemental Figure 14: Canagliflozin reduced NF- $\kappa$ B activation in PTCs.

(A) UMAP divided by experimental groups. PT-HFD of WT<sup>HFD</sup> is highlighted with a blue dotted line. (B) Venn diagram showing genes commonly downregulated in the PTCs of SP<sup>HFD</sup> and Cana-HFD compared to PTCs of WT<sup>HFD</sup>. (C) Bubble plot showing pathway enrichment; commonly downregulated pathways in the PTCs of SP<sup>HFD</sup> and Cana-HFD compared to PTCs of WT<sup>HFD</sup> (size of the dot indicates the number of differential expression genes and color indicates FDR value). (D) Violin plot showing *Fos* and *Il1b* expressions in PTCs across the groups. (E) Representative images of Immunohistochemistry of p65 in the kidney and quantification (right panel). Scale Bar 50m, ND-Placebo, n=11; ND-CANA, n=11; HFD-Placebo, n=9; HFD-CANA, n=12. One-way ANOVA \*  $P < 0.05$  by Tukey test.

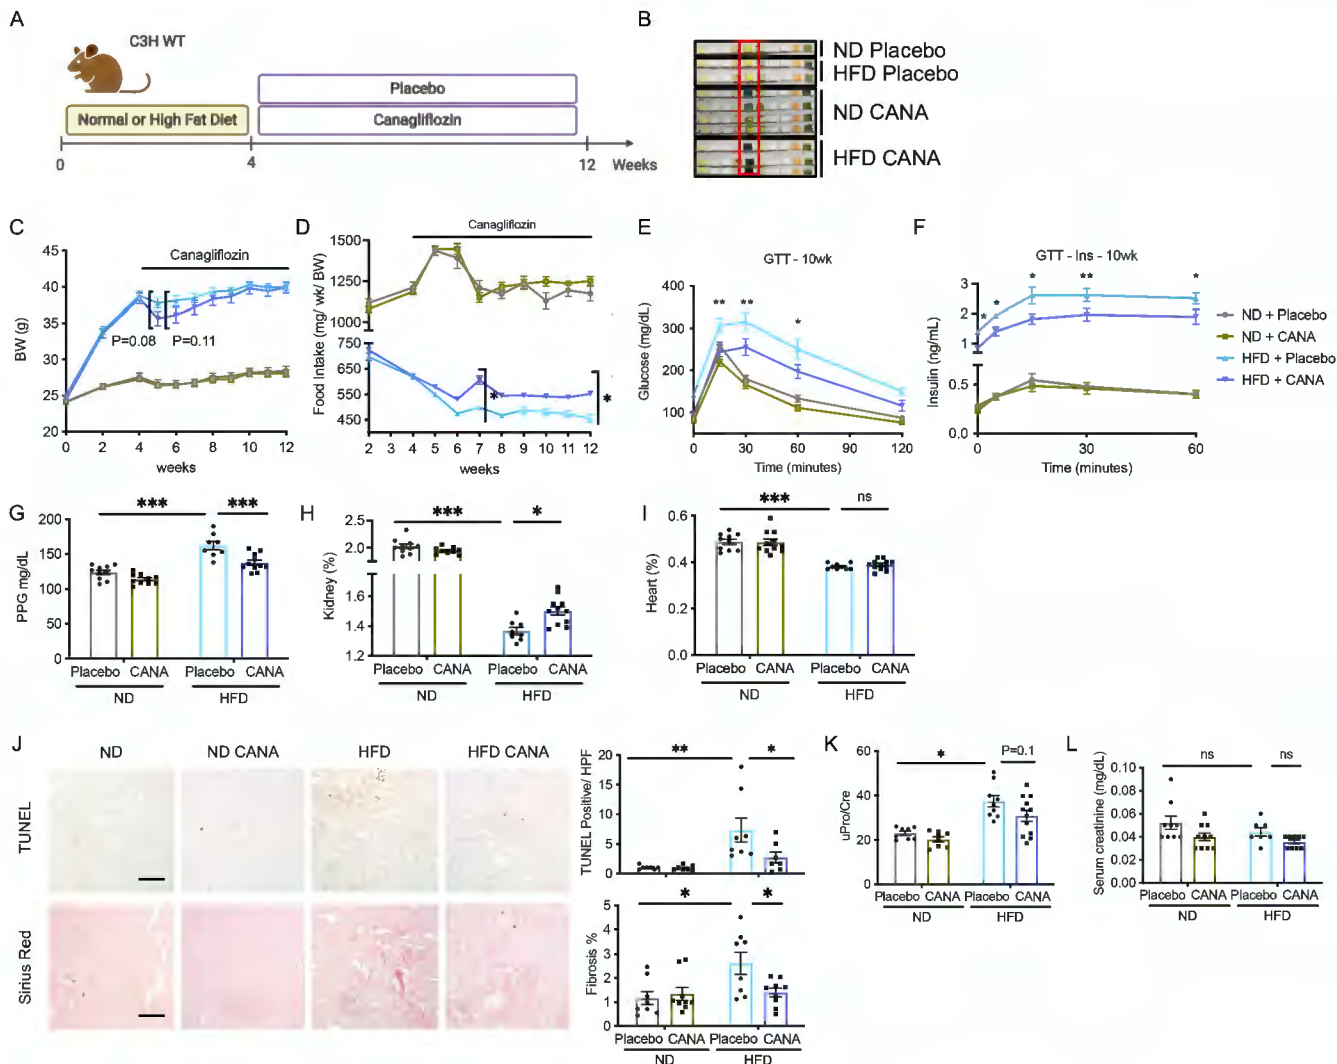

Supplemental Figure 13: Canagliflozin improved glucose intolerance and kidney injury

(A) Schematic of experimental protocol. (B) Urine strips. The red box shows portion of strip that detects glucose. Green color indicates high glucose in urine. Yellow color is negative. (C) Chronological body weight change. (D) Chronological changes in food intake. HFD elevated (E and F) glucose intolerance and insulin secretion. The elevations were improved by Cana (E and F). (G) Post-prandial blood glucose level. (H) Kidney weight, kidney weight to body weight ratio, (I) Heart weight and heart weight to body weight ratio. (J) Representative images of TUNEL staining and Sirius Red staining across groups. Right panel, quantification. (K) Urinary protein to creatinine ratio. (L) Serum creatinine level. Sample number; ND-Placebo, n=11; ND-CANA, n=11; HFD-Placebo, n=9; HFD-CANA, n=12. One-way (G-L) or Two-way ANOVA (C-F) \*\*\* P<0.001, \*\* P<0.01, \* P<0.05 by Tukey test.

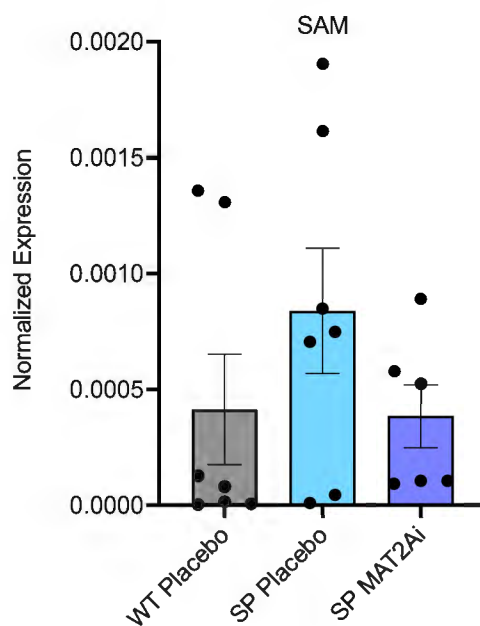

Supplemental Figure 12: Relative expression of SAM in renal cortex, WT-PL, n=7; SP-PL, n=7, SP-MAT2Ai LD, n=6.

Supplemental Figure 11  
Related to Figure 4

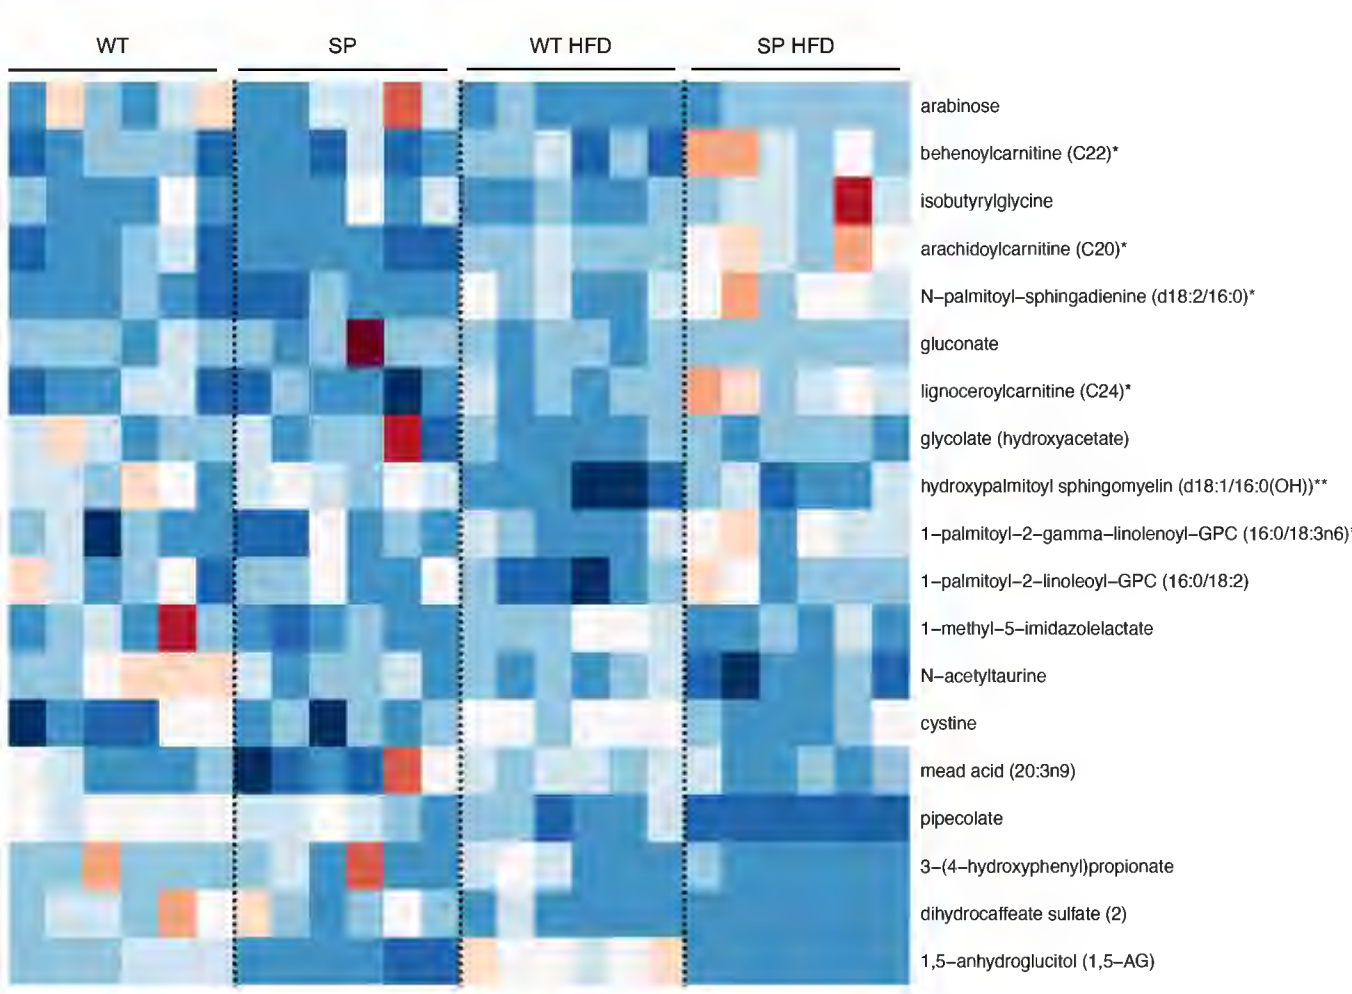

Supplemental Figure 11: Metabolomic data from serum  
Related to Figure 4.  
Heatmap of the untargeted metabolomics in the serum around the groups. The metabolites which are significantly different in comparison with WT-HFD and SP-HFD are shown. n=6 per group.

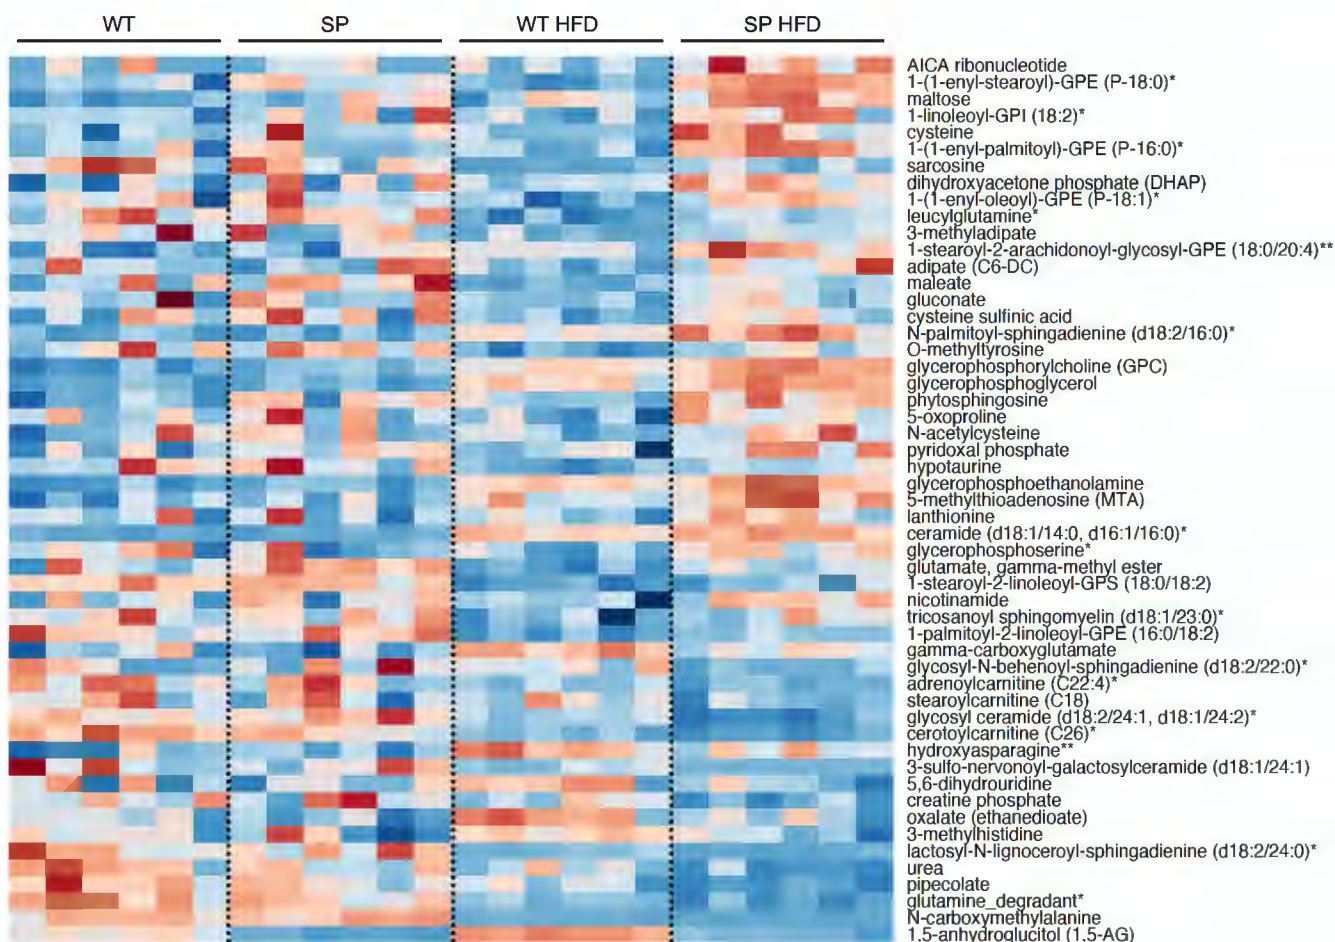

Supplemental Figure 10: Metabolomic data from renal cortex

Related to Figure 4.

Heatmap of the untargeted metabolomics in the renal cortex around the groups. The metabolites which are significantly different in comparison with WT-HFD and SP-HFD are shown. n=6 per group.

Supplemental Figure 9  
Related to Figure 3 and 8

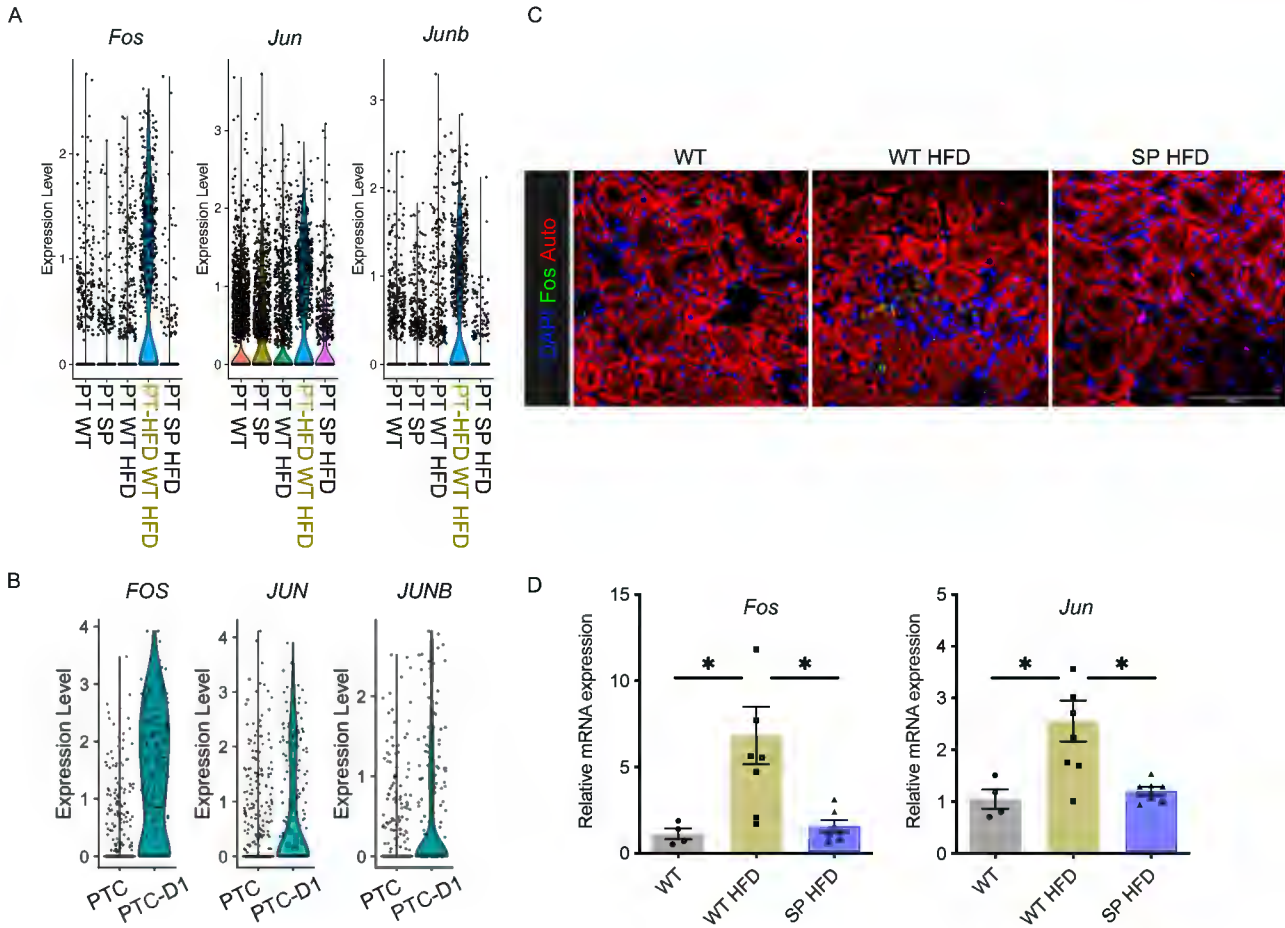

Supplemental Figure 9: AP-1 expression is upregulated in DKD  
Related to Figure 3 and 8.

Violin plot showing *Fos*, *Jun* and *Junb* upregulation in mouse PT\_HFD (A) and human PTC\_D1 (B). (C) Representative RNAscope image showing *Fos* expression. (D) Transcript levels of *Fos* and *Jun* in the renal cortex around groups. WT, n=4; WT-HFD, n=8; HFD, n=7. One-way ANOVA, \*\* P<0.01, \* P<0.05 by Tukey test.

Supplemental Figure 8  
Related to Figure 2, 3 and 4

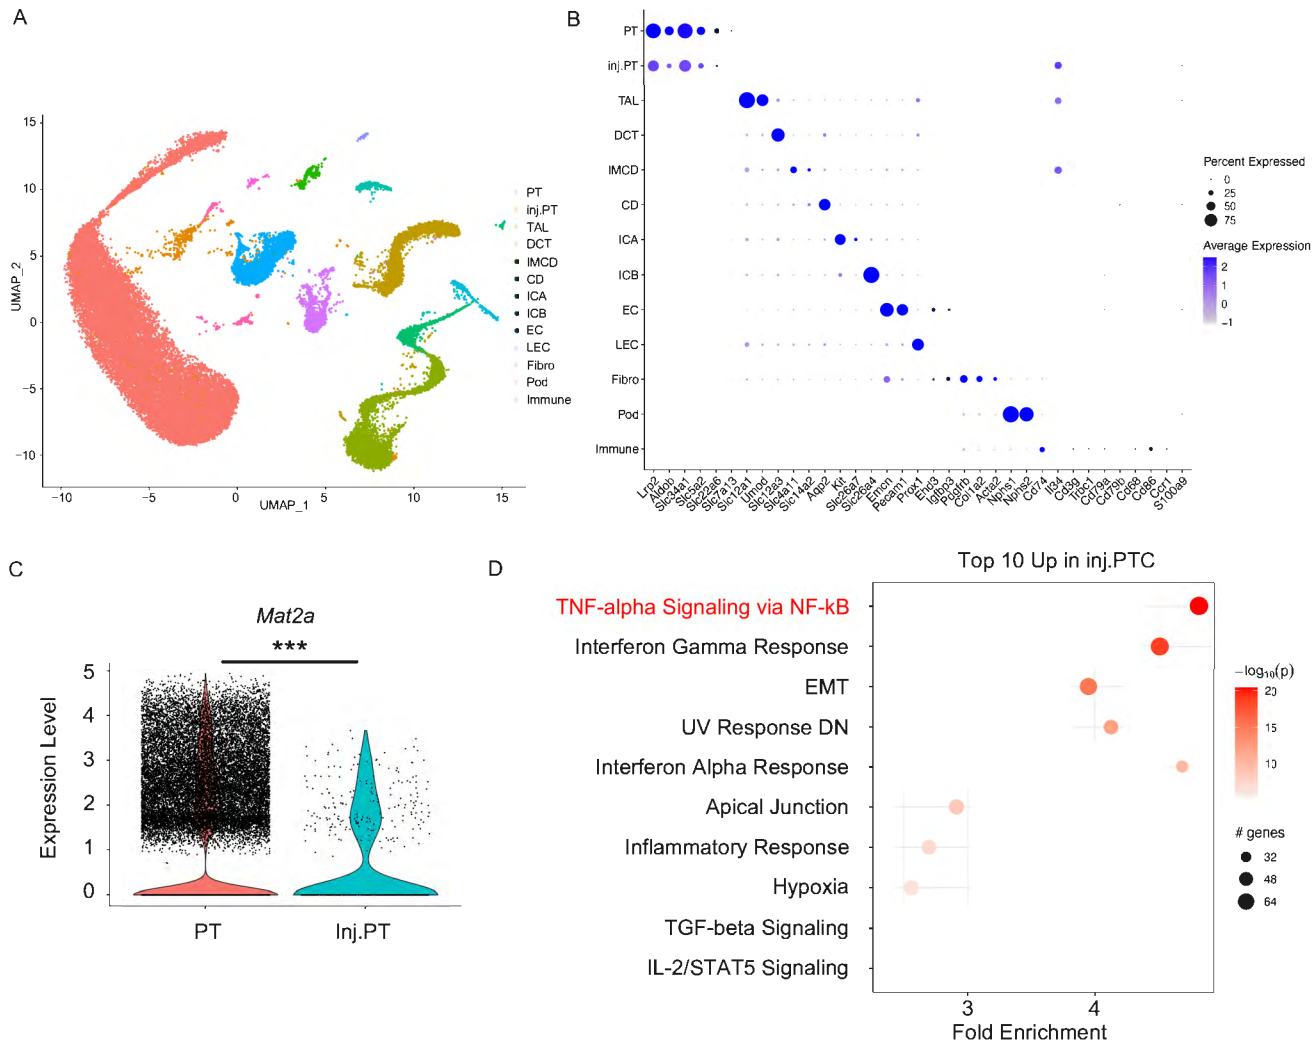

Supplemental Figure 8: Single cell RNA sequence in reported DKD model  
Related to Figure 2, 3 and 4.

(A) UMAP demonstrating 13 distinct cell types in kidney. (B) Bubble plots of cellular marker genes (size of the dot indicates the % positive cells and color indicates relative expression). (C) Violin plot showing *Mat2a* expression in PTC vs inj.PTC. (D) Bubble plot showing upregulated enrichment pathways in inj.PTC (size of the dot indicates the % positive cells and color indicates relative expression). \*\*\* Adjusted P<0.001.

Supplemental Figure 7

Related to Figure 2, 3 and 4

A

Up in dPT

| Term                                 | P-value           | Adjusted P-value |
|--------------------------------------|-------------------|------------------|
| Oxidative Phosphorylation            | 5.73E-46          | 2.86E-44         |
| Myc Targets V1                       | 1.76E-39          | 4.39E-38         |
| DNA Repair                           | 1.86E-15          | 3.10E-14         |
| Interferon Gamma Response            | 1.48E-10          | 1.85E-09         |
| Interferon Alpha Response            | 1.94E-09          | 1.94E-08         |
| Fatty Acid Metabolism                | 1.05E-08          | 8.76E-08         |
| p53 Pathway                          | 2.50E-07          | 1.79E-06         |
| Adipogenesis                         | 6.49E-07          | 4.06E-06         |
| Apoptosis                            | 1.37E-06          | 7.62E-06         |
| Cholesterol Homeostasis              | 4.52E-06          | 2.26E-05         |
| Androgen Response                    | 9.85E-06          | 4.48E-05         |
| Apical Junction                      | 1.09E-04          | 4.55E-04         |
| Estrogen Response Late               | 2.31E-04          | 8.90E-04         |
| Xenobiotic Metabolism                | 4.75E-04          | 0.00155391       |
| Glycolysis                           | 4.75E-04          | 0.00155391       |
| Coagulation                          | 4.97E-04          | 0.00155391       |
| Protein Secretion                    | 8.77E-04          | 0.00249005       |
| mTORC1 Signaling                     | 9.46E-04          | 0.00249005       |
| Allograft Rejection                  | 9.46E-04          | 0.00249005       |
| Reactive Oxygen Species Pathway      | 0.00130772        | 0.00326931       |
| Estrogen Response Early              | 0.00617022        | 0.01469101       |
| PI3K/AKT/mTOR Signaling              | 0.01304944        | 0.02965783       |
| E2F Targets                          | 0.01828509        | 0.03975019       |
| Pperoxisome                          | 0.02351096        | 0.04898117       |
| UV Response Up                       | 0.02518279        | 0.05036559       |
| <b>TNF-alpha Signaling via NF-kB</b> | <b>0.02993253</b> | <b>0.0554306</b> |
| Hypoxia                              | 0.02993253        | 0.0554306        |
| Myc Targets V2                       | 0.03780345        | 0.06750615       |
| Myogenesis                           | 0.04736055        | 0.07893424       |
| Epithelial Mesenchymal Transition    | 0.04736055        | 0.07893424       |

B

Up in aPT

| Term                                 | P-value         | Adjusted P-value |
|--------------------------------------|-----------------|------------------|
| Epithelial Mesenchymal Transition    | 9.32E-22        | 4.66E-20         |
| Interferon Gamma Response            | 1.97E-08        | 3.28E-07         |
| KRAS Signaling Up                    | 1.97E-08        | 3.28E-07         |
| Inflammatory Response                | 7.07E-08        | 8.84E-07         |
| <b>TNF-alpha Signaling via NF-kB</b> | <b>8.12E-07</b> | <b>6.76E-06</b>  |
| Estrogen Response Late               | 8.12E-07        | 6.76E-06         |
| Estrogen Response Early              | 7.92E-06        | 5.65E-05         |
| Interferon Alpha Response            | 2.37E-05        | 1.48E-04         |
| Angiogenesis                         | 5.22E-05        | 2.73E-04         |
| Apoptosis                            | 5.46E-05        | 2.73E-04         |
| Apical Junction                      | 1.74E-04        | 7.57E-04         |
| Coagulation                          | 1.82E-04        | 7.57E-04         |
| Hypoxia                              | 4.47E-04        | 0.00171764       |
| Complement                           | 0.0011          | 0.0039           |
| Myogenesis                           | 0.0056          | 0.0178           |
| UV Response Dn                       | 0.0057          | 0.0178           |
| Allograft Rejection                  | 0.0117          | 0.0344           |
| IL-6/JAK/STAT3 Signaling             | 0.0296          | 0.0823           |
| IL-2/STAT5 Signaling                 | 0.0419          | 0.1103           |

C

MAT2A

P=0.000119430913499472

Avg\_log2FC=-0.1010641

P=0.000338605

Avg\_log2FC=-0.235390215

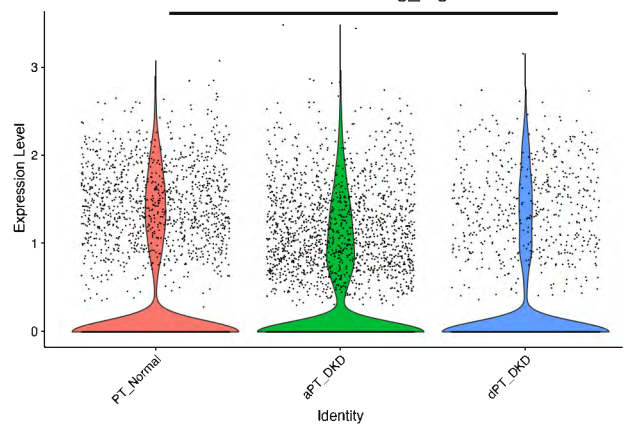

Supplemental Figure 7: Single cell RNA sequence in DKD patients of KPMP dataset.

Related to Figure 2, 3 and 4.

Pathway enrichment of dPT (A) and aPT (B). (C) Violin plot showing MAT2A expression in PT vs aPT and dPT.

Supplemental Figure 6  
Related to Figure 2, 3 and 4

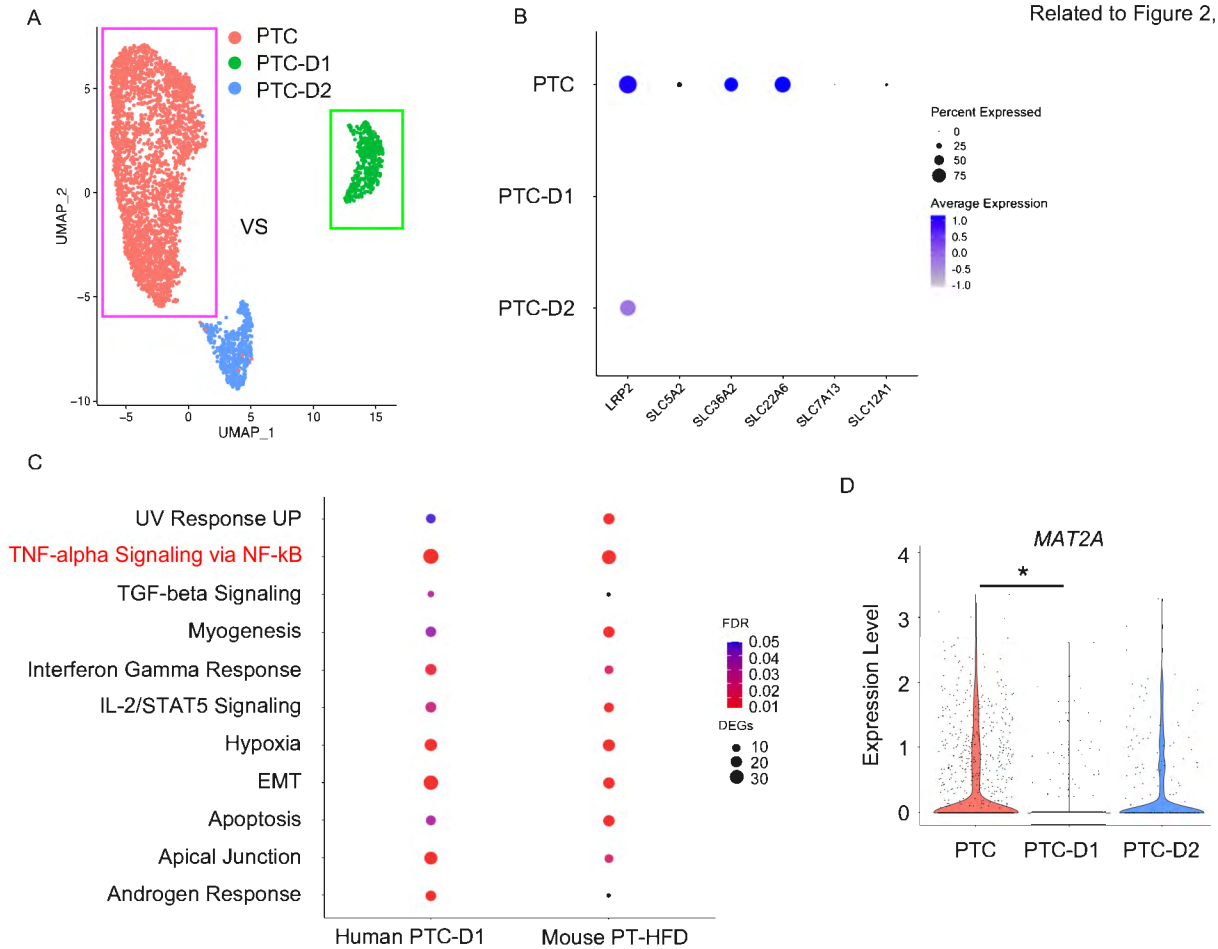

Supplemental Figure 6: Single nucleus RNA sequence in human DKD  
Related to Figure 2, 3 and 4.

(A) The UMAP of 3 distinct proximal tubular cell types. (B) Bubble plots of cellular marker genes (size of the dot indicates the % positive cells and color indicates relative expression). (C) Bubble plots of pathway enrichment of human PTC-D1 and mouse PT-HFD. (D) Violin plot showing *MAT2A* expression in PTC vs PTC-D1 and D2. \* Adjusted  $P < 0.05$ .

Supplemental Figure 5  
Related to Figure 3

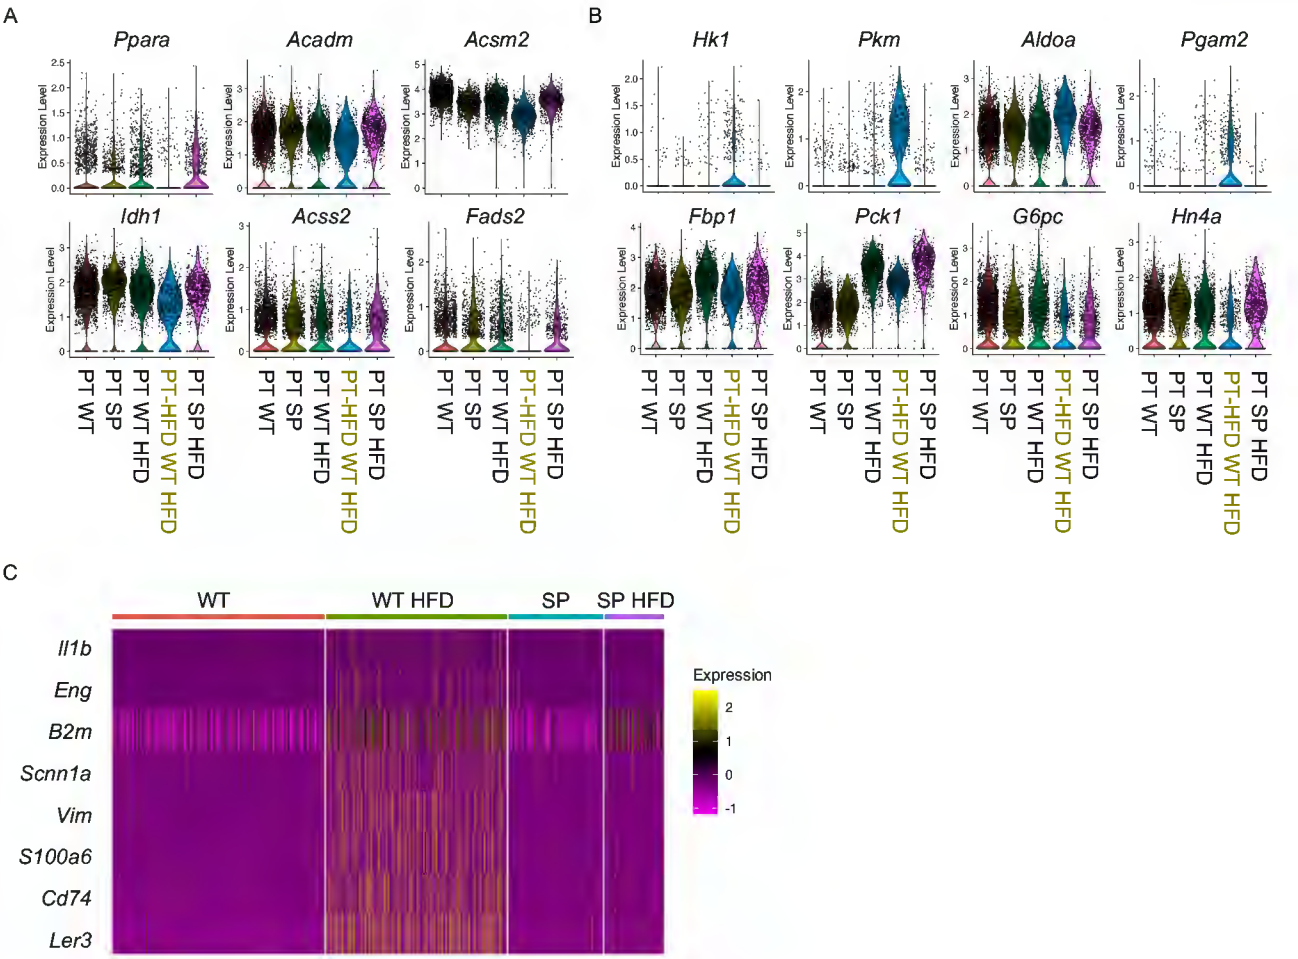

Supplemental Figure 5: Fatty acid and glucose metabolism is altered in PT-HFD  
Related to Figure 3.  
Representative gene expression related to (A) fatty acid oxidation and synthesis, (B) glycolysis and gluconeogenesis in PTC. (C) Heatmap of NF-κB target genes across groups.

A

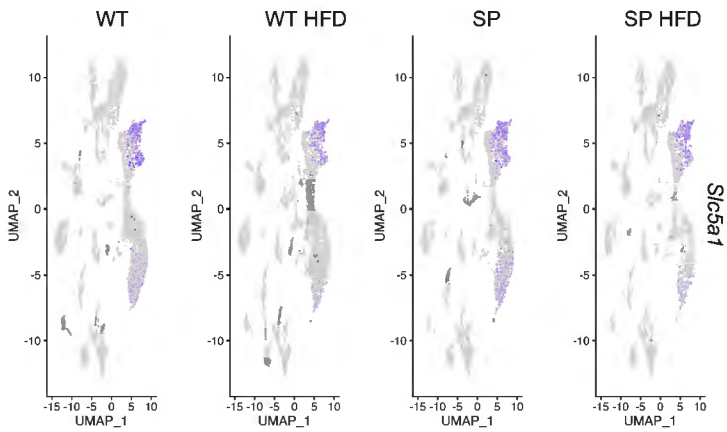

B

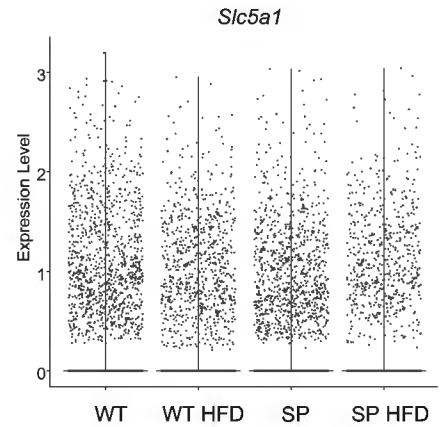

Supplemental Figure 4: SGLT1 expression across groups

Related to Figure 2.

Feature plot (A) and Violin plot (B) of *Slc5a1* gene expression, which encodes the SGLT1 co-transporter.

Supplemental Figure 3  
Related to Figure 2

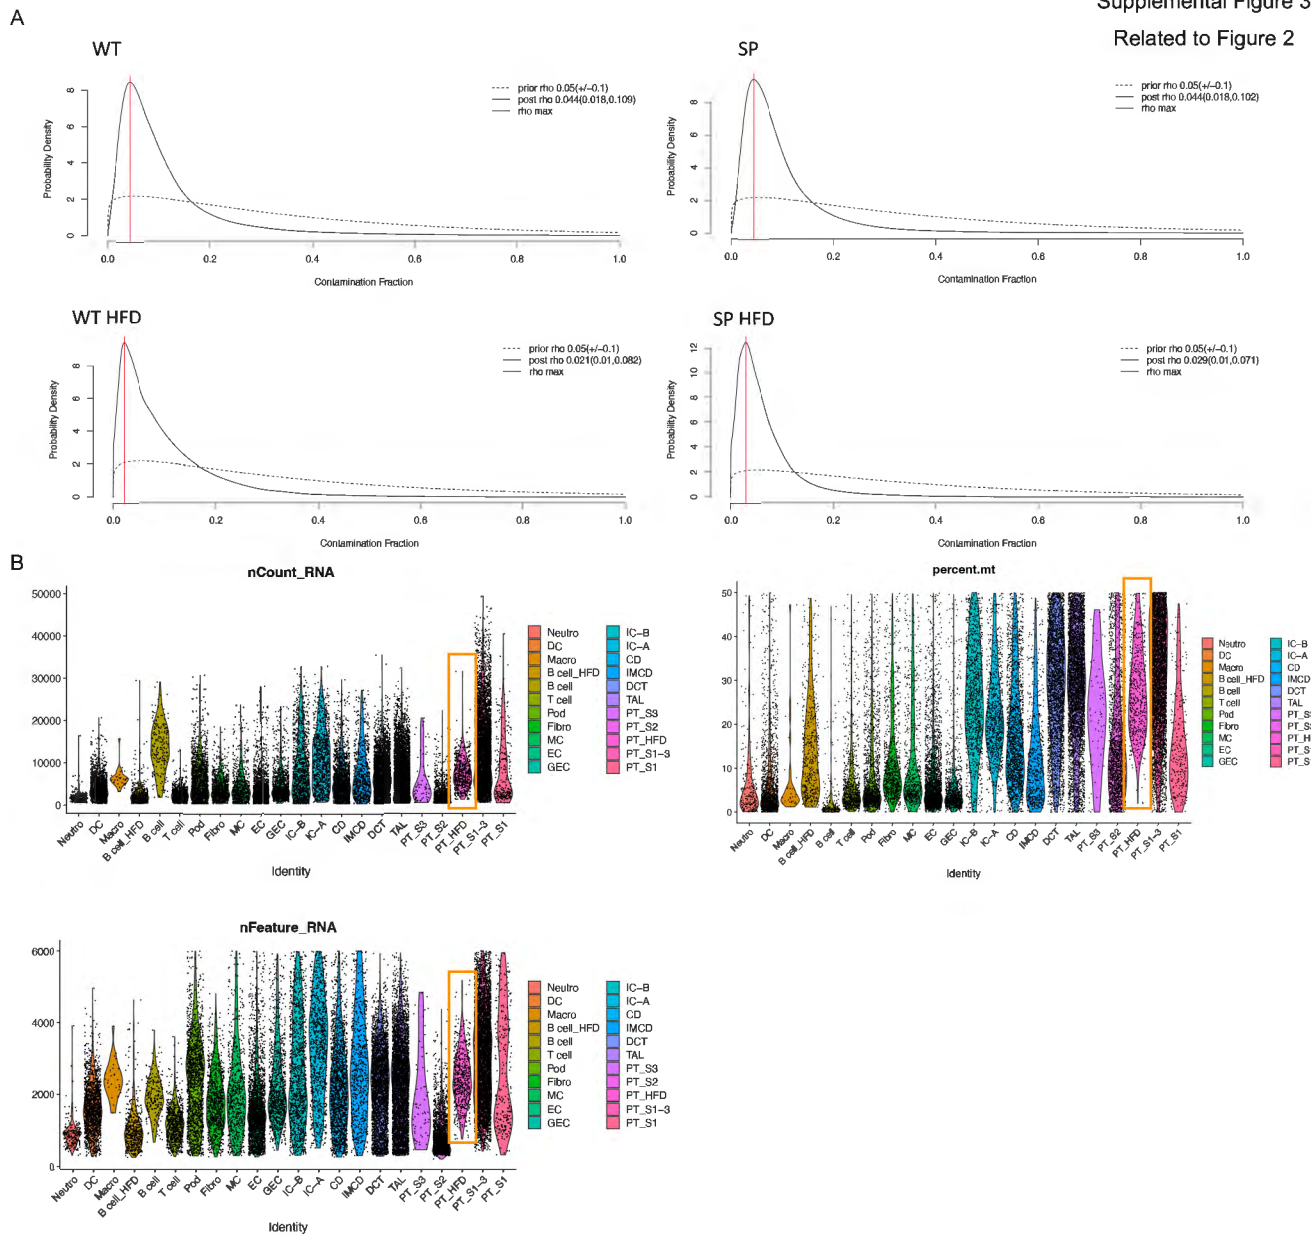

Supplemental Figure 3: Quality control metrics of scRNA-seq  
Related to Figure 2.  
(A) Distribution of ambient RNA contamination fraction ( $\rho$ ) before and after SoupX correction. (B) Quality control metrics (nCount\_RNA, percent.mt, and nFeature\_RNA) across cell clusters. PT-HFD is highlighted with an orange box.

Supplemental Figure 2  
Related to Figure 2

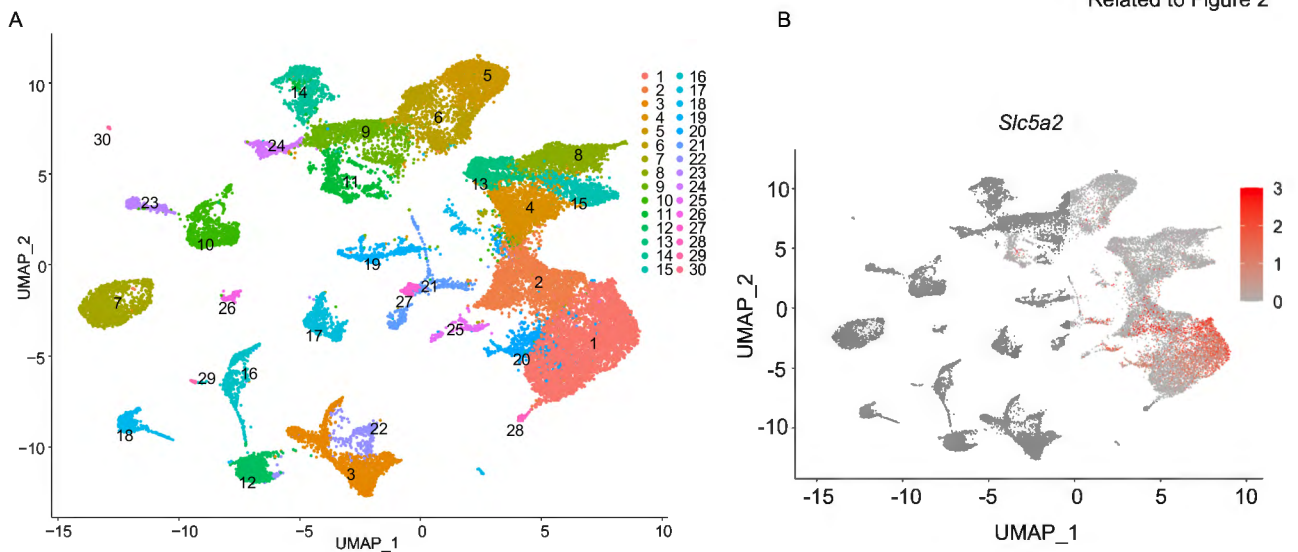

Supplemental Figure 2: SGLT2 expression across groups  
Related to Figure 2.  
(A) UMAP of 30 distinct cell types. (B) Feature plot of SGLT2.

Supplemental Figure1  
Related to Figure 1 and 3

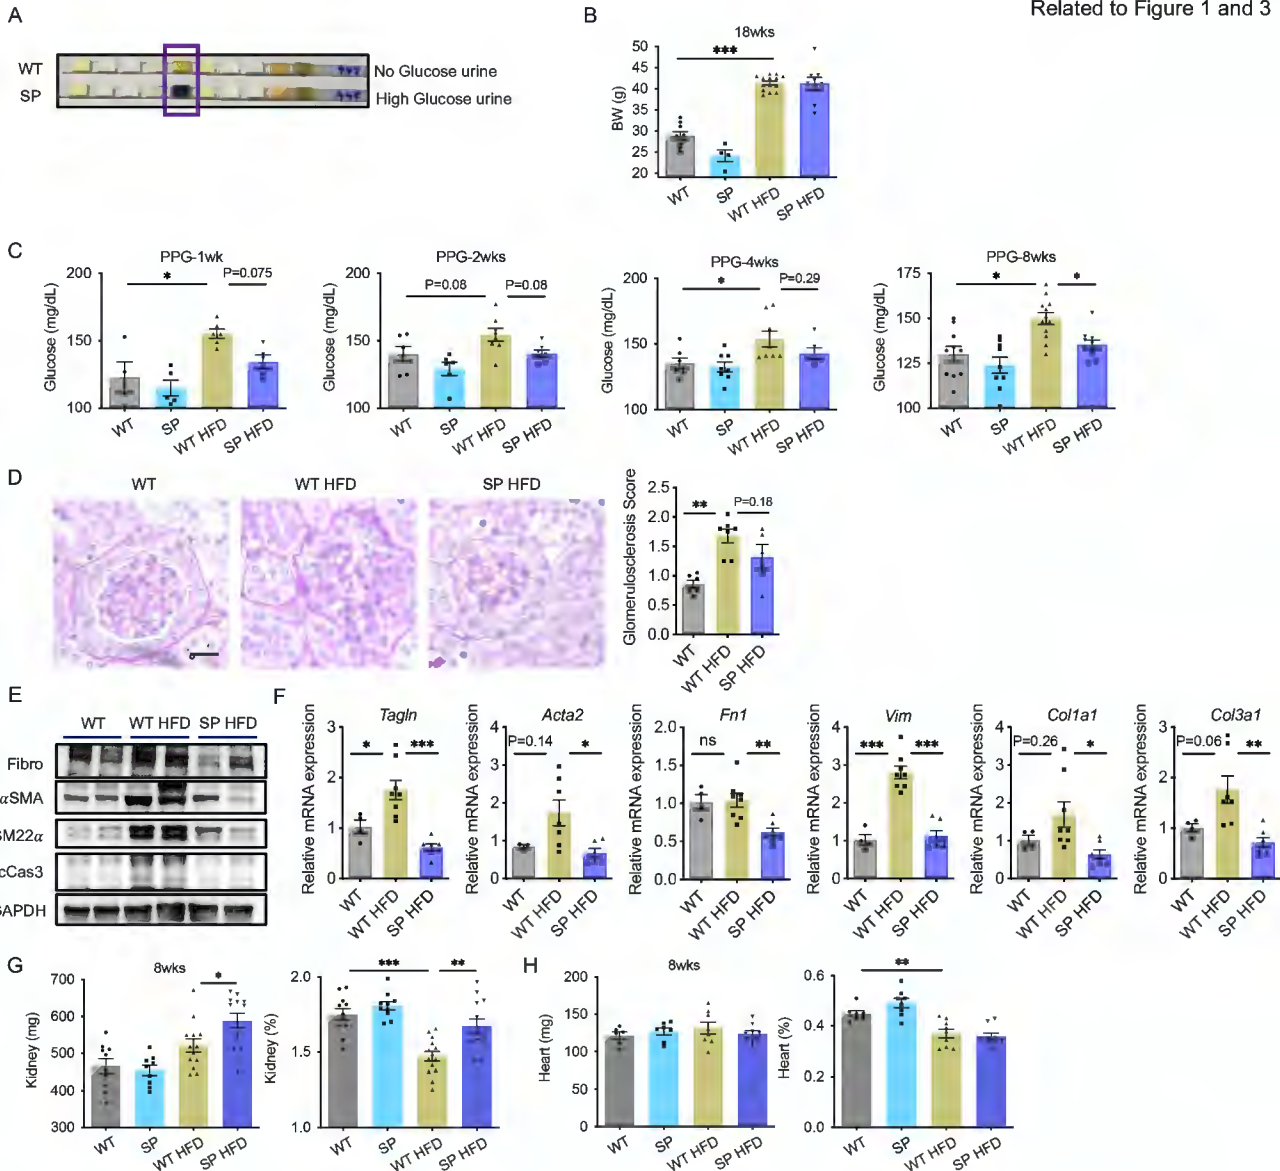

Supplemental Figure 1: Urine test, BW, glomerular injury scoring, fibrotic changes, kidney and heart size in mice at 8 or 18 week-feeding timepoint

Related to Figure 1 and 3.

(A) Urine strips. The purple box shows portion of strip that detects glucose. Green color indicates high glucose in urine. Yellow color is negative. (B) Body weight at 18 week-feeding timepoint. (C) Post-prandial blood glucose level at 1, 2, 4 and 8 week-feeding timepoint. (D) Representative image of Glomeruli across the group, Right panel, quantification. (E) Western blot analysis of tissue harvested from renal cortex across groups. (F) RT-PCR analysis of fibrotic genes in tissue isolated from the renal cortex across groups (G) Kidney weight, kidney weight to body weight ratio, (H) Heart weight and heart weight to body weight ratio at 8 week-feeding timepoint. Scale Bar, 100μm Sample number; WT-ND 8wks, n=10; SP-ND 8wks, n=9; WT-HFD 8wks, n=14; SP-HFD 8wks, n=13; WT-ND 18wks, n=9; SP-ND 18wks, n=4; WT-HFD 18wks, n=13; SP-HFD 18wks, n=9. One-way ANOVA \*\*\*P<0.001, \*\*P<0.01, \*P<0.05 by Tukey test. The GAPDH blot shown here is the same as that in Figure 3B

Supplemental Table 4

Primer sequence

|                                                                 |
|-----------------------------------------------------------------|
| Primer: mouse HPRT1 Forward: CAGTCCCAGCGTCGTGATTA               |
| Primer: mouse HPRT1 Reverse: TGGCCTCCCATCTCCTTCAT               |
| Primer: mouse ICAM1 Forward: TGGTCACCGTTGTGATCCCT               |
| Primer: mouse ICAM1 Reverse: CTCCACACTCTCCGGAACGAATA            |
| Primer: mouse IL-6 Forward: TCCAGTTGCCTTCTTGGGAC                |
| Primer: mouse IL-6 Reverse: GTGTAATTAAGCCTCCGACTTG              |
| Primer: mouse TNF Forward: CCCTCACACTCAGATCATCTTCT              |
| Primer: mouse TNF Reverse: GCTACGACGTGGGCTACAG                  |
| Primer: mouse CCL2 Forward: CAGCTCTCTCTTCCCTCCACCAC             |
| Primer: mouse CCL2 Reverse: GCGTTAACTGCATCTGGCTGAG              |
| Primer: mouse IL-1 $\beta$ Forward AGAAGAGCCCATCCTCTGTGACTCATGG |
| Primer: mouse IL-1 $\beta$ Reverse CACACACCAGCAGGTTATCATCA      |
| Primer: mouse Havcr1 Forward TCAGGAAGCTGAGCAAACATTA             |
| Primer: mouse Havcr1 Reverse AGTGCCATTCCAGTCTGGTT               |
| Primer: mouse Fn1 Forward ATGAGAAGCCTGGATCCCCT                  |
| Primer: mouse Fn1 Reverse GGAAGGGTAACCAGTTGGGG                  |
| Primer: mouse Tagln Forward CGGCCTTTAAACCCCTCACC                |
| Primer: mouse Tagln Reverse CATGTTGAGGCAGAGAAGGCT               |
| Primer: mouse ACTA2 Forward AGCCATCTTTCATTGGGATGG               |
| Primer: mouse ACTA2 Reverse CCCCTGACAGGACGTTGTTA                |
| Primer: mouse mCol3a1 Forward TGA CTGTCCCACGTAAGCAC             |
| Primer: mouse mCol3a1 Reverse GAGGGCCATAGCTGAACTGA              |
| Primer: mouse Forward CGATGGATTCCCGTTTCGAGT                     |
| Primer: mouse Reverse CGATCTCGTTGGATCCCTGG                      |
| Primer: human IL-6 Forward: GGTACATCCTCGACGGCATCT               |
| Primer: human IL-6 Reverse: GTGCCTCTTTGCTGCTTTCAC               |
| Primer: human IL-8 Forward: AAGGAAAAC TGGGTGCAGAG               |
| Primer: human IL-8 Reverse: ATTGCATCTGGCAACCCTAC                |
| Primer: human TNF Forward: CCCTCACACTCAGATCATCTTCT              |
| Primer: human TNF Reverse: GCTACGACGTGGGCTACAG                  |
| Primer: human CCL20 Forward: GGCGAATCAGAAGCAAGCAA               |
| Primer: human CCL20 Reverse: GGATTTGCGCACACAGACAA               |

|                                                         |
|---------------------------------------------------------|
| Primer: human Fibronectin Forward: CCGCCGAATGTAGGACAAGA |
| Primer: human Fibronectin Forward: TGTCAGAGTGGCACTGGTAG |
| Primer: human GAPDH Forward: CCTCAACGACCACTTTGTCA       |
| Primer: human GAPDH Reverse: TTACTCCTTGGAGGCCATGT       |

Supplemental Table 5

Antibody list

| Antibody                                                                                | Supplier                 | Catalog number |
|-----------------------------------------------------------------------------------------|--------------------------|----------------|
| Anti-Phospho-NF- $\kappa$ B p65                                                         | Cell Signaling           | Cat#3033       |
| NF- $\kappa$ B p65 (C22B4) Rabbit monoclonal Antibody                                   | Cell Signaling           | Cat# 4764      |
| Anti-TAGLN/Transgelin antibody                                                          | Abcam                    | Cat# ab14106   |
| SGLT2 Antibody                                                                          | GeneTex                  | Cat#GTX59872   |
| Anti-Fibronectin antibody                                                               | Sigma                    | Cat# F3648     |
| Anti-Actin, $\alpha$ -Smooth Muscle - Cy3 <sup>TM</sup> antibody                        | Sigma                    | Cat# C6198     |
| Cleaved Caspase-3 (Asp175) (5A1E) Rabbit mAb antibody                                   | Cell Signaling           | Cat#9664       |
| Mouse TIM-1/KIM-1/HAVCR Antibody                                                        | R and D Systems          | Cat#AF1817     |
| Rabbit Anti-GAPDH Monoclonal Antibody, Unconjugated, Clone 14C10                        | Cell Signaling           | Cat#2118       |
| Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594  | Thermo Fisher Scientific | Cat# A-21207   |
| DAPI                                                                                    | Sigma                    | Cat# D9564     |
| Recombinant Anti-Histone H3 (tri methyl K9) antibody [EPR16601] - ChIP Grade (ab176916) | Abcam                    | ab176916       |
| Tri-Methyl-Histone H3 (Lys27) (C36B11) Rabbit mAb                                       | Cell Signaling           | Cat# 9733      |
| Tri-Methyl-Histone H3 (Lys4) (C42D8) Rabbit mAb                                         | Cell Signaling           | Cat# 9751      |
| Rabbit (DA1E) mAb IgG XP <sup>®</sup> Isotype Control (CUT&RUN)                         | Cell Signaling           | Cat#66362      |
| Polycomb Group 2 (PRC2) Antibody Sampler Kit                                            | Cell Signaling           | Cat#62083      |

# Supplementary material for: SGLT2 inhibition protects kidney function by SAM-dependent epigenetic repression of inflammatory genes under metabolic stress
**Source:** J Clin Invest. 2025 Oct 1;135(19):e188933. doi: 10.1172/JCI188933

Related to Figure 1

KIM1

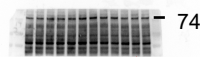

74

GAPDH

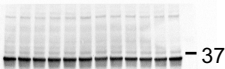

37

Related to Figure 3

P-p65

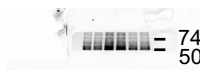

74  
50

p65

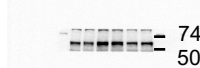

74  
50

GAPDH

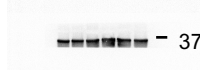

37

Related to Figure 7

P-p65

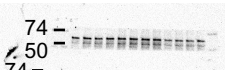

74  
50

p65

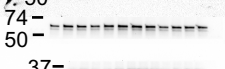

74  
50

GAPDH

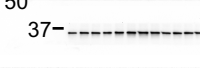

37

Related to Supplemental Figure 1

Fibronectin

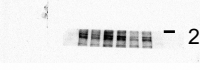

250

$\alpha$ SMA

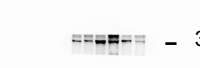

37

GAPDH

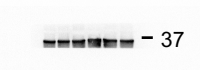

37

SM22 $\alpha$

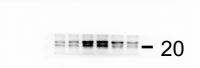

20

cCAS3

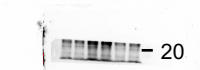

20

Related to Supplemental Figure 17

JARID2

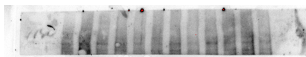

EZH1

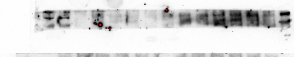

AEBP2

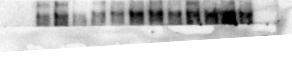

SUZ12

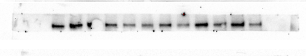

RING1B

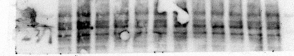

EZH2

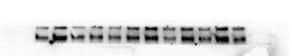

RING1A

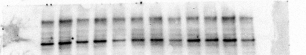

GAPDH

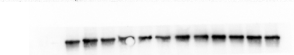

GAPDH

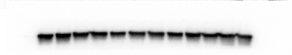

GAPDH

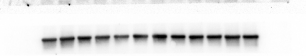

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

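Single-cell RNA-Seq of whole kidneys was analysed from 4 libraries, 1 library per condition (WT-ND, WT-HFD, SP-ND and SP-HFD, where SP is the SGLT2 mutant). The deposited files hold UMI counts per gene and barcode, which the authors made with Cell Ranger and deposited without normalization. All values are whole numbers and every barcode has at least 500 UMIs. No ambient correction or doublet removal is stated for the deposited counts. The depth is 93142028 UMIs in WT-ND, 115117649 in WT-HFD, 111617794 in SP-ND and 90728590 in SP-HFD. Genes were used by the Ensembl identifiers and symbols in the files. A symbol shared by more than 1 identifier (Aldoa) was assigned to the identifier with the most UMIs. No genome build is stated for these libraries and no coordinates were used.

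Cells with 200 to 5000 detected genes and under 50% mitochondrial UMIs were kept, as the paper's methods state, and genes in at least 3 cells. The scDblFinder and SoupX packages were not available. Doublets were scored in each library by the share of simulated doublets among the 50 nearest neighbours in 30 principal components of 2000 variable genes, and the top-scoring 0.8% per 1000 cells of the library were removed. The paper's manual removal of cells with combinations of markers was not repeated. Kept cells were log-normalized and integrated across the 4 libraries by anchor-based CCA (2000 features, 50 dimensions) and clustered by the Louvain method at a resolution of 0.5 on 50 principal components, with R 4.3.3, Seurat 5.3.0, SeuratObject 5.2.0 and Matrix 1.6.5. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Seeds were fixed.

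The marker lists of 15 cell classes, the 9 PT-HFD markers, the named genes, the comparisons and the alternative settings were fixed before the data were examined. The named genes are the 51 genes that the paper names for these data or for pathways tied to them, and, between libraries, the 5 genes with the largest and the 5 with the smallest log2 ratio among genes with at least 100 CPM in a library. Named genes were left out of the clustering features, so that their values did not define the clusters. A cluster took the name of the class with the highest mean log2 ratio of markers against all other cells, if that mean was at least 1, at least 3 markers were detected, no other class had more markers among the top 10 genes of at least 50 CPM, and a cluster of low depth had a marker of its own among them. The candidate for the paper's PT-HFD cluster was the cluster with the highest mean of the PT-HFD markers among clusters with proximal tubule markers above 0 and at least 1% of kept cells. That cluster met the rule for mesangial cell or fibroblast, and the candidate rule took precedence. The thresholds for names and for the candidate were set after the clusters had been seen. The proximal tubule-like cells were also clustered on their own.

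Levels are pooled counts per group, given as CPM with exact Poisson 95% intervals. Ratios are on the log2 scale with exact conditional binomial intervals, and shares of cells have Clopper-Pearson intervals. A count of 0 was given a floor of 3 counts in the gene lists. Gene lists (the 8 genes of Supplemental Figure 5C, the 3 AP-1 genes and the 5 cytokine genes of Figure 3C) are summarized by their median log2 ratio, with an interval from 1000 Poisson resamples. Percentiles among 10000 random lists of genes of like expression were computed but are not given, because the paper reports these genes from the same libraries. With 1 library per condition there is no replicate error within a condition, and a diet effect that differs by genotype cannot be tested. An additive model of diet and genotype over the 4 libraries was not fitted. No p-value, standard error or count of changed genes is given, and all intervals cover counting error only. Detection was compared after each cell was thinned to 1000 UMIs.

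The computations were checked on simulated data. The counts were drawn from the Poisson model that the intervals assume, so coverage near 95% was built in. It does not bear on differences between cells, mice or preparations. In counts simulated for 6529 genes with 200 changed genes, 95.1% of the intervals held the true ratio, all 200 changed genes had the right direction and the median absolute error was 0.0490. A simulated mix with 60% of one profile was fitted at 59.96%, with 0 genes above every source in the mix and 20 of 20 raised genes found. This was an exact mix of the pooled profiles of PT-like and remaining WT-HFD cells, a simpler case than the data.

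The number of cells and clusters, the candidate shares, the depth of the candidate cells, the ratios of named genes and the gene lists were recomputed without integration, at a resolution of 1.0, under 30% mitochondrial UMIs, with at least 1000 UMIs per cell, with 1.6% per 1000 cells removed as doublets, with doublets kept and no integration, with up to 6000 genes and no integration, and with named genes kept and no integration. The limits on mitochondrial UMIs, on UMIs per cell and on doublets were applied to the same clusters. The share of B cell-like cells was recomputed without integration only, and other shares of classes, levels by class, detection after thinning and the tests of explanations in 1 setting. Ratios were also computed over all genes but the mitochondrial ones, as a mean over cells of counts per 10000, after subtraction of 5% or 10% of UMIs as ambient RNA with the library's mean profile, on thinned cells, and without the candidate cells. Pathway enrichment was left out because the Hallmark sets were not held. The bulk, CUT&RUN, metabolomic and human data of the paper were not used here.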

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

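Of the tests below, the comparison within the largest PT-like cluster was split by gene, and the tests on segment markers and on Mzb1 were chosen, only after the result had been seen; the tests on thick ascending limb and on macrophage and B cell markers were set before theirs.

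HFD moved 9 of the 51 named genes in opposite directions in WT and SP, over PT-like and candidate cells, each beyond counting error and also with the candidate cells left out. The log2 ratio of HFD to ND was -0.65 in WT and 0.77 in SP for Slc5a2, -1.08 and 0.09 for Slc7a13, 2.12 and -0.33 for Slc12a1, -0.28 and 0.05 for Acadm, and -0.78 and 0.24 for Acsm2. It was 2.19 and -0.97 for Cd74, 1.52 and -0.22 for Junb, -0.24 and 0.11 for Malat1, and 0.49 and -0.52 for Icam1. Slc22a6, Aldoa and Jun moved in opposite directions only with the candidate cells included. The difference between the genotypes was not tested, because each condition has 1 library.

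Within the largest PT-like cluster alone, 4 of the 9 genes (Slc5a2, Acsm2, Junb and Malat1) still moved in opposite directions beyond counting error, which argues against another make-up of PT-like clusters as the whole cause for them. The other 5 (Slc7a13, Slc12a1, Acadm, Cd74 and Icam1) no longer did, and for these a different make-up of PT-like clusters in each library is a candidate explanation. Cd74 rose in both genotypes within that cluster, by 2.66 in WT and 1.56 in SP. For Slc5a2, another share of segments S1 and S2 was also tested: the highest of the 5 segment markers rose by 0.16 in SP, against 0.77 (0.63 to 0.91) for Slc5a2, which argues against it. The size of the SP change depends on the mitochondrial limit, since it was 0.26 under 30% mitochondrial UMIs.

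For Cd74, free RNA of macrophages, dendritic cells and B cells was tested by their markers in the PT-like cells without the candidate cells. The median log2 ratio of the diet was 2.15 in WT and 2.20 in SP, with 0.52 the lowest in SP. Cd74 fell in SP with and without the candidate cells, which this source alone would not give. Within the largest PT-like cluster, however, Cd74 rose by 2.66 in WT and 1.56 in SP, and the markers were not computed there. Free RNA beside a different make-up of PT-like clusters thus stays open for Cd74. For Slc12a1, the thick ascending limb markers had a median of 1.14 in WT and -0.0162 in SP, where they ran from -0.41 to 0.30. Free RNA of thick ascending limb cells and a change in the PT-like cells cannot be told apart for Slc12a1, because the markers went both ways in SP. A difference in how the diet acts in each genotype, differences between single mice and differences in the handling of each library stay open for all 9 genes and were not tested.

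The share of cells in a cluster of B cell-like cells, which the paper's text does not discuss, was higher on HFD in both genotypes. It was 4.02% (95% interval 3.63 to 4.45) in WT-HFD against 1.21% (1.00 to 1.44) in WT-ND, and 2.59% (2.23 to 2.99) in SP-HFD against 0.704% (0.514 to 0.941) in SP-ND. Without integration the shares were 2.09%, 1.18%, 2.61% and 0.720%, so the WT-HFD share depends on the integration and the direction of both differences does not. Immunoglobulin genes and Mzb1 lead this cluster, so free immunoglobulin RNA in droplets of other cells was tested with Mzb1, which encodes no immunoglobulin, over all kept cells and without use of the clusters. In WT-HFD, 64 cells held at least 10 Mzb1 UMIs where a Poisson draw by depth gives 0.113, and in SP-HFD 109 cells where it gives 0.788. In WT-ND 25 cells held as many, and in SP-ND 1. This argues against spread of free RNA as the source of these cells, of which 63 lie in the WT-HFD cluster. The test does not reach the other 297 of its 360 cells, because too few Mzb1 UMIs are in each cell. Over the whole WT-HFD cluster, Mzb1 was in 65.8% of cells, against 3.17% of other kept cells. The median depth was 2697.5 and 4656 UMIs, in the same order. Ms4a1, not among the cluster's top 10 genes, was in 12.8% against 0.0932%. These shares argue against evenly spread free RNA as the source of the cluster as a whole. They include the 63 cells. For each single cell of the 297, free immunoglobulin RNA and a B cell or plasma cell cannot be told apart. A limit of 3 UMIs, tried first, gave 148 cells against 407 in WT-HFD and 123 against 621 in SP-HFD. It could not separate spread from concentration in these libraries. On ND it gave more cells than the draw, 34 against 3.05 in WT-ND and 7 against 0.0142 in SP-ND. The values are consistent with plasma cells among the cells of at least 10 Mzb1 UMIs, in WT-ND as in both HFD libraries, as a hypothesis. A diet effect, chance differences between mice and the handling of the libraries stay open with 1 library per condition.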

How the results depend on the processing

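Every alternative reported here was set before the data were examined. No paired analysis or leave-one-out was made, because each condition has 1 library, and no result has a test or a threshold. The cause of the changes below was not tested, except where the setting itself removes cells.

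The number of cells kept fell from 32280 to 21035 under 30% mitochondrial UMIs, which removes cells by construction. It lay between 28339 and 34789 in the other alternatives, and the number of clusters between 29 and 39.

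The share of candidate cells was highest in WT-HFD in every alternative. In WT-HFD it moved from 14.15% to 32.3% without integration, 11.98% at resolution 1.0, 11.3% (11.34%) under 30% mitochondrial UMIs and 11.3% (11.32%) with 1.6% per 1000 cells removed as doublets. It was 30.6% with doublets kept and no integration, 30.2% with up to 6000 genes and no integration, 27.4% with named genes kept and no integration, and 40.3% of PT-like and candidate cells. In WT-ND, in the order no integration, resolution 1.0, at least 1000 UMIs, up to 6000 genes and no integration, and named genes kept and no integration, it was 0.202%, 0.574%, 0.984%, 0.190% and 0.141%, and 4.27% of PT-like and candidate cells. In SP-ND the same settings gave 0.0313%, 0.360%, 0.897%, 0.0305% and 0.0626%, with 0.933% when doublets were kept without integration and 5.56% of PT-like and candidate cells. In SP-HFD, no integration gave 0.256%, resolution 1.0 0.185%, at least 1000 UMIs 0.379%, named genes kept and no integration 0.0427%, and the PT-like denominator 7.36%.

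The median UMIs of the WT-HFD candidate cells moved from 6063 to 3816 without integration, 6894.5 at resolution 1.0, 4739.5 under 30% mitochondrial UMIs, 4737.5 at the higher doublet rate, 4713 with doublets kept and no integration, 3907 with up to 6000 genes and no integration, and 3983 with named genes kept and no integration. Detected genes moved from 1851.5 to 1284.5, 1986.5, 1638.5, 1526, 1529, 1321 and 1336 in the same order. The mitochondrial share moved from 29.6% to 28.3% without integration, 22.97% under 30% mitochondrial UMIs, 27.9% with doublets kept, 28.1% with up to 6000 genes and 28.6% with named genes kept, the last 3 without integration.

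The median log2 ratio of the 8 genes of Supplemental Figure 5C between WT-HFD and WT-ND was above 0 in every alternative. It moved from 3.30 to 4.06 without integration, 3.73 at resolution 1.0, 2.69 under 30% mitochondrial UMIs, 3.59 with at least 1000 UMIs, 2.88 at the higher doublet rate, 2.33 with doublets kept, 3.83 with up to 6000 genes, 4.07 with named genes kept, 2.25 as a mean over cells, 6.30 and 7.60 after 5% and 10% ambient subtraction, and 1.78 without the candidate cells. Between SP-HFD and WT-HFD it was below 0 in every alternative, and moved from -1.74 to -2.35 without integration, -2.51 at resolution 1.0, -1.59 under 30% mitochondrial UMIs, -2.01 at the higher doublet rate, -2.54 with up to 6000 genes, -2.33 with named genes kept, -1.52 as a mean over cells, -4.42 and -6.26 after ambient subtraction, -2.13 on thinned cells and -0.65 without the candidate cells.

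The median of the 3 AP-1 genes between candidate and PT-like cells stayed above 0. It moved from 2.27 to 2.60 without integration, 2.91 at resolution 1.0, 1.78 under 30% mitochondrial UMIs, 2.51 at the higher doublet rate, 2.41 with doublets kept, 2.499 with up to 6000 genes, 2.47 with named genes kept, 1.06 as a mean over cells, 2.78 and 3.76 after ambient subtraction, and 1.05 on thinned cells. The median of the cytokine genes between SP-HFD and WT-HFD, -0.14 with Tnf at a floor of 3 counts, was -1.02 with doublets kept, -1.81 as a mean over cells, -1.85 after 10% ambient subtraction and -1.56 on thinned cells, while it was 0.32 at resolution 1.0 and 0.29 after 5% ambient subtraction, so its sign is not settled. Between SP-HFD and WT-HFD, Fos, Jun and Junb were each below 0 with the candidate cells and above 0 without them, both beyond counting error.

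Of 51 ratios of single genes, those outside the counting interval of the reported value numbered 25 without integration, 19 at resolution 1.0, 40 under 30% mitochondrial UMIs, 6 with at least 1000 UMIs, 25 at the higher doublet rate, 25 with doublets kept, 26 with up to 6000 genes, 25 with named genes kept, 1 without mitochondrial genes and 39 as a mean over cells. They numbered 39 of 50 on thinned cells, 19 of 30 without the candidate cells, and 17 of 42 and 12 of 34 after 5% and 10% ambient subtraction. No ratio of at least 1 on the log2 scale changed sign. B2m between SP-HFD and WT-HFD (0.07) changed sign in 6 alternatives, the lowest -0.10. Mat2a between SP-HFD and WT-HFD became -0.10 without the candidate cells, and Malat1 between SP-ND and WT-ND became 0.27 under 30% mitochondrial UMIs. After ambient subtraction, genes left with fewer than 3 UMIs in a group have no value.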

Differences from the paper's values

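The log2 ratios of Supplemental Table 1 are compared on the paper's scale, the log2 of the mean over cells of counts per 10000 plus 1. The paper does not state whether its ratios are within WT-HFD or over all libraries. The values here are within WT-HFD, so a gap may come in part from the cells compared. Of the 17 genes compared, 6 were within counting error of the paper's value: Ppara (-0.26 against the paper's -0.30), G6pc (-0.73 against the paper's -0.69), Hnf4a (-0.56 against the paper's -0.62), Pkm (1.12 against the paper's 1.21), Jun (0.63 against the paper's 0.66) and Mat2a (-0.28 against the paper's -0.36). The other 11, given below, differed from it by more than counting error. The alternatives named here were set before the data were examined.

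The share of PT-HFD cells in WT-HFD was 14.15% against about 7% in Figure 2D of the paper, read by eye. None of the 8 alternatives that change the cells or clusters closed the gap, and they lay between 11.3% and 32.3%. None of them repeats the paper's manual removal of cells with combinations of markers, and the clusters were made without an ambient correction. The part of these steps in this gap and in the gaps below was therefore not tested.

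For Lrp2, the log2 ratio was -0.99 against the paper's -0.80. Under 30% mitochondrial UMIs it was -0.83, within counting error of the paper's, and the other 7 alternatives, from -1.04 to -0.98, did not close the gap. For Slc5a2, the ratio was -0.66 against the paper's -0.78. It came within counting error of the paper's with doublets kept and no integration (-0.76), with up to 6000 genes and no integration (-0.82) and with named genes kept and no integration (-0.73), and not in the other 5. For Hk1, the ratio was 0.36 against the paper's 0.46. No integration (0.45), resolution 1.0 (0.44), doublets kept (0.49), up to 6000 genes (0.47) and named genes kept (0.45), the last 3 without integration, closed the gap, and the other 3 alternatives, from 0.31 to 0.38, did not. For Fos, the ratio was 0.66 against the paper's 1.14, and resolution 1.0 (1.098) alone of the 8 alternatives closed the gap.

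No alternative closed the gap for 7 other genes. For Slc22a6, the ratio was -0.69 against the paper's -0.39, with alternatives from -0.84 to -0.58. For Slc12a1, it was 1.18 against the paper's 1.54, with alternatives from 1.08 to 1.30 on the integrated clusters and from 1.89 to 1.98 without integration. For Umod, it was 1.43 against the paper's 2.15, with alternatives from 1.30 to 1.55 and from 2.503 to 3.15 in the same way. For Acadm, it was -0.53 against the paper's -0.35, and for Acsm2 -1.02 against the paper's -0.77. For Junb, it was 0.68 against the paper's 0.84, and for Malat1 -0.33 against the paper's -0.78.

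Some directions also differ from the paper's statements. The paper states that Slc5a1 did not change among the groups. Its log2 ratio of HFD to ND was -0.68 in WT and -1.09 in SP, and that of SP to WT on ND was 0.53. Each was beyond counting error, with values from -0.35 to -1.17 for the SP diet ratio over the alternatives. Slc5a1 was also lower on HFD over all kept cells of both genotypes. A shift across the whole library and a change in PT-like cells therefore cannot be told apart. The paper states that Mat2a was higher in PTCs of SP-HFD than of WT-HFD; its log2 ratio was 0.07 (-0.01 to 0.15), within counting error, and -0.10 without the candidate cells. On thinned cells it reached 0.22. The paper states that Mtor and Malat1 were higher in PTCs of SP mice; on ND their log2 ratios of SP to WT were -0.35 and -0.12, and Malat1 rose to 0.27 under 30% mitochondrial UMIs. On HFD both were higher in SP.

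The paper states that several NF-κB target genes with Il1b were not increased in PTCs of SP-HFD. Between SP-HFD and SP-ND, over PT-like and candidate cells, 5 of the 8 genes of Supplemental Figure 5C were higher beyond counting error. They were Il1b (2.88), Eng (0.89), B2m (0.69), Ier3 (0.44) and S100a6 (0.32). Scnn1a (-0.05) and Vim (0.16) were within counting error, and Cd74 was lower (-0.97). Leaving out the candidate cells of SP-HFD took Eng from 28 to 13 UMIs and S100a6 from 271 to 202. The rise of Eng and S100a6 may thus depend on these cells. Il1b kept its 30 UMIs. Against WT-HFD, 7 of the 8 genes were lower in SP-HFD and B2m was not. Without the candidate cells, Il1b (-0.31, -0.98 to 0.32) and Vim (-0.14, -0.47 to 0.19) were within counting error of no difference.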

Other observations

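Of the tests in this part, those on podocyte, endothelial and immune markers, on the depth of the candidate cells in each library, on handling and on the predicted ratios of the named genes were chosen only after the result had been seen; those on genes above every other cluster, on simulated pairs and on the paper's table were set before theirs.

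The candidate cluster of WT-HFD carries markers of the proximal tubule and of other classes together. A state of proximal tubule cells that turns on genes of distal tubule segments only was tested by 39 detected markers of podocytes, endothelial cells and immune cells. Their median log2 ratio over the PT-like cells was 2.52 and 37 of them were above 0, which argues against such a state as the whole pattern. Against the mean of the library, their median was -1.39, while the medians of the 5 distal and collecting duct classes lay between -0.26 and 0.10. Markers of mesangial cells or fibroblasts, also outside the tubule, had a median of 0.16, above those 5 classes. A mix would thus be uneven over the classes, not by a higher share of tubule classes alone, and distal genes turned on beside mixed RNA stay open. Doublets of a proximal tubule cell and 1 other cell were tested by the largest non-proximal class's share of a cell's non-proximal marker UMIs. Its median was 40% (interquartile range 32.6 to 52.3) in the candidate cells, 61.5% (43.5 to 82.1) in simulated pairs and 31.6% (28.6 to 35.0) in cells drawn from the candidate cells' pooled profile. The value lies between the simulations and nearer the pooled profile, which argues against pairs as the whole source. Pairs may still be among the cells. Removing doublets at 1.6% per 1000 cells took the WT-HFD candidate cells from 1266 to 928, and all kept cells of WT-HFD from 8947 to 8195. The candidate share fell from 14.15% to 11.3%, so candidate cells were over-represented among the cells with high doublet scores. The same free RNA in every library, with only the depth of the cells differing, was tested among cells of at least 1000 UMIs: the candidate share was 14.9% in WT-HFD, 0.984% in WT-ND, 0.897% in SP-ND and 0.379% in SP-HFD, which argues against it.

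RNA of many cell types mixed in each droplet (free RNA, debris or clumps) stays open. In such a mix no gene should exceed the levels of its sources. Of 973 genes of at least 100 CPM in the candidate cluster, 0 lay above 1.5 times the level of every other cluster of the library with enough UMIs (at least 200000), where the other 27 clusters had a median of 36 such genes (range 0 to 322, and 2 of them had none). A set of genes of its own, as a separate cell state could show, was thus not detected at this threshold. The values are consistent with mixed RNA, as a hypothesis; they do not exclude a state made only of shifts between levels seen elsewhere in the kidney. With 1 library per condition, the handling of the WT-HFD library and an effect of HFD in WT mice cannot be told apart, because 1 of the 4 libraries used here is from WT-HFD. Injury of proximal tubule cells on HFD, which the paper proposes, and a change on HFD in how the tissue dissociates stay open and were not tested here.

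The ratios of the named genes between candidate and PT-like cells were set against a mix of the library's PT-like cells and remaining cells, fitted on other genes (weights 49.7% and 40.1% of CPM). Over 1152 other genes the median absolute difference between observed and predicted log2 ratio was 0.167. For the 16 raised named genes of at least 20 CPM it was 0.35, with 8 of them below the prediction, and the ratios of these genes may come largely from RNA of other cells. Observed and predicted ratios were 2.31 and 2.43 for Fos, 2.24 and 2.21 for Junb, 3.14 and 3.19 for Slc12a1, 3.31 and 2.58 for Pkm, and 2.17 and 3.14 for Cd74.

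Of the 21 lowered named genes, 20 lay below the prediction, with a median difference of -0.34. Among them, Mat2a was at -0.64 where the mix gives -0.30, Lrp2 at -1.36 against -0.90, Ppara at -1.42 against -0.80, and G6pc at -1.53 against -0.91. For 10 of them the level was below the weight of the PT-like cells alone, which a mix with these weights does not give. Mat2a, at 134 CPM, lay below both sources, at 209 CPM in the PT-like cells and 165 in the remaining cells. Malat1, Suz12, Jarid2 and Aebp2 also lay below both. An average of both pooled profiles, however weighted, lies between them, so these levels argue against it for these genes. The other lowered genes lay between the sources. For these, a mix with RNA of other cell types and a fall in the proximal tubule cells cannot be told apart, because the weights come from a fitted profile of all PT-like cells. Sources other than the pooled profiles, such as free RNA or debris that differs from whole cells, were not tested. The levels below both sources thus do not exclude mixed RNA.

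The paper's log2 ratios in Supplemental Table 1 were compared with the log2 ratios of the remaining WT-HFD cells to the PT-like cells. Across the 872 matched genes the Spearman correlation was 0.86, and 0.48 among the genes that the paper reports as higher. The genes were chosen for a difference from the other PTCs, and both ratios are taken to such cells of the same libraries, so a high correlation would be found in either case. RNA of other cell types in the paper's PT-HFD cells and a change in these cells cannot be told apart from the table.

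The leading marker class of the candidate cluster over all libraries was mesangial cell or fibroblast. In 27 of its 1558 cells the fibroblast genes Dcn, Col1a1, Col1a2 and Gsn together had at least 5 UMIs: 1 in WT-ND, 3 in WT-HFD, 16 in SP-ND and 7 in SP-HFD. The candidate cells of the SP libraries thus include fibroblast-like cells. Clustering the 7351 PT-like cells on their own gave 10 sub-clusters. The sub-cluster with the highest mean log2 ratio of these markers (3.44) held 0.452%, 3.62%, 1.962% and 2.89% of the PT-like cells of WT-ND, WT-HFD, SP-ND and SP-HFD. The next (2.91), with a median of 628 UMIs, held 26.7%, 19.6%, 10.04% and 5.54%. The largest had a mean of -2.12 and held 20.6%, 20.2%, 28.5% and 26.5%. The sub-clusters with higher PT-HFD markers thus held cells of each of the 4 libraries, with 15 WT-ND cells in the highest. No share of free RNA was taken off, so these UMIs do not show that the cells express the markers.

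Among genes of at least 100 CPM in PT-like and candidate cells, the largest log2 ratios between WT-HFD and WT-ND were those of Igkc (5.72), Jchain (4.91), Igha (4.59), Pvalb (3.65) and Ckb (3.55), and the smallest those of Fabp1 (-3.85), Ren1 (-3.70), Cyp4a10 (-2.09), Ugt3a1 (-1.76) and Cela1 (-1.71). Leaving out the candidate cells, the largest were those of Car3 (3.59), Igkc (2.89), Ccl28 (2.65), Pck1 (2.51) and Spp2 (2.07), the smallest those of Fabp1 (-3.54), Cyp4a10 (-1.81), Ugt3a1 (-1.44), Cyp2a4 (-1.44) and Cela1 (-1.40), and Ren1 was not among them. Between SP-HFD and SP-ND, Igha (7.87), Igkc (6.47), Car3 (6.29), Ccl28 (5.12) and Pck1 (2.97) were the largest, with and without these cells. The smallest there were Cyp4a14 (-9.35, interval -10.97 to -8.12, from 5 and 5599 UMIs), Fabp1 (-6.48), Acot1 (-3.18), Cyp4a10 (-3.09) and Acmsd (-2.38). Among the cytokine genes of Figure 3C, Ccl2 was lower on HFD in WT (-5.35, from 10 and 350 UMIs) and had 3 UMIs in SP-HFD against 265 in SP-ND. Car3, Ccl28 and Pck1 rose and Fabp1 and Cyp4a10 fell on HFD in both genotypes without the candidate cells.

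Between SP-ND and WT-ND, with the candidate cells left out, the largest ratios were those of Cyp4a14 (4.69), Fabp1 (2.82), Spp1 (1.94), Cyp4a10 (1.87) and Gadd45g (1.78), and the smallest those of Slc5a2 (-2.48), Slco1a1 (-2.40), Acsm3 (-1.86), Kap (-1.39) and Inmt (-1.36). Between SP-HFD and WT-HFD, Igha (1.34), Ugt2b37 (1.11), Cyp2a4 (0.98), Gadd45g (0.79) and Gm10260 (0.68) were the largest without these cells, and Slc5a2 (-1.37), S100g (-1.12), Egf (-0.90), G6pc (-0.84) and Umod (-0.79) the smallest. Including the candidate cells brought in Mgp (3.73 on ND and 4.02 on HFD) and Ren1 (-3.79 on ND), which are not among the named genes without them, and on HFD put Pvalb (-3.52), Wfdc15b (-3.39), Defb1 (-3.39), Atp6v1g3 (-3.38) and Tmem213 (-3.24) lowest. Ddx3y, on the Y chromosome, was at 82.8, 82.4, 94.1 and 98.0 CPM in the kept cells of WT-ND, WT-HFD, SP-ND and SP-HFD, and Xist between 0.160 and 0.197 CPM.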
